# Light Quantity Impacts Early Response to Cold and Cold Acclimation in Young Leaves of Arabidopsis

**DOI:** 10.1111/pce.15481

**Published:** 2025-03-27

**Authors:** Markéta Luklová, Marieke Dubois, Michaela Kameniarová, Klára Plačková, Jan Novák, Romana Kopecká, Michal Karady, Jaroslav Pavlů, Jan Skalák, Sunita Jindal, Ljiljana Tubić, Zainab Quddoos, Ondřej Novák, Dirk Inzé, Martin Černý

**Keywords:** acclimation, freezing tolerance, jasmonic acid, leaf development, lipidome, proteome, transcriptome

## Abstract

Plant reactions to stress vary with development stage and fitness. This study assessed the relationship between light and chilling stress in Arabidopsis acclimation. By analysing the transcriptome and proteome responses of expanding leaves subjected to varying light intensity and cold, 2251 and 2064 early response genes and proteins were identified, respectively. Many of these represent as a yet unknown part of the early response to cold, illustrating a development‐dependent response to stress and duality in plant adaptations. While standard light promoted photosynthetic upregulation, plastid maintenance, and increased resilience, low light triggered a unique metabolic shift, prioritizing ribosome biogenesis and lipid metabolism and attenuating the expression of genes associated with plant immunity. The comparison of early response in young leaves with that in expanded ones showed striking differences, suggesting a sacrifice of expanded leaves to support young ones. Validations of selected DEGs in mutant background confirmed a role of HSP90‐1, transcription factor FLZ13, and Phospholipase A1 (PLIP) in response to cold, and the PLIP family emerged as crucial in promoting acclimation and freezing stress tolerance. The findings highlight the dynamic mechanisms that enable plants to adapt to challenging environments and pave the way for the development of genetically modified crops with enhanced freezing tolerance.

## Summary statement

*Arabidopsis thaliana* exhibits developmental‐stage‐dependent responses to light and cold stress, with early transcriptomic and proteomic changes revealing roles for HSP90‐1, FLZ13, and PLIP in acclimation. Young leaves prioritize plastid resilience, while expanded leaves show sacrificial responses.

## 1 Introduction

Given their sessile nature, plants are consistently exposed to a myriad of environmental stressors, seldom encountering singular abiotic factors (Kopecká et al. 2023). Recent studies have highlighted that simultaneous presence of environmental stresses triggers distinct molecular responses, transcending the mere aggregation of individual stress reactions (Zandalinas et al. 2020). The interplay between different signalling pathways can lead to a phenomenon known as acclimation. During evolution, plants developed this mechanism to increase their tolerance to abiotic stresses and to withstand the harsh conditions of the environment. The transcriptomic‐based induction of the acclimation can be delineated into several distinct stages. The initial stage, occurring within seconds, involves the rapid expression of genes to prevent irreversible damage. That is followed by the activation of early response genes, which lay the foundation for long‐term protection. Next, late response genes are triggered, initiating systemic acclimation mechanisms. Finally, the de‐acclimation process prepares the plant for stress resolution. A disruption in any of the acclimation steps may compromise the plant's ability to adapt and significantly impact its resilience (Zandalinas et al. 2019).

The plant's reaction varies based on its stage of development and overall fitness (Peck and Mittler 2020). For instance, when exposed to high‐light stress, young leaves activate protective mechanisms like non‐photochemical quenching, which might not be present or as effective in mature leaves (Rankenberg et al. 2021). Moreover, when subjected to stress, younger leaves tend to show increased levels of anthocyanin and possess a higher ability to remove reactive oxygen species (Zhu et al. 2018). Mature leaves seem to undergo a reduction in their ability to start the detoxification process, resulting in decreased tolerance to photoinhibition. The phenomenon of young leaves being prioritized for recovery has been found across various abiotic stresses. For instance, during drought stress, the accumulation of abscisic acid (ABA) initiates a process leading to the transport of carbohydrates and early senescence in mature leaves. Simultaneously, this stimulus suppresses growth and promotes the absorption of nutrients by young leaves (Sperdouli and Moustakas 2014; Schippers et al. 2015; Zhao et al. 2016).

In temperate regions, sudden temperature drops and freezing stress pose significant threats to plant survival and agricultural production (Kopecká et al. 2023). Cold stress disrupts various physiological processes essential for plant growth and survival, including membrane fluidity, nutrient uptake, and energy production. Despite our knowledge of integral components of cold perception pathway, the exact mechanism has not been identified (Kerbler and Wigge 2023). It is believed that plasma membrane is the primary source of signalling and several membrane‐associated proteins have been proposed as candidate thermosensors, including ANNEXIN1 that mediates cold‐triggered Ca^2+^ influx and freezing tolerance in *Arabidopsis thaliana* (Wei et al. 2021), protein COLD1 that mediates chilling tolerance in *Oryza sativa* through G‐protein signalling (Ma et al. 2015), and calcium/calmodulin‐regulated receptor‐like kinase that modulates cold acclimation through MAP kinase cascade (Yang et al. 2010). Substantial evidence also implicates a role of the circadian clock components ELF3, LHY, and PPR7 (Jung et al. 2020; Wu et al. 2024; Kim, Kim, and Somers 2024) and light perception pathway, including Phytochrome B, phytochrome‐interacting factors, and interactions with chromatin (reviewed in Kerbler and Wigge 2023).

Following the first exposure to cold shock, rapid alterations in the plasma membrane are initiated, when diacylglycerol kinase (DGK) undergoes activation after exposure to cold temperatures, leading to the conversion of diacylglycerol (DAG) into phosphatidic acid (PA) (Arisz et al. 2013). This enzymatic reaction is followed by alterations in the membrane fluidity, leading to the activation of many second messengers, including ROS, inositol phosphates, and calcium ions, that are recognized by specific protein sensors (Wei et al. 2021). The MAP kinase cascade facilitates the regulatory phosphorylation of downstream signalling components in response to cold stress. In *Arabidopsis*, the activation of the cascade is initiated by mitogen‐activated protein kinase kinase kinase (ANP1) and leads to positive regulation of freezing tolerance (Zhang and Sonnewald 2017). The MAP kinase cascade is also responsible for regulating the activity of ROS‐scavenging enzymes to maintain redox equilibrium during periods of cold stress. All these mechanisms lead to the activation of the main established cascade, ICE‐CBF (Inducer of CBF expression, C‐repeat/dehydration‐responsive element‐binding factor) (Chinnusamy, Zhu, and Zhu 2007; D.Z. Wang, Jin, et al. 2017; Hwarari et al. 2022). Multiple positive and negative regulators have been found for various transcription factors involved in cold response. These regulators include calmodulin‐responsive transcriptional 3 (CAMTA3, At2g22300; Doherty et al. 2009), open stomata 1 (OST1, AT4G33950; Ding et al. 2015), E3 ubiquitin‐protein ligase HOS1 (HOS1, At2g39810; Ishitani et al. 1998), E3 SUMO‐protein ligase SIZ1 and 2 (SIZ1; Miura and Ohta 2010), inducer of CBF expression 1 (ICE1, At3g26744; Chinnusamy et al. 2003), Transcription factor MYB15 (MYB15, At3g23250; Agarwal et al. 2006) and STRUBBELIG‐receptor family 6 (SRF6, At1g53730; Knight and Knight 2000).

The whole mechanism is quite complex, with more than 3000 identified cold‐responsive genes and overlaying regulator circuits that integrate inputs from other signalling pathways, including that of phytohormones and light. For instance, positive regulator of ethylene signalling EIN3 exerts a negative regulatory effect on the expression of CBFs (Shi et al. 2012), and inhibitors of the jasmonic acid signalling (JAZ1 and JAZ4) interact with ICE1 and ICE2 transcription factors inhibiting their activity (Yang et al. 2019). An additional part of the regulatory circuit is thioredoxinTRX‐H2, which reduces CBFs in the nucleus, ultimately activating COR genes (Lee et al. 2021).

In plants evolutionarily adapted to cold, the cold response is likely to result in cold acclimation. Cold acclimation represents a complex physiological and molecular response to low temperatures, involving dynamic changes in gene expression, protein abundance, and metabolite composition that culminate in a new homeostatic state (Liu et al. 2024; John et al. 2025). It is frequently linked to improved freezing tolerance (Kerbler and Wigge 2023; Nagel et al. 2024; Kosová et al. 2025) and plant survival represents a more comprehensive measure of its success (Hincha and Zuther 2020). However, cold acclimation extends beyond freezing resistance, as certain physiological adaptations, such as modifications in photosynthesis, do not necessarily confer increased tolerance to freezing temperatures (Goldstein et al. 1996). Rather than a singular response, cold acclimation orchestrates a suite of partially independent processes that collectively contribute to establishing a new equilibrium under low‐temperature conditions. These processes help maintain basal cellular functions, sustain energy‐demanding defence mechanisms, and prime the plant for exposure to more extreme temperatures. At subzero temperatures, ice crystal formation poses a major challenge, disrupting water potential and causing mechanical damage through crystal expansion. To mitigate these effects, plants employ diverse protective strategies, including antifreeze proteins that inhibit ice nucleation and recrystallisation (Nagel et al. 2024), late embryogenesis abundant (LEA) proteins that stabilize proteins and membranes (Kosová et al. 2021), and cold‐induced metabolites that contribute to osmotic balance, reactive oxygen species scavenging, and other defence mechanisms (Nagel et al. 2024; Kosová et al. 2025).

Light quality and quantity is critical for cold acclimation, as evidenced in recent publications (Prerostova et al. 2021; Novák et al. 2021; Kameniarová et al. 2022; Sugita et al. 2024). Mutants in *PHYB* showed upregulated CBF expression (Jiang et al. 2020) and modulated circadian clock and ROS metabolism (Luklová et al. 2022). In our previous work, we established a model experiment that allowed us to follow the impact of light intensity on freezing resilience (Novák et al. 2021). We showed that the acclimation under lower photosynthetic photon flux density (PPFD) has a contrasting mechanism to that found under standard PPFD. In our previous research, analysing the entire plant led to a notable bias. The interpretation was predominantly based on the molecular profile of fully expanded leaves, which constitute the bulk of the plant's biomass. Here, we present a more detailed analysis focused on young leaves, the tissue known to be actively protected by the plant. Consequently, this tissue is expected to employ distinct mechanisms compared to those found in older leaves, and provide more insight into the mechanisms behind cold resilience.

## 2 Materials and Methods

### 2.1 Plant Material and Growth Conditions

To study the effect of light intensity on cold stress, we have employed the plant model *Arabidopsis thaliana* (L.) Col‐0. Seeds were surface sterilized by immersion in 75% and 96% ethanol, respectively, and stratified in water for 3 days (4°C, dark conditions). Plants were cultivated in AR‐36L growth chambers (Percival Scientific Inc, Perry, IA, USA) under short‐day photoperiod (65% relative humidity; 21/19°C day/night temperatures, photon flux density (PPFD) 100 µmol m^−2^ s^−1^ provided by fluorescent tubes Philips TL‐D) using an Araponics hydroponic system (Araponics, Liege Belgium, 1.7 l tank) in a half‐strength Murashige and Skoog media. Growth media was refreshed every 7 days. Plants reaching the growth stages L(1.06) ‐ (6 rosette leaves are greater than 1 mm) and L(1.14) were divided into four sub‐groups (*n* > 42) and cultivated at the following conditions: (i) S‐PPFD at (100 µmol m^−2^ s^−1^), 21°C (S); (ii) low‐PPFD (at 20 µmol m^−2^ s^−1^; LL), 21°C; (iii) S‐PPFD at 4°C (C) and (iv) low‐PPFD, 4°C (CLL). Ten leaves n.6 L(1.06) and 10 expanded leaves n.6 L(1.14) from three biological replicates (transcriptome, proteome of expanded leaves) were harvested after 3 h of treatment. For the L(1.06) proteome, one leaf n.6 was collected from each of a subset of ten biological replicates. Leaves were flash‐frozen in liquid nitrogen, homogenized, and aliquoted for molecular analyses.

Plants for determination of lipid and hormone content of selected mutant lines—*plip2‐1*, *plip2‐2*, *plip3‐1*, *plip3‐2, plip1,2,3* line 1, *plip1,2,3* line 2 and overexpression lines *PLIP2*‐OX line 1, *PLIP2*‐OX line 2 and *PLIP3*‐OX line 2 (kindly provided by Prof. Christopher Benning, MSU) were prepared as follows: plants were cultivated on Petri plates for 2 weeks period at short day conditions (8 h/16 h light/dark). After this period, Petri plates were transferred into the following conditions: (i) S (ii) LL, (iii) C and (iv) CLL. The samples were collected for hormone and lipid analyses after 3 and 147 h of exposure to the treatment. For phytohormone analyses, five biological replicates, each pooled from at least 60 plants, were collected. For lipidome analyses, at least three biological replicates, each consisting of 25 plants, were collected. Plant material was snap‐frozen in liquid nitrogen and stored at −80°C until further use.

Freezing survival assays were performed as follows: Arabidopsis Col‐0 and mutant lines were cultivated on ½ Murashige‐Skoog medium supplemented with 0.8% agar in 8/16 (day to night) day‐length at S conditions. After 2 weeks of cultivation on horizontal agar plates, plantlets were cold acclimated using C and CLL conditions for 7 days. The freezing survival assay was performed using the adjusted method by (Perea‐Resa, Catalá, and Salinas 2020) with following changes: after a week of C‐ and CLL‐acclimation, plants were exposed to decreasing temperature at rate 2°C per hour until the temperature in the growth chamber reached −6°C. At this point, the ice nucleation was induced. Next, plants were exposed to programmed cycle of temperature reduction—decrease of 1°C per 2 h. Selected temperatures (−7°C, −8°C, −9°C, −10°C, −11°C and −12°C) were maintained for 2 h, and Petri plates were then allowed to thaw at 4°C. After 14 days of recovery at S, the survival rates were calculated by counting the number of plants that produced new leaves. For each line, PPFD, and temperature point, at least three biological replicates, each consisting of at least 25 plants, were analysed. To estimate LT_50_ the R package MASS was utilized (Venables and Ripley 2002). A binomial logistic regression model was fitted with temperature as the predictor and mortality percentage as the response variable. The dose.p() function was used to estimate LT_50_, while the confint() function provided a confidence interval, quantifying the uncertainty around the estimate.

For the chloroplast analysis, plantlets were cultivated at 21°C under S‐PPFD for 2 weeks. The young developing leaves were observed with a confocal laser scanning microscope LSM700 (Carl Zeiss, Germany) equipped with a Plan‐Apochromat 40× objective and an argon‐neon laser with a wavelength 488 nm. Palisade mesophyll cells were scanned in five leaf regions with 448 × 362 frame (scaling per pixel: 0.2418 µm × 2.2418 µm × 0.25 µm). Image post‐processing was performed using ZEN software (Carl Zeiss, Germany). Chloroplast volume and number of chloroplasts per area were determined using the Z‐stacks and 3D Object Counter in ImageJ 1.54d (Schneider, Rasband, and Eliceiri 2012). The experiment was done in three biological replicates, each consisting of five plants.

### 2.2 RNA Sequencing and Differential Expression Analysis

The sequencing was performed at the Nucleomic Core facility (VIB, Leuven, Belgium, www.nucleomics.be). Samples were sequenced using single‐end mode with a read 700 nt bp long using Illumina NextSeq500. Quality control was performed by using the Galaxy platform with FastQC; alignment was performed with the Salmon algorithm (Patro et al. 2017). Sequences were searched against the Arabidopsis reference genome ARAPORT11. Differential gene expression (DEG) was determined for uniquely expressed genes with the EdgeR package (Robinson, McCarthy, and Smyth 2009) against control treatment (S). Genes were determined to be differentially expressed with a false discovery rate (FDR) adjusted FDR ≤ 0.05. Visualisation and statistical analyses were performed with use or R packages: pheatmap (Kolde; 2015), Bioconductor (Gentleman et al. 2004), ggplot2 (Wickham 2011), R software (v.4.0.3) (R Core Team, 2020, R Foundation for Statistical Computing, Vienna, Austria).

### 2.3 Proteomic Analyses

Total protein extracts were prepared as described previously (Dufková et al. 2023). Portions of samples corresponding to 5 µg of peptide were analysed by nanoflow reverse‐phase liquid chromatography–mass spectrometry using a 15 cm C18 Zorbax column (Agilent), a Dionex Ultimate 3000 RSLC nano‐UPLC system and the Orbitrap Fusion Lumos Tribrid Mass Spectrometer (Thermo). Peptides were eluted with up to a 120‐min, 4%–40% acetonitrile gradient. Spectra were acquired using the default settings for peptide identification, employing HCD activation, resolution 60 000 (MS) and 15 000 (MS2), and 60 s dynamic exclusion. The measured spectra were recalibrated and searched against the Araport 11 protein database. Only proteins with at least two unique peptides were considered for the quantitative analysis. The quantitative differences were determined by Minora, employing precursor ion quantification followed by normalisation. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez‐Riverol et al. 2022) partner repository with the data set identifier PXD050271.

### 2.4 Lipidomic Analyses

Total lipids were extracted as described previously (Dufková et al. 2023). In brief, 30 mg of plant material was extracted in tert‐butyl‐methyl‐ether:methanol mixture. The nonpolar fraction was separated and 200 µL aliquots were dried by vacuum centrifugation, resolved in 200 µL of isopropanol/methanol/tert‐butyl‐methyl‐ether 4/2/1 supplemented with 20 mM ammonium formate and analysed by direct infusion using Triversa Nanomate (Advion Biosciences) nanoelectrospray source and the Orbitrap Fusion Lumos Mass Spectrometer (Thermo Scientific). Obtained spectra were analysed by the software Freestyle 1.7 and LipidSearch 4.2 (Thermo Scientific).

### 2.5 Phytohormone Analyses

Quantification of phytohormones and related compounds was performed using liquid chromatography‐tandem mass spectrometry (LC‐MS/MS) following the methodology by Karady et al. (2024). cisOPDA was quantified according to Široká et al. (2022). For all compounds, concentrations were assessed using the standard isotope dilution method. All used solvents were of analytical or higher grade (Merck/Sigma‐Aldrich KGaA, Darmstadt, Germany).

### 2.6 Statistics

For evaluating statistical significance, Student's *t*‐test, Fisher's exact test, chi‐squared test, the Kruskal–Wallis test, one‐way and two‐way ANOVA, and edgeR were used. Statistical tests were implemented using R, MetaboAnalyst (Pang et al. 2021), and the Real Statistics Resource Pack software for MS Excel (Release 6.8; Copyright 2013–2020; Charles Zaiontz; www.real-statistics.com). The reported statistical tests were generated and implemented using default and recommended settings unless otherwise indicated. Significant differences refer to *p* < 0.05 and adjusted adj. *p* < 0.05 (the Benjamini‐Hochberg procedure, 5% FDR).

## 3 Results

### 3.1 Light Intensity Impacts Cold Acclimation and Freezing Stress Resilience

Our previous work showed that both quality and quantity of light impact response to cold stress (Novák et al. 2021; Kameniarová et al. 2022). Here, to validate the previous observations made under artificial conditions of hydroponic culture, Arabidopsis plants (Col‐0) were grown as described in materials and methods, and the response to freezing was monitored by calculating LT_50_ using a survival assay. Our previous analyses targeted conditions that resulted in approximately 50% mortality rates of control plants. Here, a more in‐depth temperature profile was analysed, and freezing was applied (Figure 1a). The comparison of survival rates between standard PPFD (C) and low PPFD (CLL) at 4°C showed statistically significant differences (*p* < 0.001) with corresponding LT_50_ of −11.3 ± 0.1°C and −7.8 ± 0.1°C for C and CLL, respectively (Figure 1b). Besides the differences in the LT_50_ values, our observations indicated a development‐dependent response to cold that seemed to promote the survival of younger leaves (Figure 1c).

**Figure 1:**
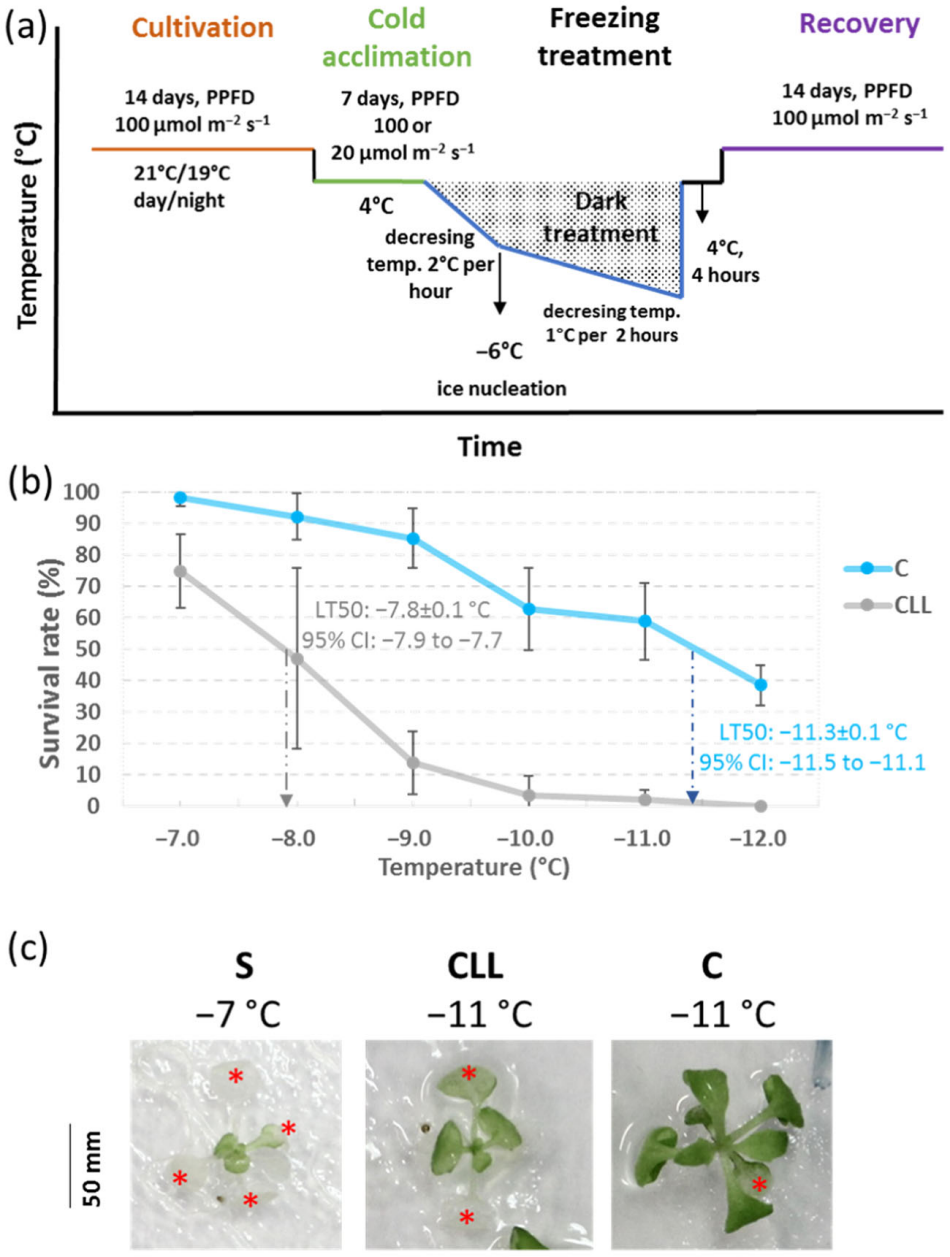
Freezing resistance in Arabidopsis plants. (a) Experimental design. (b) Freezing survival monitoring after 2 weeks of recovery period. The plot represents the means and standard deviation (three biological replicates, *n* > 25); arrows mark calculated LT_50_. (c) The impact of freezing stress on leaves. Representative images demonstrating the promoted survival of younger leaves documented in the survival assay experiments. *Arabidopsis thaliana* Col‐0 plants were acclimated under indicated conditions (S—100 µmol m^−2^ s^−1^, 21°C; C—100 µmol m^−2^ s^−1^ 4°C; CLL—20 µmol m^−2^ s^−1^, 4°C) and exposed to freezing stress for 2 h. The images were taken after 2 weeks of recovery; asterisks (*) indicate chlorotic tissues.

### 3.2 Young Leaf Transcriptome in Early Response to Cold Showed Significant Impact of Light Intensity

To find molecular evidence for this hypothesis, the early transcriptional response to cold was analysed in young leaves, specifically leaf n.6, which has not finished the proliferation stage. Plantlets were exposed for 3 h to four contrasting conditions (Figure 2), including (i) standard PPFD at 21°C, 100 µmol m^−2^ s^−1^ (control; S); (ii) low‐PPFD at 21°C, 20 µmol m^−2^ s^−1^ (LL); (iii) standard PPFD at 4°C, 100 µmol m^−2^ s^−1^ (C); (iv) low‐PPFD at 4°C, 20 µmol m^−2^ s^−1^ (CLL). 

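Leaf n.6 of the Columbia accession was harvested after 3 h in S, LL, C or CLL, with 3 fully independent biological replicates of each treatment and 10 leaves in each replicate. The 12 libraries were made with an Illumina RNA preparation kit and read from a single end. Whether poly(A) RNA was selected and whether strand was kept are not given in the sources used here. The authors checked the reads with FastQC, trimmed them with Trimmomatic 0.32.3 and estimated transcript abundance with Salmon 0.72. The submitters' processing notes name the TAIR10 build, and the paper's methods name Araport11. The deposited values are Salmon's estimated counts for 41671 transcripts in each library, and 23.2% of the values were not whole numbers. They were rounded and summed over the transcripts of each locus, which gave 33602 loci and changed a library's total by at most 0.0045%. Transcript lengths in the files equalled a coding length of the TAIR10.1 reference for 96.7% of 34676 nuclear transcripts, so for these the counts are over coding lengths. The total estimated count of a library was 14503312 to 15406887 in S (median 14954435), 14937555 to 16185830 in LL (median 16171883), 14352771 to 15423212 in C (median 15257234) and 12742658 to 15499235 in CLL (median 15042026). Genes with at least 10 counts in all 3 libraries of at least 1 treatment were tested, 18243 in all, by edgeR's quasi-likelihood test with TMM normalization in 1 fit of the 12 libraries. The biological coefficient of variation of that fit was 0.0611. A DEG has a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. The interaction of light and cold is the cold response at low PPFD minus the cold response at standard PPFD. No library was taken at the start of the treatments, so rises and falls against S are differences from S at 3 h. Errors of log2 fold changes are standard errors of the fit over 3 libraries per treatment, and CPM values are means ± SD of 3 libraries. A fold against a treatment with 0 counts is a lower bound against 3 counts over its libraries. A fold against 1 to 3 counts has a 95% interval, and both cover counting error only. In counts simulated from the real means, 99 of 100 genes changed by 1.5 on the log2 scale in C were called, and 100 of 100 of those changed by 3. The changed genes were drawn only from those with more counts in S, so these shares do not cover genes with few counts there.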

A young leaves L(1.06) were collected (*n* = 10, three fully independent biological replicates), and the transcriptome was analysed using RNA‐seq (Figure 3a–e, Supplementary Table S1) as described in materials and methods. In parallel, the uniformity of the targeted leaves was confirmed by the cell analyses, indicating that all collected leaves were in a similar developmental stage.

**Figure 2:**
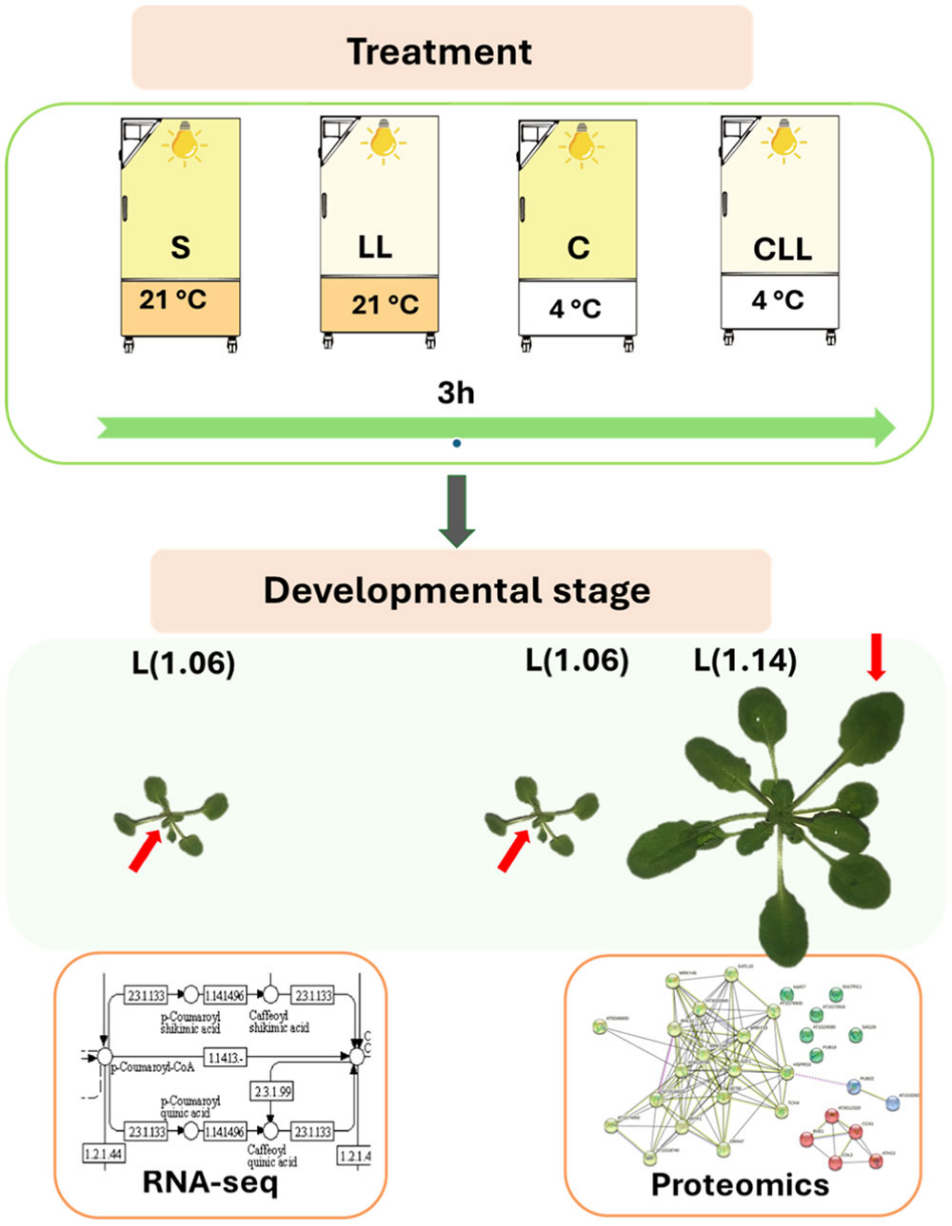
Schematic representation of experimental set‐up. *Arabidopsis thaliana* plants were cultivated at standard photosynthetic photon flux density (PPFD) until they reached developmental stage L1.06 or L1.14. Next, the plantlets were exposed for 3 h to the following four conditions: [S] 100 µmol m^−2^ s^−1^, 21°C; [LL] 20 µmol m^−2^ s^−1^, 21°C; [C] 100 µmol m^−2^ s^−1^, 4°C; [CLL] 20 µmol m^−2^ s^−1^, 4°C. Leaves n.6 (red arrows) were collected for transcriptomics and proteomic analyses. For young leaf n.6 transcriptomic and proteomic analyses of expanded leaf n.6, three biological replicates were collected, each consisting of ten leaves. For proteomic analyses of young leaf n.6, ten biological replicates were collected, each consisting of a single leaf. [Color figure can be viewed at wileyonlinelibrary.com]

**Figure 3:**
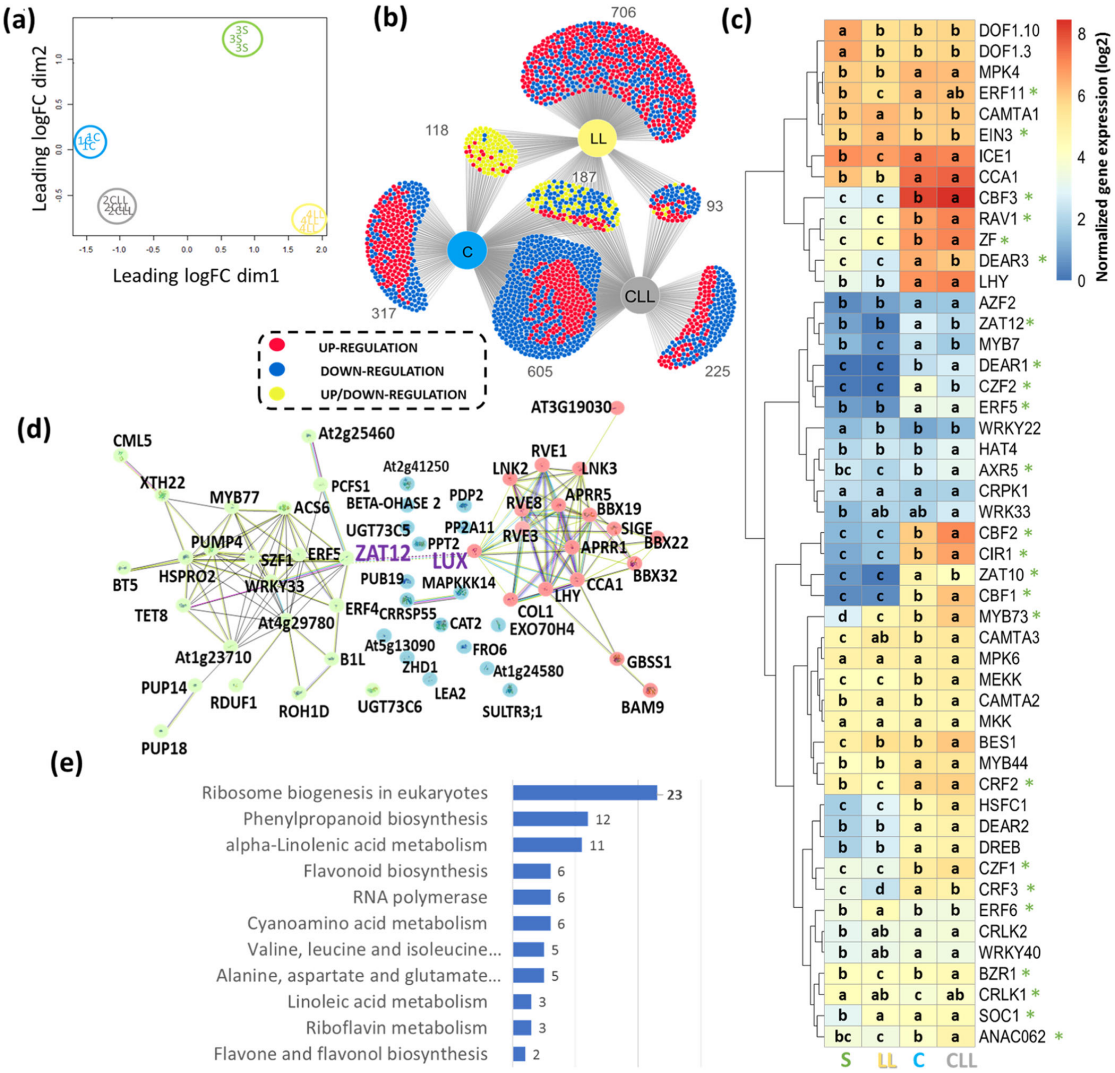
Plant's early response to cold and light treatment changes the transcriptome of the young leaf. (a) Multidimensional scaling of identified genes in RNA‐seq analysis of young leaf L1.06. (b) Comparison of identified differential gene expressions (DEGs) found in at least one treatment (FDR ≤ 0.05, absolute fold change > 2) visualized by DiVenn (Sun et al. 2019). Blue and red nodes denote downregulated and upregulated genes between different treatments (compared to control—S), respectively. Yellow nodes denote upregulation in one sample but downregulation in another. (c) Selected COR genes reportedly involved in early response to cold (Park et al. 2015; Liu et al. 2019). Significant interactions between light and cold are highlighted with an asterisk (two‐way ANOVA and Tukey post hoc test, *p* ≤ 0.05). (d) Identified DEGs that are components of circadian clock (red dots) and circadian responsive DEGs with predicted interactions (yellow dots), and missing interacting partners (blue dots). (e) Low photosynthetic photon flux density (PPFD)‐specific DEGs are enriched in ribosome biosynthesis, amino acid metabolism, and secondary metabolism pathways (*p* < 0.05). The interactions and visualisation of functional clusters were determined by STRING (Szklarczyk et al. 2019), minimum required interaction score = 0.4; S—100 µmol m^−2^ s^−1^, 21°C; LL—20 µmol m^−2^ s^−1^, 21°C; C—100 µmol m^−2^ s^−1^, 4°C; CLL—20 µmol m^−2^ s^−1^, 4°C. For details, see Supplementary Table S1 and Supplementary Figure S1. [Color figure can be viewed at wileyonlinelibrary.com]

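Genes of ribosome biogenesis and of flavonoid synthesis were lower after 3 h in LL than in S. Of 40 tested genes of ribosome biogenesis, 22 fell more than 2-fold in LL and none rose (22 when adjusted over the list alone), and 39 were lower with any fold change. Fibrillarin FIB2, which methylates ribosomal RNA in the nucleolus, had a log2 fold change of -1.78 ± 0.09 (adjusted p = 2.2e-11) from edgeR, and the nucleolar proteins NOP5-1 and NOP56 had -1.47 ± 0.08 and -1.23 ± 0.06 (n = 3 libraries per treatment). Of 25 genes of flavonoid and anthocyanin synthesis, 23 fell in LL and none rose (23 adjusted over the list alone). Dihydroflavonol reductase DFR changed by -4.74 ± 0.35 (adjusted p = 3e-09) on the log2 scale in edgeR, and the anthocyanin glycosyltransferase UGT79B1 by -4.06 ± 0.26 (adjusted p = 4.9e-10). Of 18 genes of glucosinolate synthesis, a pathway that starts from amino acids, 11 fell in LL and none rose (11 adjusted over the list alone), among them CYP79B2 at -3.56 ± 0.32 and CYP79B3 at -3.06 ± 0.32. Of 18 genes induced by sugar starvation or darkness, 14 rose in LL and none fell (14 adjusted over the list alone), with asparagine synthetase DIN6/ASN1 at 5.51 ± 0.31 (adjusted p = 8.1e-11) in edgeR. Among 300 other ribosomal protein genes, 8 fell and 2 rose more than 2-fold in LL (8 and 2 adjusted over the list alone), while 214 were lower and 32 higher with any fold change. The set of low-PPFD-specific DEGs, in LL or CLL but not in C, held 1272 genes, and 859 of these were DEGs in LL alone, 377 of them higher and 482 lower. Among the genes called in LL alone, ribosome biogenesis had 22 members where 1.88 were expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.7e-17), flavonoid synthesis 11 where 1.18 were expected (Fisher's exact test, adjusted p = 1.3e-07) and glucosinolate synthesis 5 (Fisher's exact test, adjusted p = 0.013, and 0.089 without S replicate 3). Sugar starvation also had 5 members there (Fisher's exact test, adjusted p = 0.013), a call that ended in 10 of 26 other settings. Fisher's tests of lists, here and below, take genes that change together as independent, which makes their p-values too small. At 4 °C the same contrast of PPFD was smaller. The 22 ribosome biogenesis DEGs of LL had a median log2 fold change of -1.18 in LL against S and -0.12 in CLL against C, and the 23 flavonoid DEGs had -3.27 and -0.14. The interaction of light and cold passed an adjusted p of 0.05 in edgeR for 4932 genes, 966 of them by more than 1 on the log2 scale, with 38 of 40 ribosome biogenesis genes (39 adjusted over the list alone) and 20 of 25 flavonoid genes (20 adjusted over the list alone).

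**Figure D1:**
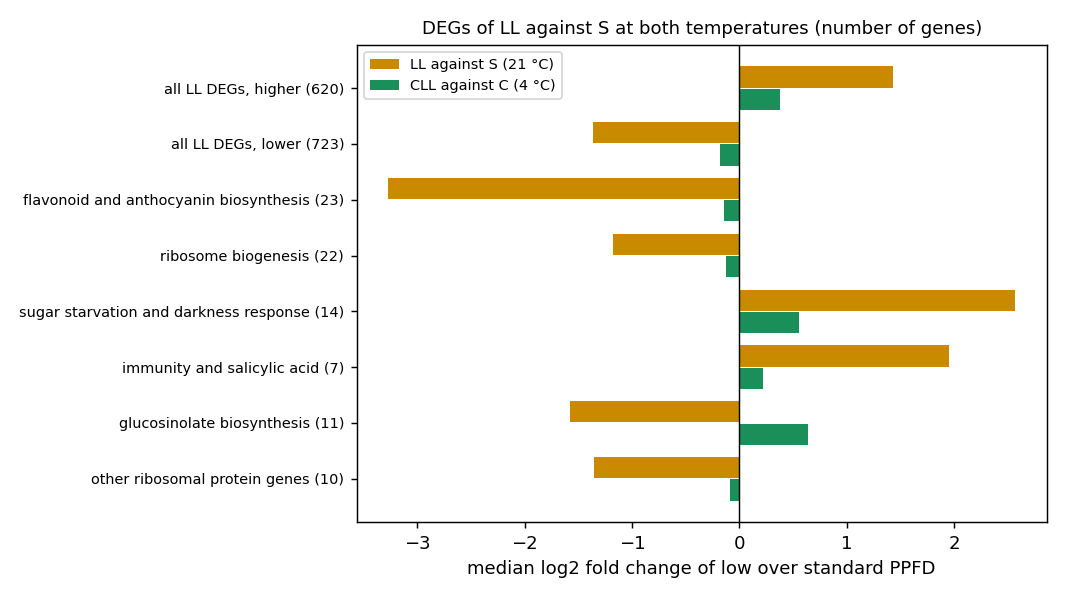
Median log2 fold change of low over standard PPFD at 21 °C (LL against S) and at 4 °C (CLL against C) for the DEGs of LL against S, as higher and lower DEGs and by gene list, with the number of genes in brackets. The 723 DEGs lower in LL had a median of -1.36 at 21 °C and -0.18 at 4 °C, and the 11 glucosinolate genes had -1.58 and 0.64.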

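Transcripts of photosynthesis were among the most abundant. In S, the light-harvesting gene LHCB1.3 had 20200 ± 519 CPM (SD, n = 3 libraries) and the small Rubisco subunit RBCS1A had 17300 ± 510 CPM. Genes of other cell types were measured beside them. The 12 tested genes of guard cells and the stomatal lineage had 0 DEGs in C, CLL and LL by edgeR (0 adjusted over the list alone, and 0 with DESeq2), and 8, 5 and 6 of them had an unadjusted p under 0.05 at smaller folds. The myrosinase TGG1 of guard cells and myrosin cells stood at 2830 ± 178 CPM in S and 2790 ± 42.7 in C. The 9 vascular genes also had 0 DEGs (0 adjusted over the list alone, 0 with DESeq2), with 2, 1 and 3 at an unadjusted p under 0.05. The phloem sucrose transporter SUC2 had a log2 fold change of -0.13 ± 0.11 (adjusted p = 0.35) in C from edgeR. Of 10 genes of epidermis and trichomes, 1 rose and 1 fell in C, 1 fell in CLL and 3 fell in LL (the same numbers adjusted over the list alone). The trichome regulators GL3 and TRY had 1.23 ± 0.33 and -2.12 ± 0.31 in C. Of the meristem markers only STM was tested, at 1.57 ± 0.0904 CPM in S, with 0 calls (also 0 at an unadjusted p under 0.05 and with DESeq2). Of the root markers only PYK10 was tested, with 1.65 ± 0.42 (adjusted p = 0.0041) in C by edgeR. The value was 0.89 without C replicate 2, whose level was 48.6 CPM, while the lowest C library had 12.8. Of 30 genes of cell division, the growth regulator GRF5 rose in C, at 1.57 ± 0.18 (adjusted p = 1.5e-06), and in CLL, at 1.26 ± 0.19 (adjusted p = 3e-05) (edgeR). It was the only call of that list in either treatment, and in LL there was none (also adjusted over the list alone and with DESeq2), with 14 genes at an unadjusted p under 0.05. In all, 24496 loci had at least 1 count in any library, and 18243 passed the filter of 10 counts.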

Altogether, 28 757 genes were identified and 16 549 of these passed the set criteria (present in all replicates of at least one treatment, Supplementary Table S1). 

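Libraries of the same treatment lay closer together than libraries of different treatments. Over the 500 genes that differ most between each pair of libraries, replicates of a treatment were 1.17 apart on average (largest 1.35, 12 pairs), in units of leading log2 fold change. C and CLL were 1.8 apart (smallest 1.7, 9 pairs), the closest of the 6 pairs of treatments, and LL and C were 3.63 apart, the farthest. S lay 2.64 from LL, 2.84 from C and 2.89 from CLL. The first dimension carried 57.2% of the variance and placed C and CLL above 0 and S and LL below 0. The second carried 22.6%. With 2000 genes, replicates were at most 0.876 apart and C and CLL libraries at least 1.05.

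**Figure D2:**
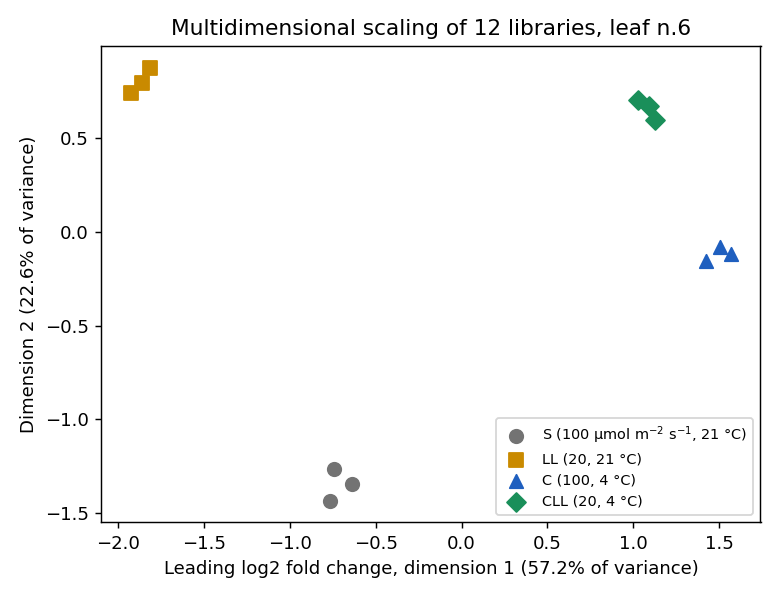
Multidimensional scaling of the 12 libraries by leading log2 fold change over 500 genes, dimension 1 against dimension 2, with 1 point per library and a marker per treatment. The 3 libraries of each treatment lie together, with C and CLL on the right and LL on the far left.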

Multidimensional scaling of identified genes showed a clear separation of all treatments (Figure 3a), with C and CLL treatments being separated from LL and S in the first dimension. Next, the impact of limited light (LL), cold (C), and the combination of both factors (CLL) were analysed in detail. 

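Cold at either PPFD and low PPFD at 21 °C each changed many genes within 3 h. In C, 886 genes rose and 707 fell, 1593 DEGs in all. In CLL, 854 rose and 552 fell, 1406 in all, and in LL 620 rose and 723 fell, 1343 in all. Among the largest rises in both cold treatments were those of the AP2 transcription factor gene DEAR1, which had 0 counts in S and was at least 59.1-fold higher in C and at least 82.3-fold higher in CLL. Another was AT1G70640, with log2 fold changes of 7.31 ± 0.16 in C and 7.37 ± 0.16 in CLL (n = 3 libraries, edgeR adjusted p = 1.1e-16 and 6.9e-17). EXPA8, an expansin that loosens cell walls, fell by 2.99 ± 0.27 on the log2 scale in C, and bHLH071, a basic helix-loop-helix transcription factor, fell by 2.98 ± 0.11. In LL the largest rises included BT2, a scaffold protein whose transcript falls when sugar is supplied, at 579-fold (95% interval 160 to 4790, against 2 counts in S, and 384-fold without S replicate 2). GPT2, a glucose-6-phosphate translocator of plastids, fell from 140 ± 26.9 to 2.28 ± 0.678 CPM, a log2 fold change of -5.93 ± 0.19 (adjusted p = 3.9e-13) in edgeR. In all, 2865 genes were DEGs in at least 1 treatment and 2006 in C or CLL, 220 of them in all 3 treatments. The paper kept fewer genes than the 18243 tested here. It reports fewer DEGs in any treatment, in C or CLL, in C alone and in CLL alone. With a filter of at least 30 counts in all 3 libraries of a treatment, chosen after the data were seen, 16525 genes were tested. Of these, 2230 were DEGs in at least 1 treatment. Whether the filter is the whole cause of the difference was not tested. The balance of rises and falls depends on the scaling. With upper-quartile factors in place of TMM, the log2 fold change of the median gene shifts by -0.103 in C and -0.104 in CLL, and 774 genes rose and 914 fell in C and 736 rose and 735 fell in CLL.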

The comparison of each of the three treatments with S revealed 2251 DEGs in total (relative FC > 2, FDR ≤ 0.05) and 1545 of these were cold‐responsive (in C and CLL) (Figure 3b). The comparison of CLL and C subsets showed a significant overlap, representing 65% and 71% of identified DEGs in C and CLL, respectively. Most of these DEGs had a similar response to cold, indicating their putative role in cold response, but the degree of their respective responses differed. 

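The genes that cold changed at standard and at low PPFD were largely the same. Of the DEGs, 993 were called in both, which is 62.3% of those in C and 70.6% of those in CLL, and 773 of them were not DEGs in LL. Higher in both were 624 genes and lower in both 359, where lists of these sizes drawn independently from the 18243 tested genes would share 41.5 and 21.4. Regulators of the cold response and their target genes were among them. Of 16 CBF regulators and cold-regulated effector genes, 15 were called in both, where 0.87 were expected (one-sided Fisher's exact test, adjusted p = 6.8e-17). Of 9 JAZ repressors of jasmonate signalling, 5 were (Fisher's exact test, adjusted p = 0.00084), with JAZ9 at 2.57 ± 0.10 in C and 2.13 ± 0.10 in CLL. Of 5 tested genes of gibberellin metabolism, 4 were called in both (Fisher's exact test, adjusted p = 0.00081). GA2OX6, which inactivates gibberellins, rose by 4.19 ± 0.55 and 4.51 ± 0.53, and GA3OX1, which makes active gibberellins, had -2.71 ± 0.14 and -1.58 ± 0.13 (n = 3 libraries). Both comparisons use the same 3 S libraries. In 20 simulations of unchanged groups against those libraries the shared calls numbered 0, the share of genes with the same sign was 66.4% against 83.4% observed, and r across genes was 0.487 against 0.833 observed. The covariance of the fold changes was 0.397 against 0.013 simulated, a difference of 0.384. S has too few libraries to be split, so part of the excess may come from the shared controls.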

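Of the DEGs shared by C and CLL, 983 changed in the same direction and 10 in opposite directions. Many changed by nearly the same amount. COR27, a cold-regulated repressor of growth and clock genes, rose by 6.42 ± 0.19 on the log2 scale in C and 6.09 ± 0.19 in CLL, and the difference of -0.33 ± 0.11 did not pass the test (edgeR adjusted p = 0.058, n = 3 libraries). The degree differed for others. MYB73, a MYB transcription factor, was higher in CLL than in C by 0.92 ± 0.07 (adjusted p = 2.2e-07), and the zinc finger gene ZAT6 was lower by -1.42 ± 0.19 (adjusted p = 8.3e-05) (edgeR). Compared directly, CLL and C differed by more than 2-fold at 240 genes, 113 higher and 127 lower in CLL, and at 1664 genes with any fold change. By size alone, 100 of the 983 genes changed over 1.5 times more in CLL than in C, and 59 of these passed the test of CLL against C. Another 75 changed over 1.5 times less in CLL, and 40 of these passed it. From the shared direction of the DEGs in C and CLL, the paper proposes a role for these genes in the response to cold.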

Next, the data set was searched for known early cold response (COR) genes (3414 genes, Shi et al. 2017). Of these, 709 were regulated in young leaves (Supplementary Table S1), and many displayed a significant interaction of light and cold, as illustrated with the set of 49 early cold response genes (2‐way ANOVA, *p* < 0.05; Figure 3c, Supplementary Table S1), including dehydration‐responsive element‐binding proteins CBFs (CBF1, CBF2, CBF3; Figure 3c).

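The CBF genes, transcription factors that switch on cold-regulated genes, rose strongly at both PPFDs and most in CLL. CBF1 rose by 6.27 ± 0.37 on the log2 scale in C and 7.63 ± 0.33 in CLL, CBF2 by 5.33 ± 0.27 and 6.49 ± 0.25, and CBF3 by 5.37 ± 0.11 and 5.79 ± 0.11 (edgeR, n = 3 libraries per treatment). CLL was higher than C by 1.37 ± 0.17 (adjusted p = 3e-05) for CBF1, 1.16 ± 0.15 (adjusted p = 5e-05) for CBF2 and 0.42 ± 0.08 (adjusted p = 0.002) for CBF3 in edgeR. For CBF2 this was 0.94 without C replicate 2. The interaction of light and cold was 0.65 ± 0.19 (adjusted p = 0.015) for CBF3, 1.34 ± 0.99 (adjusted p = 0.35) for CBF1 and 0.72 ± 0.51 (adjusted p = 0.33) for CBF2 by edgeR, so it passed the test for CBF3 alone. These genes lie side by side on chromosome 4 of the TAIR10.1 reference, CBF2 from 13015250 to 13016235, CBF3 from 13018010 to 13019400 and CBF1 from 13021780 to 13022996, and reads from their alike coding sequences may be split between them with error. Of the 16 CBF regulators and effectors, 15 rose in C and 15 in CLL (15 and 15 adjusted over the list alone), and in LL 1 rose and 2 fell (1 and 2 adjusted over the list alone). The galactinol synthase gene GOLS3 rose by 5.10 ± 0.15 in C and 4.39 ± 0.16 in CLL, fell in LL at -1.70 ± 0.29, and had an interaction of 0.99 ± 0.31 (adjusted p = 0.025) in edgeR. Of the 709 COR genes of Supplementary Table S1, 703 were DEGs in at least 1 treatment and 510 in C or CLL. In C 319 rose and 127 fell (319 and 128 adjusted over the list alone), in CLL 296 rose and 63 fell (297 and 63), and in LL 168 rose and 199 fell (168 and 201). The interaction passed for 381 of them (415 adjusted over the list alone). Of 41 tested genes of Figure 3c, 23 rose in C and 27 in CLL with no fall, in LL 4 rose and 5 fell (the same numbers adjusted over the list alone), and the interaction passed for 16 (19 adjusted over the list alone). The COR genes were chosen by the study as regulated in these samples, so their counts are not independent evidence of a direction. The paper selected the genes of Figure 3c from earlier reports on the early cold response. Whether these samples guided that selection is not stated.

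**Figure D3:**
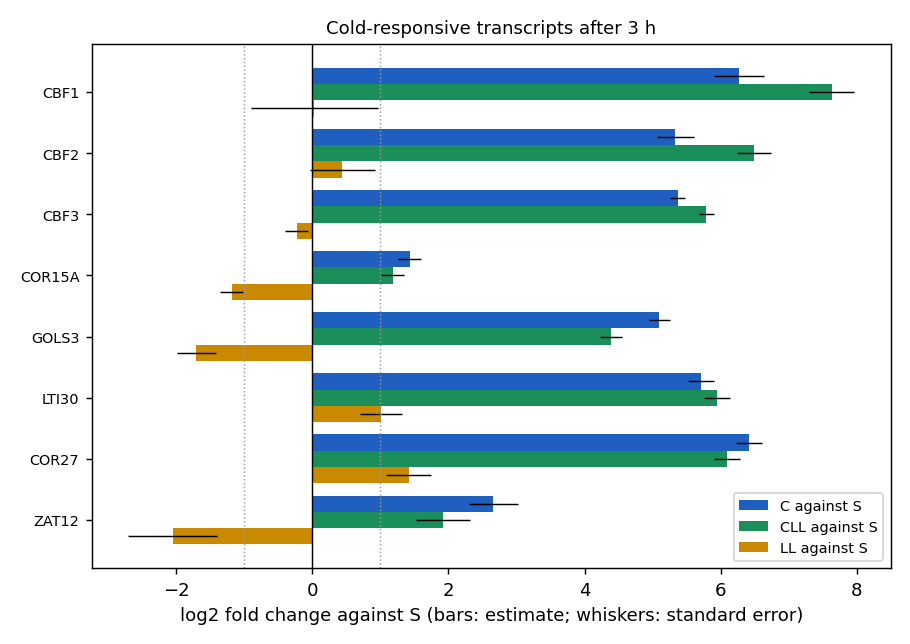
Log2 fold change against S of 8 cold-responsive transcripts in C, CLL and LL, as the estimate with its standard error (3 libraries per treatment), with dotted lines at 1 and -1. All rise in C and CLL, by 1.18 (COR15A in CLL) to 7.63 (CBF1 in CLL).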

### 3.3 Distinct C and CLL Pathways: Impact on Photosynthesis and Phytohormone Signalling and Metabolism

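Genes called in C alone numbered 455, of which 187 rose and 268 fell. The largest group fixed by function among them was the plastid-encoded genes, with 37 members. The set also held genes of abscisic acid and growth hormones. HAI1, a phosphatase that turns down abscisic acid signalling, rose by 1.06 ± 0.20 on the log2 scale in C and had 0.02 ± 0.22 in CLL, and the difference between CLL and C was -1.05 ± 0.20 (adjusted p = 0.0021) (edgeR, n = 3 libraries). Its rise in C is under 2-fold with upper-quartile factors (0.96), without S replicate 1 (0.95) and without C replicate 2 (0.94), and the difference between CLL and C is so without C replicate 2 (-0.92) and without CLL replicate 3 (-0.89). GA20OX1, which makes gibberellin precursors, fell in C at -1.36 ± 0.30 (edgeR adjusted p = 0.0013). Its value in CLL was -0.97 ± 0.29, and the difference between CLL and C, 0.39 ± 0.34 (adjusted p = 0.56), did not pass the test (edgeR). CLL differed from C in the direct test at 166 of the 455 genes. In CLL, 241 of the 455 had an adjusted p of at most 0.05 from edgeR in the same direction as in C.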

As demonstrated previously (Novák et al. 2021), the CLL treatment is a combination of low‐light intensity and cold‐induced cold acclimation process through different mechanisms to that of C. Here, 317 DEGs (Figure 3b) were found only in C plants. GO analysis highlighted the impact on photosynthesis (FDR = 9.9e−05), photosynthesis‐light reaction (FDR = 0.0041), protein‐chromophore linkage (FDR = 0.013), photosynthetic electron transport chain (FDR = 0.028), response to light stimulus (FDR = 0.044), and chloroplast localisation. 

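Among listed genes of the photosynthetic complexes and the Calvin cycle, the changes over 2-fold in C lay in the plastid genome, and those of nuclear genes were smaller. Nuclear genes of photoprotection, some of which rose over 2-fold, are given below. Of 73 tested plastid-encoded genes, 37 were among the DEGs of C alone, where 1.82 were expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 5.9e-38). Genes with 2 copies of equal counts, such as ycf2 and rpl23, enter 2 times. The test also takes genes that rose together as independent, so its p is too small. Of 21 nuclear genes of light-harvesting proteins, 21 of photosystem subunits and 17 of the Calvin cycle, 0 were DEGs in C by edgeR (0 adjusted over the list alone, and 0 with DESeq2), and 13, 9 and 4 of them had an unadjusted p under 0.05 at smaller folds. The oxygen-evolving proteins PSBO1 and PSBP1 had log2 fold changes of 0.04 ± 0.05 (adjusted p = 0.49) and -0.05 ± 0.05 (adjusted p = 0.48) in C, and RBCS3B, a small subunit of Rubisco, had 0.01 ± 0.10 (adjusted p = 0.95) (edgeR, n = 3 libraries). In CLL these 3 lists also held 0 DEGs (0 adjusted over the list alone, 0 with DESeq2), with 16, 7 and 7 genes at an unadjusted p under 0.05.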

Detailed analyses (Table 1) showed three and six upregulated DEGs encoding core subunits of PSI and PSII, respectively. 

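Counts of plastid transcripts for the reaction centres of both photosystems rose in C. Whether poly(A) RNA was selected is not given. A change in RNA level and one in polyadenylation therefore cannot be told apart, here and for the plastid genes below. For photosystem I, 4 of 4 tested genes rose more than 2-fold, psaA by 3.48 ± 0.27, psaB by 2.05 ± 0.24, psaC by 1.2 ± 0.46 and psaJ by 1.05 ± 0.26 on the log2 scale (n = 3 libraries, edgeR adjusted p from 7.7e-09 for psaA to 0.041 for psaC). The rise of psaC rests on few counts, at 0.517 ± 0.285 CPM in S (SD). For photosystem II, 11 of 14 rose more than 2-fold. The D1 and D2 proteins are encoded by psbA, at 2.59 ± 0.24 (adjusted p = 9.2e-08), and psbD, at 3.25 ± 0.27 (adjusted p = 1.8e-08), and the antenna proteins CP47 and CP43 by psbB, at 2.64 ± 0.25, and psbC, at 2.27 ± 0.23 (edgeR). psaA had 12.7 ± 0.399 CPM in S and 142 ± 67.3 in C, so its libraries in C spread widely while all lay above those of S. The rises of psaJ and psbK, at 1.04 ± 0.25, were under 2-fold with upper-quartile factors, at 0.94 each, and each also without 3 of the 6 single libraries of S and C. C replicate 2 had 0.0672% of its counts on plastid protein-coding genes against 0.1312% and 0.1267% in the other C libraries.

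**Figure D4:**
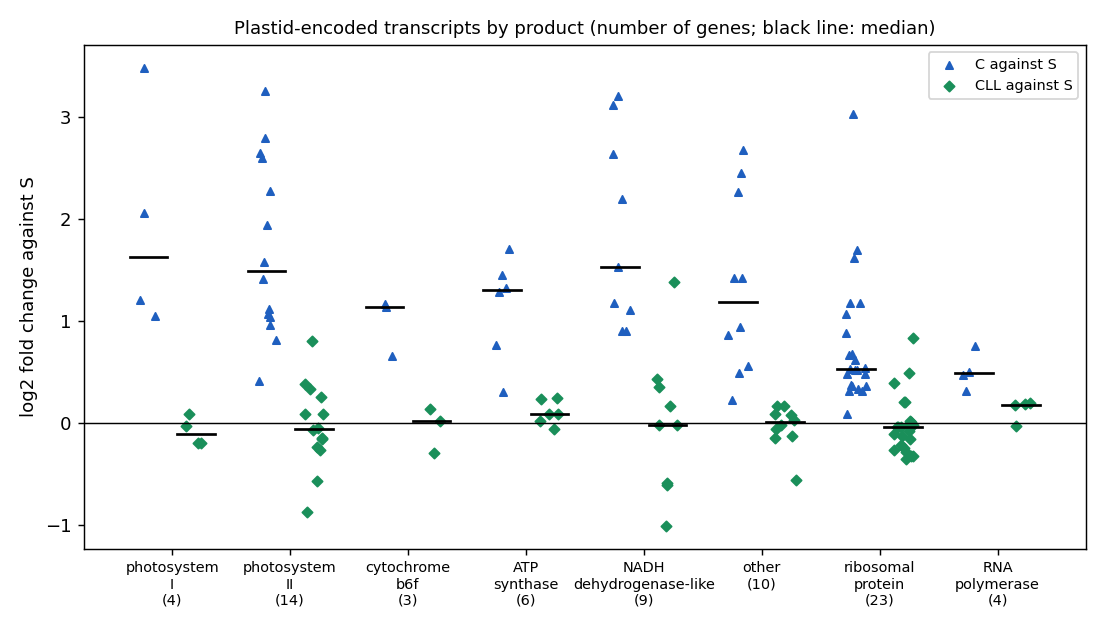
Log2 fold change against S of plastid-encoded transcripts in C and CLL by the product of the gene, with 1 point per gene, the number of genes in brackets and the median as a black line. Medians in C run from 0.48 (RNA polymerase) to 1.62 (photosystem I), while those in CLL lie between -0.12 and 0.18.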

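Of 17 nuclear genes that protect the photosynthetic apparatus, 4 rose in C. These are 4 genes that the paper names as raised, on a list written with its text at hand. ELIP1 rose by 2.24 ± 0.22 on the log2 scale in C and 1.12 ± 0.22 in CLL, and ELIP2 by 3.07 ± 0.19 and 1.88 ± 0.19 (n = 3 libraries per treatment). Both were lower in CLL than in C, by -1.13 ± 0.21 (adjusted p = 0.0018) and -1.19 ± 0.16 (adjusted p = 9.1e-05) in edgeR. ELIP1 was also lower in LL than in S, at -3.4 on the log2 scale. Its interaction of light and cold was 2.27 ± 0.36 (edgeR adjusted p = 9.5e-05), so its cold response was larger at low than at standard PPFD. Of the 17 genes, 4 had an interaction that passed, 1 of them positive. SEP2 rose in C, at 1.01 ± 0.10 (edgeR adjusted p = 2.4e-07), and had 0.12 ± 0.11 in CLL. FTSH8 rose by 1.2 ± 0.10 (adjusted p = 9e-09) in C and had 0.62 ± 0.10 in CLL (edgeR). Of the same 17 genes, 2 rose in CLL, none fell in C or CLL, 1 fell in LL, and 2 were lower in CLL than in C (the numbers for C, CLL, LL and this difference are the same adjusted over the list alone). The call of SEP2 in C ends with upper-quartile factors (0.90), without S replicate 1 (0.91) and without C replicate 1 (0.99). That of ELIP1 in CLL ends without S replicate 1 (0.92) and without CLL replicate 3 (0.83), and its difference between CLL and C is under 2-fold without C replicate 3 (-0.96) and without CLL replicate 2 (-0.97).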

A significant upregulation was also found for genes related to photoprotective function, including Stress enhanced protein (SEP2) that binds to free chlorophyll (Ren et al. 2023), Early light‐induced proteins (ELIP1, ELIP2), that prevent accumulation of free chlorophyll by the inhibition of its synthesis, and an ATP‐dependent zinc metalloprotease (FTSH 8) involved in the removal of damaged D1 protein. The C‐induced upregulation was also found for the majority of identified plastid protein‐coding genes, with 29 out of 59 genes showing increased expression. 

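Counts of plastid-encoded transcripts rose together in C. Of 73 tested genes, 56 rose with any fold change and 39 by more than 2-fold (39 adjusted over the list alone), none fell, and the median log2 fold change was 1.07. The rises were larger for genes of photosynthesis than for those of gene expression. The NADH dehydrogenase-like complex had 7 of 9 genes over 2-fold with a median of 1.53, the ATP synthase 4 of 6 with 1.3 and the cytochrome b6f complex 2 of 3 with 1.13, while ribosomal proteins had 6 of 23 with 0.53 and the RNA polymerase 0 of 4 with 0.48 (3 of 4 rose with any fold in edgeR). The large subunit of Rubisco, rbcL, rose by 2.45 ± 0.24 (adjusted p = 1.6e-07) and ndhF by 3.20 ± 0.44 (adjusted p = 1.1e-05) (edgeR, n = 3 libraries). Plastid protein-coding genes took 0.0433% ± 0.00131 of the counts in S and 0.108% ± 0.0357 in C (SD, n = 3), and plastid ribosomal RNA took 0.698% ± 0.0798 and 0.88% ± 0.207. Of 7 tested mitochondrial genes, 0 were DEGs in C, CLL or LL by edgeR (0 adjusted over the list alone, 0 with DESeq2), with 2 in C and 0 in CLL and LL at an unadjusted p under 0.05. Mitochondrial genes took 0.0192% ± 0.0019 of the counts in S and 0.0219% ± 0.00386 in C. Without C replicate 2, 51 genes rose over 2-fold, and with each other library left out in turn the count was 29 or more. Genes in the inverted repeat such as ndhB and rpl23 have 2 copies that share reads, so their values are uncertain. Both copies have equal counts, so such a gene enters the counts, medians and tests of plastid genes 2 times.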

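The CV transcript, AT2G25625, rose from 2.21 ± 0.515 CPM in S to 7.51 ± 0.961 in C and 4.58 ± 0.346 in CLL (SD, n = 3 libraries). The log2 fold changes were 1.76 ± 0.18 (adjusted p = 2.1e-07) in C and 1.05 ± 0.19 (adjusted p = 0.00021) in CLL by edgeR, and CLL was lower than C by -0.71 ± 0.16 (adjusted p = 0.0068). SGR1, the stay-green protein that removes magnesium from chlorophyll, had 0.66 ± 0.10 (adjusted p = 3.6e-05) in C and 0.46 ± 0.10 (adjusted p = 0.0014) in CLL (edgeR). CV and SGR1 were the tested markers of senescent leaves, and CV was the DEG in each (also adjusted over the list alone). In CLL the call of CV ends with upper-quartile factors (0.94), without S replicate 2 (0.89) and without CLL replicate 2 (0.98).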

Interestingly, cold in both C and CLL plants upregulated *CV* (Protein CHLOROPLAST VESICULATION) responsible for stress‐induced destabilisation and degradation of chloroplasts (Wang and Blumwald 2015). However, the upregulation of genes related to photosynthetic apparatus was not found in CLL plants, and only two plastid‐encoded DEGs were upregulated. 

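In CLL the plastid-encoded transcripts stayed near their level in S. Only ndhC was called higher there, at 1.38 ± 0.53 (adjusted p = 0.045) by edgeR, with 0 calls when adjusted over the list alone, 0 with DESeq2 and 3 of 73 genes at an unadjusted p under 0.05 with any fold change. In LL, ndhJ alone was called higher, at 1.09 ± 0.38 (adjusted p = 0.024) in edgeR, with 0 when adjusted over the list alone. The difference between the cold treatments was tested directly. Of the 73 genes, 34 were lower in CLL than in C by more than 2-fold (36 adjusted over the list alone) and 46 with any fold change, and 28 had an interaction of light and cold (32 adjusted over the list alone), where 19.7 were expected (one-sided Fisher's exact test, adjusted p = 0.064). The interaction was -3.41 ± 0.45 for psaA and -3.18 ± 0.47 for psbD, and this Fisher's test, with no fold minimum, does not weigh such sizes. psaA was lower in CLL than in C by -3.68 ± 0.28 (adjusted p = 2.1e-07) and psbD by -3.31 ± 0.28 (adjusted p = 4.7e-07) (edgeR, n = 3 libraries). Their levels in CLL were 11.1 ± 0.532 and 4.25 ± 0.761 CPM. Plastid protein-coding genes took 0.0411% ± 0.0012 of the counts in CLL and 0.0412% ± 0.000866 in LL (SD, n = 3). Of 12 nuclear genes of plastid ribosomal proteins, 1 rose in CLL and 1 in LL (1 and 1 adjusted over the list alone). The count of 0 calls in C was also 0 with DESeq2 and adjusted over the list alone, with 4 genes at an unadjusted p under 0.05. The call of ndhC ends with DESeq2, upper-quartile factors or the most abundant transcript, and in 8 of 12 settings that leave out a library.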

The subset of C‐specific DEGs also included genes that reportedly play a role in stress tolerance and could correlate with the increased tolerance to freezing stress. These include downregulation of transcription factor *bHLH57*, which was found to increase chilling tolerance in rice plants by activating trehalose synthesis (Zhang et al. 2023) and a downregulation of a gene encoding fatty acid elongase KCS12, At2g28630).

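bHLH57 (AT4G01460) fell in C from 17.3 ± 1.88 to 7.88 ± 1.58 CPM (SD, n = 3 libraries), a log2 fold change of -1.13 ± 0.13 (adjusted p = 1.1e-06) in edgeR. Its value in CLL was -0.23 ± 0.12, and CLL was higher than C by 0.90 ± 0.13 (edgeR adjusted p = 0.00016). KCS12, an enzyme that elongates fatty acids, fell in C at -1.11 ± 0.15 (edgeR adjusted p = 1.1e-05) and had -0.05 ± 0.13 in CLL, with CLL higher than C by 1.06 ± 0.15 (adjusted p = 0.00016). KCS1, another elongase, had -0.28 ± 0.21 in C and 0.93 ± 0.19 in CLL and also differed between them, by 1.22 ± 0.20 (adjusted p = 0.00042) (edgeR). Both calls in C are near the fold threshold. bHLH57 had -0.97 without C replicate 2, and KCS12 had -0.98 without C replicate 3, where its difference between CLL and C was 0.93 (0.97 without CLL replicate 2).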

**Table 1:** Differentially expressed genes with putative role in plant resilience to cold.

Name	AGI	Regulation C|CLL	Function	Reference
psaA	AtCg00350	↑|NR	Photosynthesis	
psaB	AtCg00340	↑|NR		
psaJ	AtCg00630	↑|NR		
psbA	AtCg00020	↑|NR	Photosynthesis	
psbB	AtCg00270	↑|NR		
psbC	AtCg00280	↑|NR		
psbD	AtCg00270	↑|NR		
psbE	AtCg00580	↑|NR		
psbK	AtCg00070	↑|NR		
SEP	At2g21970	↑|NR	Photosynthesis	Ren et al. (2023)
FTSH	At1g06430	↑|NR	Photosynthesis	Zaltsman, Ori, and Adam (2005)
ELIP	At3g22840 At4g14690	**↑**|↑	Photosynthesis	Hutin et al. (2003)
		**↑**|↑		
CV	At2g25625	↑|↑	Photosynthesis	Wang and Blumwald (2015)
bHLH57	At4g01460	↓|NR	Transcription factor	Zhang et al. (2023)
KCS12	At2g28630	↓|NR	Lipid metabolism	Kim, Go, and Suh (2018)
BZR2	At1g19350	NR|↑	Brassinosteroid singaling	Yin et al. (2002)
EXL5	At2g17230	NR|↑	Brassinosteroid response	Wang et al. (2009)
bHLH149	At1g09250	NR|↓	Negative regulator of brassinosteroid signalling	Wang et al. (2009)
FLZ17	At1g53885	NR|↑	Sugar‐repressed gene	Nietzsche et al. (2016), Jamsheer et al. (2018)
LOX4	At1g72520	NR|↑	Jasmonate biosynthesis	Yang et al. (2020)
ATHB‐6	At2g22430	NR|↑	Negative regulator of ABA	Himmelbach (2002)
CML35	At2g41410	NR|↑	Calcium signalling	
ERF060	At4g39780	NR|↓	Ethylene signalling	
XXT1	At3g62720	NR|↑	CAZyme	Culbertson et al. (2018)
GAE1	At4g30440	NR|↑	CAZyme	Mølhøj, Verma, and Reiter (2004)
BHLH137	At5g50915	NR|↑	Transcription factor	Park et al. (2021)
HAT4	At4g16780	NR|↑	Transcription factor	Schena, Lloyd, and Davis (1993)
NAC062	At3g49530	NR|↑	Transcription factor	Seo et al. (2010)
IDM2	At1g54840	NR|↓	DNA demethylation	Qian et al. (2014)
ADT3	At2g27820	NR|↓	Phenylalanine biosynthesis	Cho et al. (2007)
ZRK3	At3g57730	NR|↓	Serine/threonine‐protein kinase	
OPT5	At4g26590	NR|↓	Oligopeptide transporter	Koh et al. (2002)
PCMP	At3g12770	NR|↓	Pentatricopeptide repeat‐containing proteins	
	At4g37170	NR|↓		
NUDT17	At2g01670	NR|↓	Hydrolysis of nucleoside diphosphate derivatives	
MSD23.3	At5g46850	NR|↓	Phosphatidylinositol‐glycan biosynthesis	
RVE8	At3g09600	↑|↑	Circadian clock	Farinas and Mas (2011)
ZAT12	At5g59820	↑|↑	Circadian clock	Park et al. (2015)
BT5	At4g37610	↑|↑	Circadian clock	
LEA2	At1g02820	↑|↑	Circadian clock	
At3g19030	At3g19030	↑|↑	Circadian clock	
CCA1	At2g46830	↑|↑	Circadian clock	Alabadí et al. (2001)
LUX	At3g46640	↑|↑	Circadian clock	Hazen et al. (2005)
APRR1	At5g61380	↑|↑	Circadian clock	Matsushika et al. (2000)
PRR5	At5g24470	↑|↑	Circadian clock	Rawat et al. (2011)
LHY	At1g01060	↑|↑	Circadian clock	Mizoguchi et al. (2002)
RVE1	At5g17300	↑|↑	Circadian clock	Rawat et al. (2009)
COL1	At5g15850	↑|↑	Circadian clock	
ADO3	At1g68050	↑|↑	Circadian clock	Nelson et al. (2000)
BBX32	At3g21150	↑|NR	Circadian clock	Ravindran et al. (2021)
SIGE5	At5g24120	↑|NR	Circadian clock	Tsunoyama et al. (2004)
RVE3	At1g01520	↑|NR	Circadian clock	Kidokoro et al. (2023)
PUP18	At1g57990	↓|NR	Pathogen defence	Sheoran et al. (2016)
PCC1	At3g22231	↑|↑	Pathogen defence	Mir et al. (2013)
SNIPER1	At1g14200	↓|↓	Pathogen defence	Wu et al. (2020)
Defensin‐like protein 204	At3g05727	↑|↓	Pathogen defence	Hawamda et al. (2022)
GA2OX1	At1g78440	↑|↑	Gibberellin metabolism	Rieu et al. (2008)
PUMP6/DIC3	At5g09470	↑|↓	ROS protection (putative)	Palmieri et al. (2008)
CYP98A8	At1g74540	↓|↓	Polyamine alkaloid metabolism	Fraser and Chapple (2011)
At4g22517	At4g22517	**↑**|↓	Lipid transfer protein (putative)	
AZI1	At4g12470	↑|**↑**	Lipid transfer protein	Xu et al. (2011), Wang et al. (2016)
CYP707A3	At5g45340	↑|↑	Abscisic acid metabolism	Umezawa et al. (2006)
HSP90‐1	At5g52640	**↑**|↑	Chaperon	Kozeko (2019)
TET8	At2g23810	↑|↑	Pathogen defense	Cai et al. (2018); Jimenez‐Jimenez et al. (2019)
COL8	At1g49130	↓|**↓**	Transcription factor	Takase et al. (2011)
PLIP2	At1g02660	↑|↑	Jasmonate biosynthesis	Wang et al. (2018)

*Note:* Arrows mark regulations, and significant differences in C and CLL responses are highlighted in bold. For details, see Supplementary Table S1.

In total, 225 CLL‐specific DEGs were identified (Figure 3b). 

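Of 294 genes called in CLL alone, 159 rose and 135 fell. Some of them changed almost as much in C and stood just under the fold threshold there. ABI1, a phosphatase that restrains abscisic acid signalling, had log2 fold changes of 1.05 ± 0.07 in CLL and 0.92 ± 0.07 in C, and the difference was 0.13 ± 0.06 (adjusted p = 0.25) by edgeR (n = 3 libraries). Its call in CLL ends with upper-quartile factors (0.95). GSTF2, a glutathione transferase, had 1.21 ± 0.12 and 0.93 ± 0.12, with a difference of 0.28 ± 0.11 (adjusted p = 0.14) (edgeR). In the direct test of CLL against C, 74 of the 294 passed. In C, 219 of them had an adjusted p of at most 0.05 from edgeR in the same direction. Of 41 tested genes of Figure 3c, 5 were in this set where 0.66 were expected (one-sided Fisher's exact test, adjusted p = 0.0067), and the call ended in 4 of 26 other settings. The paper selected that list from earlier reports. Whether these samples guided the selection is not stated, so it is not known if this is independent evidence.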

The upregulation of specific genes within the brassinosteroid signalling pathways highlighted its putative role in the CLL response, including *BRI1‐suppressor 1* (BZR2) that exhibited a noteworthy fourfold increase, and *EXL5* (a role in a brassinosteroid‐dependent regulation of growth and development). Additionally, *FLZ17*, identified as an interactor with SnRK1 (Nietzsche et al. 2016; Jamshee et al. 2018), was upregulated, suggesting its involvement in the direct control of phytohormone signalling under CLL. Moreover, the upregulation of *LOX4* and *ATHB‐6* implies an active role in jasmonic acid biosynthesis and negative regulation of ABA‐signalling pathway, respectively. 

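BZR2 (BES1), a transcription factor that carries out brassinosteroid responses, rose from 31.3 ± 2.12 CPM in S to 64 ± 4.07 in CLL (SD, n = 3 libraries), a log2 fold change of 1.03 ± 0.09 (adjusted p = 1.7e-08) in edgeR, or 2.05-fold. In C it had 0.50 ± 0.09, and CLL was higher than C by 0.53 ± 0.08 (edgeR adjusted p = 0.00028). EXL5 had 1.08 ± 0.10 (adjusted p = 9.1e-08) in CLL and 0.44 ± 0.10 in C, with CLL higher by 0.65 ± 0.10 (adjusted p = 0.00023) (edgeR). The receptor BRI1 had -0.04 ± 0.05 in CLL. Of 16 tested genes of brassinosteroid synthesis and signalling, 1 rose and 1 fell in CLL, 2 fell in C and 1 rose in LL (the same numbers adjusted over the list alone). The gene that fell in CLL was BR6OX2, an enzyme of the last steps of brassinosteroid synthesis, at -1.86 ± 0.14 (adjusted p = 3.2e-09) in edgeR, and CPD, an earlier enzyme, rose in LL at 1.24 ± 0.06 (adjusted p = 3.1e-11). The calls of BZR2 and EXL5 in CLL end with upper-quartile factors, at 0.93 and 0.98. That of BZR2 also ends without S replicate 2 (0.99) and without CLL replicate 3 (0.98).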

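FLZ17 (AT1G53885) had 1.61 ± 0.0727 CPM in S, 2.19 ± 0.377 in LL, 2.32 ± 0.29 in C and 5.18 ± 0.514 in CLL (SD, n = 3 libraries each). The log2 fold change in CLL was 1.68 ± 0.19 (adjusted p = 1.3e-06) by edgeR, and CLL was higher than C by 1.16 ± 0.18 (adjusted p = 0.00033). In C it was 0.52 ± 0.21 (adjusted p = 0.056) (edgeR).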

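LOX4, a lipoxygenase of jasmonate synthesis, rose in CLL at 1.43 ± 0.22 (adjusted p = 4.9e-05) on the log2 scale and had 0.53 ± 0.24 in C, with CLL higher than C by 0.90 ± 0.21 (adjusted p = 0.0099) (edgeR, n = 3 libraries). ATHB-6, a homeodomain protein that represses abscisic acid responses, rose by 1.1 ± 0.07 (adjusted p = 4.5e-10) in CLL and had 0.31 ± 0.07 in C, with CLL higher by 0.78 ± 0.07 (adjusted p = 9e-07) (edgeR). Its fold in CLL is 0.99 with upper-quartile factors. Of 18 genes of jasmonate synthesis, 3 rose in CLL and 2 in C, and in LL 2 rose and 2 fell (the same numbers adjusted over the list alone). Allene oxide cyclase AOC1 rose at both PPFDs, at 1.54 ± 0.16 in CLL and 1.39 ± 0.17 in C, while LOX2 had -0.54 ± 0.10 and -0.87 ± 0.10. Of 9 JAZ repressors, 5 rose in CLL, 5 in C and 1 fell in LL (the same numbers adjusted over the list alone), with JAZ1 at 3.39 ± 0.17 (adjusted p = 9.5e-12) in CLL and 2.62 ± 0.17 in C (edgeR). Of 10 genes of abscisic acid metabolism, 5 rose in C and 4 in CLL (5 and 4 adjusted over the list alone), and 1 fell in LL (0 adjusted over the list alone). NCED3, which makes the precursor of abscisic acid, rose by 2.68 ± 0.21 in CLL and 2.51 ± 0.21 in C. Of 11 genes of the abscisic acid response, 5 rose in C and 4 in CLL (5 and 4 adjusted over the list alone), with RD29B at 3.48 ± 0.55 in C and 2.60 ± 0.62 in CLL. In LL the number was 0 by edgeR (0 adjusted over the list alone, 0 with DESeq2), with 4 genes at an unadjusted p under 0.05.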

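Transcripts for a calcium sensor, transcription factors and cell wall enzymes were higher in CLL than in S. CML35, a calmodulin-like protein, rose by 1.19 ± 0.14 (adjusted p = 1.4e-06) on the log2 scale in edgeR and NAC062, a membrane-bound NAC factor, by 1.12 ± 0.11 (adjusted p = 2.6e-07) (n = 3 libraries). XXT1, which adds xylose to xyloglucan, rose by 1.26 ± 0.10 (adjusted p = 1e-08) and GAE1, which makes a precursor of pectin, by 1.01 ± 0.06 (adjusted p = 4.6e-10) in edgeR. The homeodomain factor HAT4 had 1.08 ± 0.18 (adjusted p = 7.7e-05) and BHLH137 1.07 ± 0.16 (adjusted p = 2.4e-05) (edgeR). All of these were higher in CLL than in C by the direct test, from 0.57 ± 0.06 for GAE1 to 0.79 ± 0.11 for NAC062, with adjusted p of at most 0.017 in edgeR. With upper-quartile factors GAE1, HAT4 and BHLH137 are under the fold threshold, at 0.90, 0.98 and 0.97. So are GAE1 without S replicate 3 (0.98) and CLL replicate 1 (0.99), HAT4 without CLL replicate 2 (0.90) and BHLH137 without CLL replicate 1 (0.98).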

Additional candidates of interests were *CML35* (potential calcium sensor), a transcription factor enhancing plant tolerance to pathogens by incorporation of cold‐mediated signalling *NAC062* (Seo et al. 2010), genes encoding carbohydrate metabolism enzymes xyloglucan 6‐xylosyltransferase 1 (XXT1) and UDP‐glucuronate 4‐epimerase 1 (GAE1), homeobox‐leucine zipper protein HAT4 and transcription factor bHLH137. 

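Of the 294 DEGs in CLL alone, 135 were lower than in S. ERF060, an AP2/ERF transcription factor gene, had the largest fall of those the paper names for this set, from 3.05 ± 1.18 CPM in S to 0.849 ± 0.253 in CLL (SD, n = 3 libraries), against 2.09 ± 0.333 in C.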

In total, 92 CLL‐specific genes were downregulated. Genes with putative role in the CLL response included a negative regulator of the brassinosteroid signalling *bHLH149*, a regulator of DNA demethylation *IDM2*, *Nudix hydrolase 17* (NUDT17), *ADT3* (phenylalanine biosynthesis), *ZRK3* (Serine/threonine‐protein kinase), *OPT5* (oligopeptide transporter), genes for pentatricopeptide repeat‐containing proteins, *ERF060* (*Ethylene‐responsive transcription factor*) and *MSD23.3* (phosphatidylinositol‐glycan biosynthesis). 

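Of the named genes, ERF060 fell by 1.81 ± 0.32 on the log2 scale in CLL, IDM2 by 1.16 ± 0.23 and bHLH149 by 1.12 ± 0.10, with edgeR adjusted p of 0.00017, 0.00054 and 4.5e-08 (n = 3 libraries). All 3 were lower in CLL than in C, by -1.27 ± 0.34 (adjusted p = 0.023), -0.79 ± 0.24 (adjusted p = 0.048) and -0.59 ± 0.10 (adjusted p = 0.0009) in edgeR. The call of ERF060 between CLL and C ends without C replicate 1 (edgeR adjusted p = 0.066), C replicate 3 (0.076) or CLL replicate 1 (0.096). NUDT17, ADT3 and OPT5 had -1.03 ± 0.11, -1.0 ± 0.08 and -1.04 ± 0.28 in CLL, and also differed between CLL and C, with edgeR adjusted p of 0.008, 8.3e-06 and 0.048. ZRK3 had -1.10 ± 0.33, MSD23.3 -1.03 ± 0.22 and the pentatricopeptide repeat genes AT3G12770 -1.11 ± 0.23 and AT4G37170 -1.06 ± 0.19 in CLL. For these 4 the difference between CLL and C did not pass the test (edgeR adjusted p = 0.3, 0.076, 0.19 and 0.19). In LL, ADT3, the arogenate dehydratase that makes phenylalanine, was at -0.98 ± 0.08 (adjusted p = 6.1e-09) and NUDT17 at -0.75 ± 0.11 (adjusted p = 1.2e-05) (edgeR). The falls of ADT3, NUDT17, OPT5, ZRK3, MSD23.3 and both pentatricopeptide repeat genes in CLL are each under 2-fold when single libraries are left out. The call of ADT3 also ends with DESeq2, with DESeq2 size factors and with the filter of 1 count in all 3 libraries of a treatment, and that of MSD23.3 with the most abundant transcript (-2.51, edgeR adjusted p = 0.056).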

Our analyses also pinpointed genes with previously unknown function, indicating their putative role in abiotic stress response (see Supplementary Table S1 for details).

### 3.4 Circadian Clock Genes Are Part of Early Response to Cold in Young Leaf

In *Arabidopsis*, the circadian clock is entrained by cold temperatures (Fowler, Cook, and Thomashow et al. 2005). Here, 59 DEGs associated with the circadian clock and rhythmicity were identified (Supplementary Figure S1). 

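The circadian list of the study in Supplementary Table S1 names 60 genes. Of these, 54 were DEGs in at least 1 treatment. In C 35 rose and 4 fell, in CLL 39 rose and none fell, and in LL 7 rose and 12 fell (the same numbers adjusted over the list alone). The study chose the list as DEGs in these samples, so the counts are not independent evidence. CIR1, a MYB-related factor of the clock, rose in both cold treatments, at 5.73 ± 0.24 (adjusted p = 8.3e-13) in C and 6.47 ± 0.23 (adjusted p = 7.2e-14) in CLL by edgeR (n = 3 libraries). Of 28 core clock genes listed from general knowledge and the study's text, 19 rose in C and 16 in CLL, and 2 fell in LL (the same numbers adjusted over the list alone).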

Approximately 45% of identified DEGs were observed in both the C and CLL plants. 

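Of the 60 circadian genes, 31 were DEGs in both C and CLL, or 51.7%. Among them AT4G33980 rose by 7.54 ± 0.25 on the log2 scale in C and 7.79 ± 0.24 in CLL, and CLL and C did not differ by the test (0.25 ± 0.11 (adjusted p = 0.19), edgeR, n = 3 libraries). BT1, a scaffold protein, rose by 2.57 ± 0.20 and 2.47 ± 0.20, again with no difference by the test (-0.11 ± 0.16 (adjusted p = 0.75), edgeR). Of the 28 core clock genes, 16 were DEGs in both cold treatments, where 1.52 were expected (one-sided Fisher's exact test, adjusted p = 2.4e-12).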

Five DEGs were found in all three treatments, namely *RVE8*, *ZAT12*, *BT5*, *LEA2* and *AT3G19030* (Table 1, Supplementary Tables 1). 

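Of the circadian genes, 4 were DEGs in all 3 treatments. The clock factor RVE8 rose by 1.50 ± 0.18 on the log2 scale in C and 1.59 ± 0.18 in CLL and fell in LL at -1.65 ± 0.25 (adjusted p = 2e-05) by edgeR (n = 3 libraries). LEA2 rose by 2.90 ± 0.17 in C and 2.03 ± 0.18 in CLL and fell in LL at -1.62 ± 0.26 (adjusted p = 4.8e-05) (edgeR). AT3G19030 rose in all 3, by 1.85 ± 0.38, 1.61 ± 0.40 and 3.04 ± 0.33. The fourth was ZAT12. BT5 (AT4G37610) rose in LL at 2.54 ± 0.31 (adjusted p = 1.9e-06), fell in C at -1.59 ± 0.52 (adjusted p = 0.02) and had -1.05 ± 0.49 (adjusted p = 0.091) in CLL (edgeR). Its levels were 1.06 ± 0.729 CPM in S, 0.342 ± 0.0533 in C and 0.507 ± 0.28 in CLL. The fall of BT5 in C is not called without S replicate 1 or without C replicate 1. Without S replicate 3 the number of genes called in all 3 treatments was 8.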

The core clock genes, including *CCA1*, *LUX*, *APRR1*, *PRR5* and *LHY*, were upregulated in both C and CLL plants. Furthermore, there was a noted upregulation of transcription factors linked to the circadian clock, such as *RVE1*, *COL1* and *ADO3*. 

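Morning and evening genes of the core clock were both higher in the cold treatments than in S at 3 h. With 1 time point, a rise since the start of the cold and a slower decline than in S cannot be told apart. The morning gene LHY rose by 3.81 ± 0.16 on the log2 scale in C and 4.05 ± 0.16 in CLL, and CCA1 by 1.36 ± 0.17 and 1.54 ± 0.17 (n = 3 libraries per treatment). PRR5, which represses the morning genes, rose by 4.34 ± 0.18 and 4.41 ± 0.18, APRR1 (TOC1) by 2.97 ± 0.12 and 2.87 ± 0.12, and LUX, of the evening complex, by 2.37 ± 0.12 and 2.38 ± 0.12. The largest edgeR adjusted p of these 10 values was 3.7e-06, for CCA1 in C. CLL and C did not differ by the test for any of the 5, with differences from -0.09 ± 0.10 for APRR1 (edgeR adjusted p = 0.64) to 0.24 ± 0.12 for LHY (edgeR adjusted p = 0.27). In LL, LHY and CCA1 were at -0.65 ± 0.23 and -0.95 ± 0.18, and PRR5, APRR1 and LUX at 0.61 ± 0.18, 0.64 ± 0.12 and 0.72 ± 0.13, all under 2-fold. The interaction passed the test for LHY, CCA1, APRR1 and LUX, with the first 2 positive (0.88 ± 0.26 and 1.12 ± 0.25) and the others negative (-0.73 ± 0.16 and -0.71 ± 0.16), with edgeR adjusted p of 0.017, 0.0021, 0.002 and 0.0032.

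**Figure D5:**
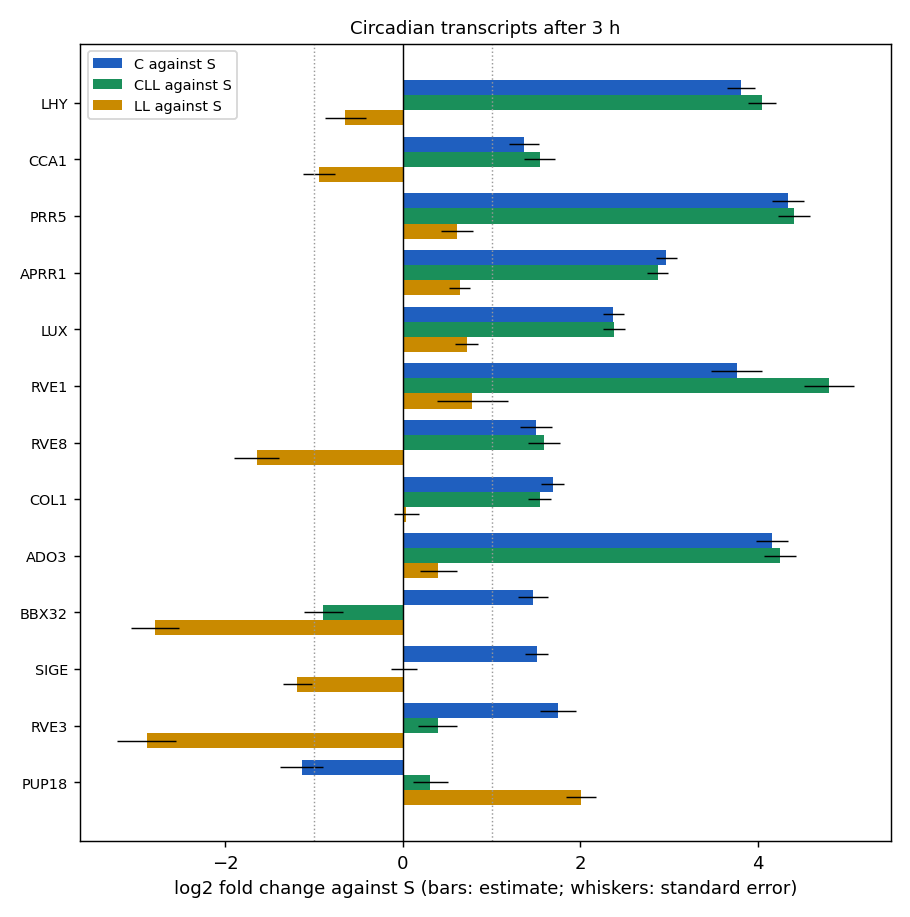
Log2 fold change against S of circadian transcripts in C, CLL and LL, as the estimate with its standard error (3 libraries per treatment), with dotted lines at 1 and -1. LHY, CCA1, PRR5, APRR1, LUX, RVE1, RVE8, COL1 and ADO3 rise in C and CLL, while SIGE has 1.51 in C, 0.01 in CLL and -1.19 in LL.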

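RVE1, a MYB-related factor that links the clock to auxin, rose by 3.76 ± 0.29 on the log2 scale in C and 4.8 ± 0.28 in CLL, and CLL was higher than C by 1.03 ± 0.19 (adjusted p = 0.0014) in edgeR (n = 3 libraries). That difference is under 2-fold without C replicate 2 or CLL replicate 3. ADO3 (FKF1), a blue-light receptor of the clock, rose by 4.16 ± 0.18 (adjusted p = 1.1e-12) in C and 4.25 ± 0.18 (adjusted p = 8.1e-13) in CLL, and COL1 by 1.69 ± 0.13 (adjusted p = 3.7e-09) and 1.54 ± 0.13 (adjusted p = 1.8e-08) (edgeR). Neither differed between CLL and C by the test, at 0.09 ± 0.14 and -0.16 ± 0.11.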

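ZAT12 (AT5G59820), a zinc finger repressor induced by many stresses, rose from 0.888 ± 0.935 CPM in S to 5.59 ± 0.512 in C and 3.37 ± 0.383 in CLL (SD, n = 3 libraries). The log2 fold changes were 2.66 ± 0.36 (adjusted p = 9.6e-06) and 1.92 ± 0.39 (adjusted p = 0.0006) in edgeR, and CLL and C did not differ by the test (-0.73 ± 0.29 (adjusted p = 0.14)). In LL it had 0.204 ± 0.0639 CPM, a log2 fold change of -2.05 ± 0.65 (adjusted p = 0.015) by edgeR. That call ends without S replicate 1, where the value is -0.74, and without LL replicate 2, where it is -1.84.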

The transcription factor ZAT12 acts downstream of CBF1 and regulates cold acclimation and stress tolerance (Park et al. 2015; Zhang et al. 2024). The STRING analysis suggested a putative interaction between ZAT12 and the cold‐upregulated circadian clock component LUX (Figure 3d). This interaction was also predicted by PEPPI (Bell et al. 2022), suggesting a previously unidentified direct link between the circadian clock and cold signalling pathways. More than 8% of circadian‐responsive DEGs were exclusively observed only in C and LL plants, and the regulation was lost in CLL. 

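Of the 60 circadian genes, 6 were DEGs in C and in LL but not in CLL, or 10.0%. Among all tested genes this pattern held for 145. BZIP1, a transcription factor of the low-energy response, is of this kind among the named genes. It fell by 1.57 ± 0.28 on the log2 scale in C, rose by 2.05 ± 0.19 in LL and had -0.41 ± 0.24 in CLL (n = 3 libraries). Its CLL level was higher than that of C, by 1.16 ± 0.30 (adjusted p = 0.02) in edgeR, a call that ends with only the 2 groups compared (adjusted p = 0.06), without C replicate 2 (0.82, adjusted p = 0.093) and without CLL replicate 3 (adjusted p = 0.084).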

Among the candidate DEGs of interest were the zinc finger transcription factor *BBX32* (integrates light and brassinosteroid signalling; Ravindran et al. 2021), circadian clock factor *SIGE5* (mediates expression of *psbD;* Tsunoyama et al. 2004) and *RVE3* (RVE family is involved in regulating expression under temperature stress; Kidokoro et al. 2023) which were upregulated in C, downregulated in LL and not regulated in CLL plants (Supplementary Figure S1). In contrast, the transcript *PUP18* (belongs to the group of stress defense genes; Sheoran et al. 2016) encoding probable purine permease was up‐ and downregulated in LL and C plants, respectively.

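BBX32, RVE3 and SIGE (SIG5) rose in C and fell in LL, and none was a DEG in CLL. BBX32 had 1.47 ± 0.17 (adjusted p = 1.6e-06) in C, -2.79 ± 0.27 (adjusted p = 1.2e-07) in LL and -0.90 ± 0.22 (adjusted p = 0.0028) in CLL on the log2 scale of edgeR (n = 3 libraries). It is a DEG in CLL with upper-quartile factors (-1.01), without S replicate 3 (edgeR adjusted p = 0.0029) and without CLL replicate 3 (-1.02). RVE3 had 1.75 ± 0.20 (adjusted p = 1.1e-06), -2.89 ± 0.33 (adjusted p = 9.4e-07) and 0.39 ± 0.22 (adjusted p = 0.17) in the same order (edgeR). SIGE, a sigma factor of the plastid RNA polymerase, had 1.51 ± 0.13 (adjusted p = 3.3e-08), -1.19 ± 0.16 (adjusted p = 7e-06) and 0.01 ± 0.15 (adjusted p = 0.95) (edgeR). The levels of all 3 were lower in CLL than in C, by -2.37 ± 0.19 (adjusted p = 3.3e-07), -1.35 ± 0.19 (adjusted p = 0.00012) and -1.49 ± 0.13 (adjusted p = 9e-07) in edgeR. The interaction passed the test for RVE3 alone, at 1.54 ± 0.41 (adjusted p = 0.009), with 0.42 ± 0.36 (adjusted p = 0.43) for BBX32 and -0.30 ± 0.21 (adjusted p = 0.32) for SIGE (edgeR). SIGE was the only DEG in C and in LL of 18 genes of the plastid transcription machinery (also when adjusted over the list alone). In CLL the number was 0 by edgeR (0 adjusted over the list alone, 0 with DESeq2), with 12 genes at an unadjusted p under 0.05 at smaller folds. SIG2 had -0.05 ± 0.05 in C and PTAC3 -0.07 ± 0.05.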

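PUP18 (AT1G57990) rose in LL from 5.18 ± 0.715 to 20.9 ± 1.99 CPM (SD, n = 3 libraries), a log2 fold change of 2.01 ± 0.17 (adjusted p = 2.1e-08) in edgeR, and fell in C at -1.14 ± 0.24 (adjusted p = 0.00088). In CLL it had 0.31 ± 0.20 (adjusted p = 0.23), and CLL was higher than C by 1.45 ± 0.24 (adjusted p = 0.00044) (edgeR). Without C replicate 2 the fall in C is -0.97.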

### 3.5 Low PPFD Promoted Cold Stress Response of Genes Involved in Phytohormone Metabolism and Plant Immunity

The comparative analyses of C and CLL plants revealed previously unidentified cold‐responsive genes. 

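PCC1, a small protein of pathogen defence, was 212-fold higher in C than in S (95% interval 58.3 to 1760, against 2 counts in S) and 42.5-fold higher in CLL (11.4 to 357), and CLL was below C by -2.31 ± 0.46 (adjusted p = 0.0028) on the log2 scale of edgeR (n = 3 libraries). The fold in C is 125 without C replicate 2, 141 without S replicate 3 and at least 93.6 without S replicate 2, and that in CLL is 22.4 without CLL replicate 3, 28.3 without S replicate 3 and at least 18.8 without S replicate 2. SNIPER1 (AT1G14200), a ubiquitin ligase, had 0 counts in CLL, at least 11.9-fold lower than in S and at least 2.55-fold lower than in C, where it had -2.18 ± 0.48 (adjusted p = 0.0017) against S in edgeR. The difference between CLL and C is not called in 12 of 26 other settings, 8 of which leave out a library. PCC1 and SNIPER1 also rose in LL, without cold. PCC1 was 24.0-fold higher there than in S (95% interval 6.31 to 204), and SNIPER1 rose by 2.1 ± 0.27 (edgeR adjusted p = 7.7e-06). Their interactions were -6.65 ± 1.31 (adjusted p = 0.00087) and -6.62 ± 1.29 (adjusted p = 0.0011) in edgeR. These rest on few counts of PCC1 in S and none of SNIPER1 in CLL. GA2OX1, which inactivates gibberellins, rose by 4.55 ± 0.18 in C and 2.78 ± 0.21 in CLL, so that CLL was lower than C by -1.77 ± 0.14 (adjusted p = 2.4e-07) (edgeR). CYP98A8, a cytochrome P450 of phenolic synthesis, fell by 1.45 ± 0.26 in C and 2.58 ± 0.31 in CLL, and the difference did not pass the test (-1.13 ± 0.37 (adjusted p = 0.067), edgeR). It is called with the likelihood ratio test (adjusted p = 0.039) and the exact test of edgeR (0.046), without C replicate 3 (-1.31, adjusted p = 0.049) and without CLL replicate 3 (-1.57, adjusted p = 0.034). The uncoupling protein gene PUMP6 was higher in C than in S, at 1.17 ± 0.38 (adjusted p = 0.019), and lower in CLL, at -2.33 ± 0.60 (adjusted p = 0.0044) (edgeR). The call in C ends without S replicate 1 (0.90), S replicate 2 (0.90), C replicate 1 (0.93) or C replicate 3 (1.11, edgeR adjusted p = 0.051). DEFL204, a defensin-like gene, was 172-fold lower in CLL than in C (95% interval 58.5 to 836, against 3 counts in CLL), and AT4G22517 was at least 132-fold lower. Without C replicate 2 the folds are 82.3 and at least 70.6. AT4G22517 lies on chromosome 4 of TAIR10.1 from 11856743 to 11857362 beside near relatives that may share its reads. DEFL204 and AT4G22517 belong to 10 genes with counts almost only at standard PPFD, whose summed CPM differed 10.6-fold between S libraries and was highest in C replicate 2, the library with the most PYK10, a root marker. At low PPFD, CLL replicate 2 had 16.8 CPM of PYK10 and 0.133 CPM of the 10 genes. Of 18 genes of immunity and salicylic acid, 2 rose and 4 fell in C (3 and 4 adjusted over the list alone), 5 rose and 2 fell in CLL (5 and 2), and 5 rose and 2 fell in LL (5 and 2). CBP60G of this list was higher in CLL than in C, at 1.43 ± 0.35 (adjusted p = 0.013) in edgeR, a call that ends without C replicate 3 (adjusted p = 0.058) or CLL replicate 1 (0.068). Of 5 genes of gibberellin metabolism, 3 rose and 2 fell in C, 3 rose and 1 fell in CLL, and 1 fell in LL (the same numbers adjusted over the list alone). In the set of 100 DEGs with an over 1.5 times larger change in CLL, 74 rose and 26 fell, and 57 and 2 of these passed the test of CLL against C.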

Of particular interest were 100 DEGs that exhibited an enhanced cold stress response in CLL plants, showing an absolute fold change > 1.5 compared to C. The low‐light promoted downregulation was found for DEGs encoding defense‐related proteins PCC1 (regulates plant's pathogen defense through modulation of lipid content; Mir et al. 2013), SNIPER1 (E3 ligase involved in plant immunity response; Wu et al. 2020), Defensin‐like protein 204, an enzyme of gibberellin catabolism GA2OX1, ELIP, Mitochondrial uncoupling protein 6 (PUMP6/DIC3), Cytochrome P450 98A8 and uncharacterized gene At4g22517. A promoted upregulation in CLL plants was identified for genes encoding lipid transfer protein (AZI1; participates in systemic acquired resistance and prevents electrolyte leakage in freezing conditions; Xu et al. 2011; Wang et al. 2016), an enzyme of abscisic acid catabolism Abscisic acid 8'‐hydroxylase 3 (CYP707A3), HSP90‐1 (chaperone involved in many processes, including R gene‐mediated disease resistance), Tetraspanin‐8 TET8 (reportedly involved in cell trafficking and plant immunity; Cai et al. 2018; Jimenez‐Jimenez et al. 2019), a transcription factor COL8, FCS‐like Zinc finger 13 (FLZ13, might facilitate the interaction of SnRK complex with effector proteins; Nietzsche et al. 2016), and plastid phospholipase A1 PLIP2 that links ABA and jasmonic acid signalling (Wang et al. 2018).

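PLIP2, CYP707A3, TET8 and FLZ13 rose in both cold treatments and more in CLL. PLIP2 rose by 3.10 ± 0.21 on the log2 scale in C and 4.53 ± 0.19 in CLL, CYP707A3 by 5.75 ± 0.52 and 7.27 ± 0.43, TET8 by 1.32 ± 0.22 and 2.25 ± 0.21, and FLZ13 by 1.57 ± 0.12 and 2.32 ± 0.11 (n = 3 libraries, all adjusted p at most 9e-05 in edgeR). AZI1 rose by 2.81 ± 0.40 in C and 3.51 ± 0.38 in CLL, and the difference between them was 0.70 ± 0.27 (adjusted p = 0.12) in edgeR. HSP90-1 had 0.97 ± 0.28 (edgeR adjusted p = 0.009) in C and rose in CLL at 1.38 ± 0.27 (adjusted p = 0.00041), from 1.16 ± 0.184 CPM in S. COL8, a CONSTANS-like factor, fell in C at -2.93 ± 0.29 (adjusted p = 1.6e-07) and by less in CLL at -1.27 ± 0.23 (adjusted p = 0.0002), so CLL was higher than C by 1.66 ± 0.35 (adjusted p = 0.0039) (edgeR). It rose in LL at 1.82 ± 0.16 (edgeR adjusted p = 3.2e-08). With the most abundant transcript of the locus its calls in CLL and between CLL and C end. TET8 and CYP707A3 were higher in CLL than in C by 0.93 ± 0.19 (adjusted p = 0.0029) and 1.52 ± 0.22 (adjusted p = 0.00014) (edgeR). FLZ13 and PLIP2 also rose in LL, without cold, at 1.17 ± 0.12 (adjusted p = 2.4e-07) and 1.40 ± 0.25 (adjusted p = 0.00015), while TET8 had 0.15 ± 0.24 there (edgeR). The interaction of light and cold passed for none of these, at -0.42 ± 0.16 (adjusted p = 0.056) for FLZ13, 0.03 ± 0.35 (0.96) for PLIP2 and 0.77 ± 0.31 (0.069) for TET8 (edgeR).

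**Figure D6:**
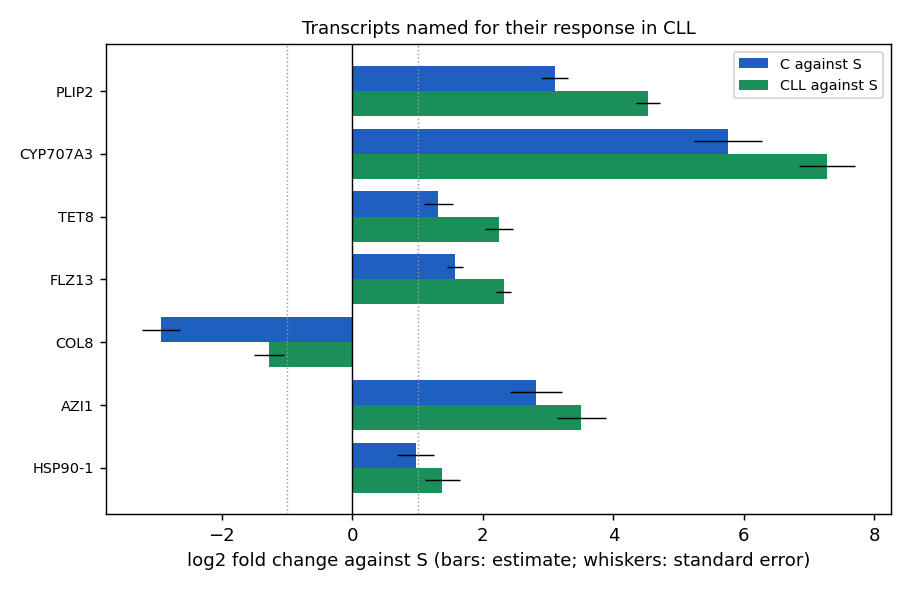
Log2 fold change against S in C and CLL of the transcripts named for their response in CLL, as the estimate with its standard error (3 libraries per treatment), with dotted lines at 1 and -1. COL8 lies below 0 in both, and the other 6 lie above 0 with the larger estimate in CLL.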

### 3.6 The Analyses of the Early Proteome Response in Young Leaves Indicated the Significant Involvement of Ribosome Composition and Glutathione Metabolism in the Specific Response Observed in CLL Plants

To complement transcriptomic analyses, the proteome of young leaf n. 6 (developmental stage L1.06) was analysed. In total, the proteomic analyses provided identification and quantitative data for more than 5000 and 2526 Arabidopsis protein families, respectively. A significant portion of the detectable proteome showed changes in response to cold or low light intensity. Differentially abundant proteins (DAPs; adj. *p* < 0.05; absolute fold change > 1.4) represented 19.6%, 61.6% and 60.2% of estimated protein content in C, CLL and LL plants, respectively. However, the overlap in identified DAPs was formed by only 182 DAPs (Figure 4a). The PCA separated the impact of light and cold in the first and second principal components, respectively. The proteome of CLL plants was clearly separated from that of S, C and LL plants (Figure 4b), and the two‐way ANOVA confirmed an interaction between light and cold for more than 740 DAPs (adj. *p* < 0.05, Supplementary Table S2). A substantial portion of DAPs in CLL plants showed a decrease in protein abundance compared to S. However, only carbohydrate‐acting enzymes (CAZymes) and DNA metabolism exhibited a significant decrease (*p *< 0.05), while the total protein content of major categories (31% for protein metabolism and 20% for photosynthesis) remained unaltered. Moreover, there was a notable increase in the total abundance of proteins related to secondary metabolism and components of RNA metabolism and processing (Figure 4c,d).

**Figure 4:**
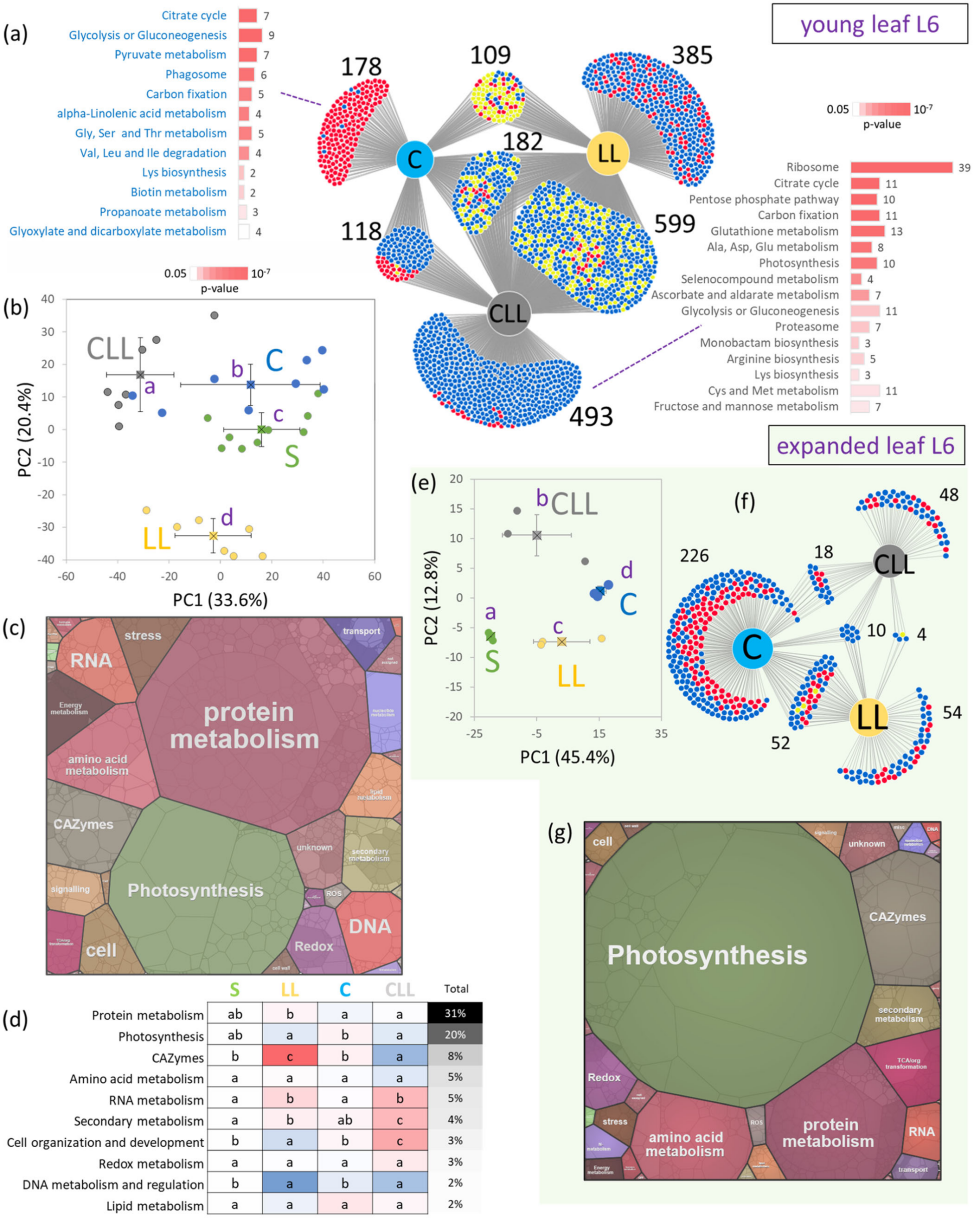
Cold response in leaf proteome. (a) DiVenn visualisation of identified differentially abundant proteins (DAPs) (*p* < 0.05, absolute fold change > 1.4) in young leaf L(1.06) and significantly enriched metabolic pathways identified by MetaboAnalyst in CLL‐ and C‐specific DAPs. (b) PCA separation based on relative protein abundances of 2064 DAPs (*p* < 0.05). (c) Proteome map illustrating the estimated protein content and the proportional distribution across diverse metabolic pathways within the young leaf of S plants, and (d) the corresponding comparison of 10 most abundant categories. (e) The PCA separation based on relative protein abundances of 487 DAPs (*p* < 0.05) identified in expanded leaf L(1.14). (f) The DiVenn visualisation of identified DAPs (*p* < 0.05, absolute fold change > 1.4), L(1.14). (g) The proteome map of expanded leaf 6 of S plants. Circles in PCAs represent individual biological replicates, squares and lines represent group means and standard deviations, respectively. Letters indicate significant differences, Kruskal–Wallis and the Conover test, *p*< 0.05). Red and blue dots in DiVenn indicate relative increase and decrease in protein abundances compared to S plants, respectively, while yellow dots represent differential responses between the comparisons. Note that ten and three biological replicates were collected for young and expanded leaf number 6, respectively. However, not all samples for young leaves were successfully extracted, and the results are based on seven (CLL, LL), eight (C), and nine (S) biological replicates. For details, see Supplementary Table S2. [Color figure can be viewed at wileyonlinelibrary.com]

The detailed analysis of proteome data indicated a decrease in jasmonic acid metabolism in LL and CLL plants. Specifically, the abundances of allene oxide synthase CYP74A (a key enzyme in JA biosynthesis), two plastid‐associated proteins PAPs (putative role in light/cold stress‐related jasmonate biosynthesis), and UDP‐glycosyltransferase UGT74D1 (glucosylates jasmonates) were significantly lower compared to S plants. Furthermore, cold‐induced accumulation of lipoxygenase LOX2 (JA biosynthesis), was observed exclusively in C plants. CLL plants showed a decrease in abundances for enzymes of steroid biosynthesis (SMT2 and DIM), abscisic acid biosynthesis (zeaxanthin epoxidase ZEP), and auxin metabolism (Nitrilase NIT1, amidase AMI1). In contrast, polyamine biosynthesis seemed to be stimulated in all treatments (spermidine synthase SPDSYN2), and CLL plants displayed a remarkable reduction in amine oxidase CuAOalpha2, a polyamine degradation enzyme (Table 2, Supplementary Table S2).

**Table 2:** Differentially abundant proteins with putative role in plant resilience to cold.

Name	AGI	Regulation C|CLL	Function	Reference
CYP74A	At5g42650	NR|↓	Jasmonate metabolism	Youssef et al. (2010)
PAP	At2g35490	NR|↓	Jasmonate metabolism	
	At2g35490			
UGT74D1	At2g31750	NR|↓	Jasmonate metabolism	
LOX2	At3g45140	↑|NR	Jasmonate metabolism	
SMT2	At1g20330	NR|↓	Steroid biosynthesis	
DIM	At3g19820	NR|↓	Brassinosteroid biosynthesis	Choe et al. (1999)
ZEP	At5g67030	NR|↓	Abscisic acid biosynthesis	
NIT1	At3g44310	NR|↓	Auxin metabolism	
AMI1	At1g08980	NR|↓	Auxin metabolism	
SPDSYN2	At1g70310	↑|↑	Polyamine biosynthesis	
CuAOalpha2	At1g31690	NR|↓	Polyamine degradation	
PRL1	At4g15900	NR|↓	Stress regulator	Baruah et al. (2009)
FAX3	At2g38550	NR|↓	Fatty acid transport	Li et al. (2015)
NEET	At5g51720	NR|↓	Role in development, senescence and ROS	Nechushtai et al. (2012)
uL24c	AT5G54600	NR|↓	Ribosomal protein	Romani et al. (2012)
L24‐2	AT3G53020	NR|↓	Ribosomal protein	Yao et al. (2008)
uL18y	AT5G39740	NR|↓	Ribosomal protein	Yao et al. (2008)
NOP5‐2	AT3G05060	NR|↓	Ribosome biosynthesis	
ACX3	AT1G06290	↑|↓	Lipid metabolism	
MFP2	AT3G06860	↓|↑	Lipid metabolism	Bussell et al. (2014)
REC1	At1g01320	↓|↑	Chloroplast development	Larkin et al. (2016)
UBQ12	AT1G55060	↑|↓	Protein metabolism, signalling	
L(1.14)				
HSP70	AT5G02500 AT4G37910	↑|NR	Chaperons	
		↑|NR		
SYT1	AT2G20990	↑|NR	Freezing stress tolerance	Yamazaki et al. (2009)
LOG8	AT5G11950	↑|NR	Cytokinin metabolism	
ACO4	AT1G05010	↑|NR	Ethylene metabolism	
PU1	AT5G04360	↑|NR	Starch degradation	
IPP1	AT5G16440	↑|NR	Isoprenoid metabolism	
SMT2	AT1G20330	↑|NR	Steroid biosynthesis	
OMT1	AT5G54160	↑|NR	Flavone metabolism	
PED1	At2g33150	NR|↑	Lipid metabolism	
SAD5	At2g33150	NR|↓	Lipid metabolism	
SFR1	AT3G06510	NR|↑	Lipid metabolism, critical for freezing tolerance	Moellering, Muthan, and Benning (2010)
MVD1	AT2G38700	NR|↑	Isoprenoid biosynthesis	Henry et al. (2015)

*Note:* Arrows mark regulations. For details, see Supplementary Table S2.

Proteins with a CLL‐specific response with a putative role in cold stress included fatty acid transporter FAX3 and proteins involved in stress response and stress regulation (PRL1, NEET), and the analysis of metabolic pathway enrichment in CLL‐specific DAPs showed an impact on citric acid cycle, glutathione metabolism, photosynthesis, CAZymes, amino acid metabolism and ribosomes (Figure 4a, Table 2). The proteome of CLL plants exhibited a significant decrease in abundance of eukaryotic and chloroplast ribosomal proteins. Ribosomal protein content decreased in both C and CLL plants, with CLL showing a significantly more pronounced impact, decreasing on average by 28% compared to 11% in C. In total, 127 out of 187 quantified ribosomal proteins showed a significant decrease in abundance in CLL plants, including ribosomal proteins with documented significant impact on leaf growth and development uL24c, L24‐2 and uL18y (Yao et al. 2008; Romani et al. 2012). The decrease was observed also in proteins involved in ribosome biosynthesis, including NOP5‐2. For details, see Table 2 and Supplementary Table S2.

The overlap between proteome response in C and CLL plants was substantial. In total, 301 DAPs were found in both data sets and only 11 showed contrasting response. Of particular interest were two peroxisomal enzymes involved in the fatty acid beta‐oxidation pathway (ACX3, MFP2), protein REC1 that reportedly participates in chloroplast compartment size establishment (Larkin et al. 2016), and protein Polyubiquitin UBQ12 (Table 2).

### 3.7 Early Proteome Response in Expanded Leaf n.6 Identified CLL‐Specific Alterations in Lipid Metabolism

To decipher the development‐dependent mechanisms underlying cold stress response, the proteome of expanded leaf n.6 (developmental stage L1.14) was subjected to proteome analysis and 2604 and 1982 protein families were identified and quantified, respectively. Similar to the young leaf, a distinct separation of CLL plants was observed (Figure 4e). In total, 412 DAPs were identified (*p* < 0.05, absolute fold change > 1.4), including 228, 54 and 48 specific for C, LL and C plants, respectively (Figure 4f, Supplementary Table S2). The majority of the expanded leaf n. 6 proteome represented proteins of photosynthesis, CAZymes, protein metabolism, and amino acid biosynthesis (Figure 4g). The results of the two‐way ANOVA confirmed a notable interaction between light and cold conditions, specifically impacting 174 DAPs (adj. *p*< 0.05; Supplementary Table S2). CLL plants exhibited the fewest number of DAPs, and the cold‐induced responses observed in C plants were significantly weakened and completely abolished for 68 and 213 DAPs, respectively. The DAPs that were significantly accumulated only in C plants included two HSP70 chaperons, Synaptotagmin (SYT1, critical for maintaining plasma membrane integrity during freezing stress), hormone metabolism enzymes (LOG8 and ACC oxidase ACO4), Pullulanase PU1 (starch breakdown) and three enzymes of secondary metabolism pathways (IPP1, SMT2, OMT1). While the overlap in identified DAPs was limited (Figure 4f), metabolic pathway analysis revealed that the biosynthesis of secondary metabolites, amino acid metabolism, ribosomal proteins, glutathione metabolism and CAZymes were found in all three data sets. The CLL plants showed significant enrichment in fatty acid metabolism, biosynthesis of unsaturated fatty acids, porphyrin and chlorophyll metabolism, 2‐oxocarboxlic acid metabolism, and valine, leucine and isoleucine degradation. Candidates of interest were enzymes of lipid metabolism (PED1, SAD5, SFR1) and isoprenoid biosynthesis (MVD1, mutant exhibits a significant decrease in campesterol and sitosterol content; Henry et al. 2015). Lastly, it's worth mentioning that one of the presumed cold receptors and mediators of cold acclimation, the protein ANNEXIN 1, exhibited a 1.7‐fold lower abundance in CLL plants compared to C or S. However, the regulation of this protein was only marginally missed meeting the statistically significant threshold (*p* = 0.0524).

### 3.8 Comparison of Transcriptome and Proteome Provided Validation for the Role of ROS Metabolism, Secondary Metabolism and Lipids in CLL‐Specific Response to Chilling Stress

A comparison of proteomics data from young leaves with NGS results revealed that 2447 proteins/genes were shared between the two methods, while 14 102 transcripts were undetectable by the proteome analysis. Intriguingly, 75 quantified proteins were not captured by the transcriptomics data set. A comparison of DAPs and DEGs revealed only 155 proteins/genes with overlapping profiles. Notably, only 16 and 49 displayed similar patterns in C and CLL plants, respectively. CLL‐specific responses include components of ROS metabolism (catalase 3, l‐ascorbate peroxidase 1, GSH transferases), protein At‐NEET (a role in ROS metabolism and senescence; Nechushtai et al. 2012), and the aforementioned phytohormone metabolism enzymes (amine oxidase, UDP‐glycosyltransferase UGT74D1, and auxin biosynthetic amidase). 

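CAT3, catalase 3, fell in C at -1.59 ± 0.12 (adjusted p = 4.8e-09) and in CLL at -1.35 ± 0.12 (adjusted p = 4.5e-08) on the log2 scale of edgeR (n = 3 libraries). The ascorbate peroxidase gene APX1 had -0.62 ± 0.07 in C and -0.70 ± 0.07 in CLL and fell in LL at -1.37 ± 0.07 (adjusted p = 3.8e-11) (edgeR). NEET had -0.86 ± 0.13 and -0.86 ± 0.13 and fell in LL at -1.36 ± 0.13 (adjusted p = 7.3e-08) (edgeR). GSTF6, a glutathione transferase, fell in C at -2.51 ± 0.27, in CLL at -2.79 ± 0.28 and in LL at -2.88 ± 0.27. Of the genes of hormone metabolism, the amine oxidase CUAOALPHA2 fell in C at -1.03 ± 0.07 and had -0.93 ± 0.07 in CLL, UGT74D1 0.47 ± 0.07 and the auxin amidase AMI1 0.34 ± 0.10. The fall of CUAOALPHA2 in C is -0.97 without S replicate 2 and without C replicate 3. AMI1 was higher in CLL than in C by 0.53 ± 0.10 (adjusted p = 0.0023) (edgeR). The paper lists these genes among the CLL-specific responses of its comparison with the proteome. Here the transcripts of CAT3, APX1, NEET and CUAOALPHA2 changed by similar amounts in C and CLL. For UGT74D1 and AMI1 the paper marks less protein in CLL, while the RNA here was higher than in S, and RNA and protein are different measures. Of 12 genes of reactive oxygen and glutathione metabolism, 2 fell in C, 1 rose and 2 fell in CLL, and 3 fell in LL (the same numbers adjusted over the list alone).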

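PAL2, the first enzyme of the phenylpropanoid pathway, rose by 1.45 ± 0.10 (adjusted p = 1.4e-09) on the log2 scale in C and 1.29 ± 0.10 (adjusted p = 7.8e-09) in CLL by edgeR (n = 3 libraries). HSP70-4 rose by 1.97 ± 0.26 in C and 1.96 ± 0.26 in CLL, HSC70-3 had 0.89 ± 0.05 and 0.93 ± 0.05, and HSC70-1 0.36 ± 0.06 and 0.29 ± 0.06. IPS1, which makes inositol phosphate from glucose phosphate, had 0.89 ± 0.10 (adjusted p = 6.7e-07) in C, 0.92 ± 0.10 (adjusted p = 4.3e-07) in CLL and fell in LL at -1.33 ± 0.10 (adjusted p = 4.1e-09) (edgeR). LTP2, a lipid transfer protein, had 12.2 ± 9.09 CPM in S, 21.1 ± 16.4 in C and 4.64 ± 3.45 in CLL (SD, n = 3), a log2 difference of -2.18 ± 0.56 (adjusted p = 0.016) between CLL and C by edgeR. Its highest value was 39.6 CPM in C replicate 2, the library with the most PYK10. The call between CLL and C ends with DESeq2 (adjusted p = 0.052), the most abundant transcript (0.062), and without C replicate 2 (-1.31, adjusted p = 0.12), CLL replicate 1 (0.066) or CLL replicate 3 (0.076). Of 13 heat-shock proteins and chaperones, 1 rose and 1 fell in C, 2 rose and 1 fell in CLL, and 2 fell in LL (the same numbers adjusted over the list alone). MBF1C, a regulator of the heat response, fell at -1.56 ± 0.32 in C and -2.53 ± 0.38 in CLL.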

Apart from this, several enzymes involved in phenylpropanoid metabolism were also present in both data sets, alongside HSP70 proteins, nonspecific lipid transfer protein 2 (transfers phospholipids and galactolipids across membranes), and a key enzyme in the myo‐inositol biosynthesis pathway IPS1. The complete list can be found in Supplementary Table S2.

### 3.9 PLIP Family Is Involved in Cold Acclimation and Freezing Stress Tolerance

To affirm the hypothesized role of the promising candidates identified through the analyses, several Arabidopsis mutant lines showing contrasting responses between C and CLL plants were subjected to rigorous testing. The selection of mutant genotypes was based on availability, likelihood of observing functional impact from mutation, and expected gene/protein function. That encompassed mutants within *PLIP*, *FLZ13* and *HSP90‐1* where the cold‐induced upregulation was significantly higher in CLL compared to C plants. 

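Of these genes, PLIP2 was higher in CLL than in C by 1.43 ± 0.13 (adjusted p = 1.5e-06) and FLZ13 by 0.75 ± 0.10 (adjusted p = 4.2e-05) on the log2 scale of edgeR (n = 3 libraries). For HSP90-1 the difference was 0.42 ± 0.24 (edgeR adjusted p = 0.33), which did not pass the test. The other plastid lipases of the family, PLIP1 and PLIP3, had 0.48 ± 0.24 (adjusted p = 0.25) and -0.30 ± 0.21 (adjusted p = 0.43) between CLL and C (edgeR). Against S, PLIP1 was at -0.05 ± 0.25 in C and 0.43 ± 0.23 in CLL, and PLIP3 at 0.19 ± 0.20 and -0.11 ± 0.21. FLZ13 stood at 4.71 ± 0.709 CPM in S, 13.9 ± 0.578 in C (SD, n = 3), and HSP90-1 had 2.28 ± 0.354 in C and 3.03 ± 0.347 in CLL.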

The role of these genes in cold tolerance was assessed by exposing *Arabidopsis* mutant lines to cold stress as illustrated in Figure 1a. All three loss‐of‐function mutants demonstrated notably lower resilience to freezing stress, thus affirming their involvement in the cold response mechanism (Figure 5a–c). Omics data indicated a significant role of jasmonates in contrasting survival rates between C and CLL plants. Therefore, given the role of PLIP in jasmonate metabolism, the entire gene family comprising three members was analysed in detail, and the impact on hormonome (Figure 5d,e, Supplementary Table S3), jasmonate signalling (Figure 5f,g), survival rates (Figures 5f–h and 6a,b), lipidome (Figure 6c–g), and chloroplasts (Figure 7a–f) was evaluated.

**Figure 5:**
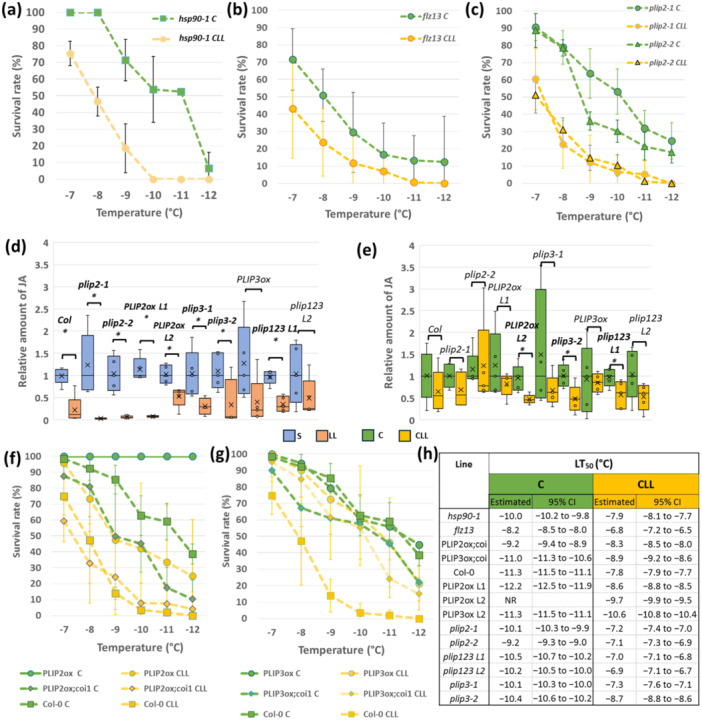
Mutations in candidate genes negatively impact freezing tolerance. (a–c) Survival rates of mutants in *HSP90*, *FLZ13 and PLIP*2. Means and standard deviation of at least three biological replicates (*n* = 25). (d, e) Relative levels of jasmonate are predominantly regulated by light. This is a simplified comparison to highlight relative differences between S and LL plants, and C and CLL plants. Absolute values were normalized to respective S and C plants. The presented data represent results of five biological replicates, each pooled from at least 60 plants. Statistically significant differences were determined using ANOVA. (f, g) Modulation of JA perception affects freezing tolerance of plants overexpressing *PLIP2* and *PLIP3*. The presented data represent results of three biological replicates (*n* > 50). (h) Calculated LT_50_ values for all mutants tested. Estimated value and 95% confidence interval (CI). [Color figure can be viewed at wileyonlinelibrary.com]

**Figure 6:**
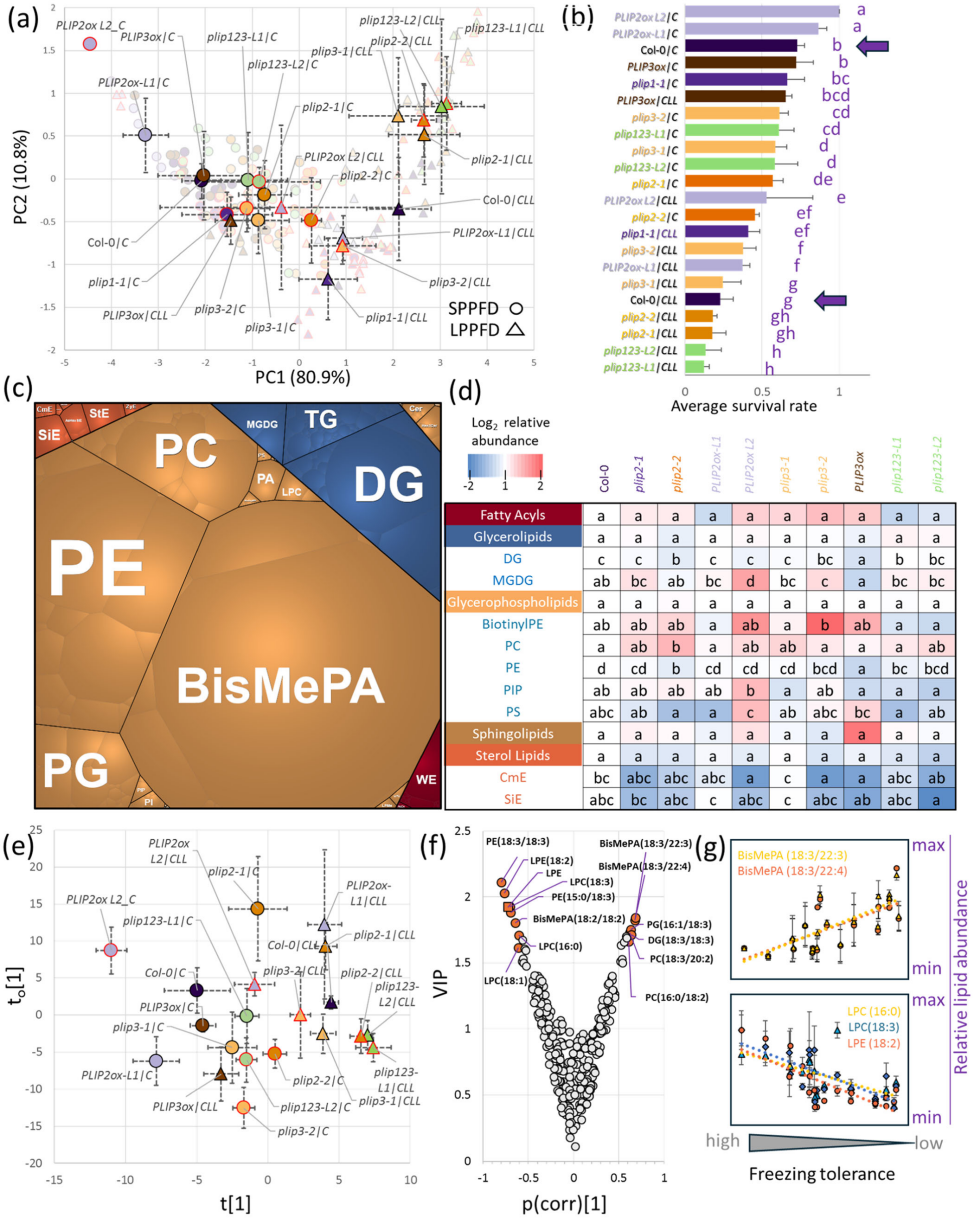
PLIP modulates lipidome and impacts freezing survival in a light‐dependent manner. (a) PCA representation of survival assay data. Means and standard deviation of at least three biological replicates (*n* = 25). (b) Mean survival rate in analysed genotypes. Bars represent means and standard deviations, the letters represent significant differences (*p* < 0.05, Kruskal–Wallis and Conover's test). Col‐0 wild‐type plants are highlighted. (c) Average lipidome composition of Col‐0 plantlet and (d) differences found in lipidome of the analysed genotypes in control samples. Letters indicate statistically significant differences (ANOVA with Tukey's HSD, *p* < 0.05). (e) Orthogonal partial least squares (OPLS) model based on freezing tolerance projection, the corresponding (f) variable importance in projection (VIP) and identified lipid compounds correlating with freezing tolerance. (g) Selected examples of relative lipid abundance changes in response to freezing stress. Results are based on at least three biological replicates. For details, see Supplementary Table S4. [Color figure can be viewed at wileyonlinelibrary.com]

**Figure 7:**
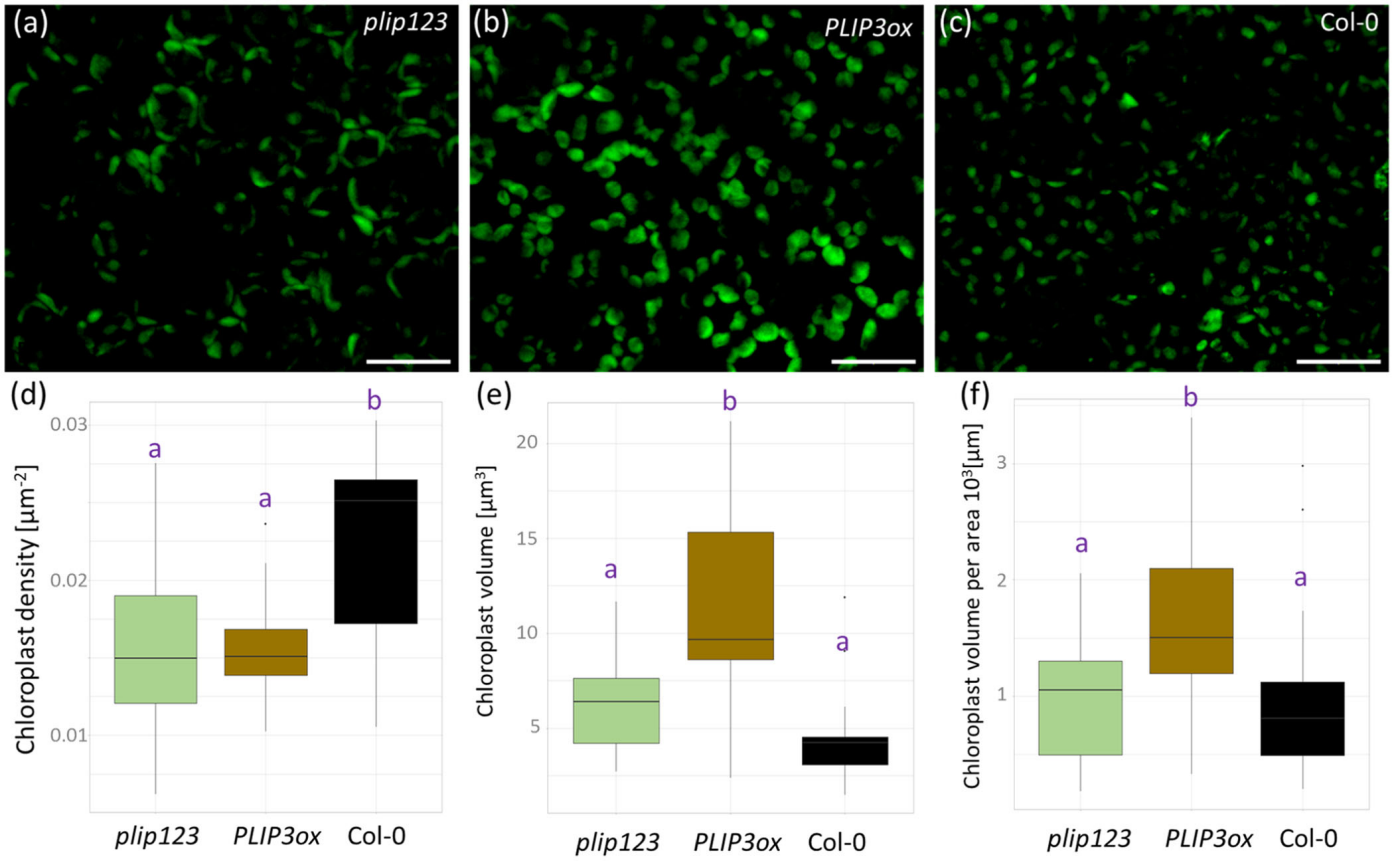
PLIP is a mediator influencing both the number and size of plastids. (a–c) Representative images of plastids in developing leaves of plip123, PLIP3ox and Col‐0 lines. Bar represents 20 µm. Box plot representations of (d) chloroplast density per area, (e) median chloroplast volume and (f) median chloroplast volume per area. Results are based on three biological replicates, each with five repeats. Letters in plots represent statistically significant differences (Kruskal–Wallis with Wilcoxon test, *p* < 0.05). [Color figure can be viewed at wileyonlinelibrary.com]

The experimental design for *PLIP* included available mutant and overexpressor lines, and the survival assay results were projected onto a PCA plot, distinctly segregating freezing stress tolerance along the first component. Moreover, it underscored a clear separation between plants that underwent acclimation under C or CLL conditions (Figure 6a). The highest freezing resilience was identified in *PLIP2* overexpressor lines acclimated under C, followed by Col‐0 and *PLIP3* overexpressor. Loss of function mutants *plip2*, *plip3* and *plip123* manifested significantly lower survival compared to Col‐0 (Figure 6b). In general, plants acclimated under low PPFD had significantly lower survival rates compared to the corresponding lines acclimated under standard PPFD, with the lowest freezing stress tolerance identified in triple mutant. Remarkably, this decline was not observed in *PLIP3* overexpressors, which exhibited comparable levels of freezing tolerance in both C and CLL plants.

### 3.10 Jasmonate Levels Do Not Appear to Be a Downstream Factor Influencing PLIP2‐mediated Resistance to Freezing

The constitutive overexpression of *PLIP2* and *PLIP3* reportedly triggers the excessive accumulation of bioactive forms of JA (Wang et al. 2018). The established correlation between this phytohormone and promoted plant resilience to low temperatures implied a potential link between JA levels and the observed resilience in *PLIP3ox* and *PLIP2ox* lines. To validate that, plants acclimated under S, LL, C and CLL conditions for 147 h were analysed, monitoring JA levels alongside other stress‐related phytohormones (Figure 5d,e, Supplementary Table S3). The results showed a higher biological variability, but the JA pool was depleted in all LL plants compared to S, and most of these changes were statistically significant (*p* < 0.05). A comparable trend was noted when comparing CLL and C plants (Figure 5d,e), except for the *PLIP3ox* and *plip2‐2* lines. The observed decrease in JA induced by low‐PPFD is in line with proteomics results that indicated an attenuation in JA metabolism in LL and CLL plants, but it does not seem to correlate with the freezing stress resilience (Figure 6a,b).

SA levels were notably reduced in response to low‐PPFD (Supplementary Figure S2, Supplementary Table S3). The impact of cold mitigated this depletion, resulting in mostly insignificant differences between C and CLL plants. Interestingly, *PLIP3ox* and *PLIP2ox‐2* exhibited increased SA levels in CLL plants compared to C. The difference did not reach statistical significance (*p* < 0.05), but it does correlate with the observed higher resilience to freezing stress. ABA was not impacted by low‐PPFD under control temperature. However, a significant decrease in ABA was observed in CLL plants compared to C plants (Supplementary Figure S2, Supplementary Table S3). While this regulation of the ABA pool doesn't explain the enhanced resilience in *PLIP* overexpressors, it does underscore a distinct acclimation mechanism under low‐PPFD.

The hormonome analysis did not show any pattern that would clearly correlate with the survival rates. However, the results of JA pool analysis could be misleading, given the differences in the absolute JA content between different lines (Supplementary Table S3). Next, the impact of *PLIP2* overexpression was assessed in lines that were crossed with mutant in a critical component of a receptor for jasmonates *CORONATINE INSENSITIVE1* (*PLIP2ox;coi1*; Wang et al. 2018). The inhibition of JA signalling diminished the impact of *PLIP2* overexpression in both C and CLL plants (Figure 5f,g). Notably, *PLIP2ox;coi1* C plants exhibited freezing tolerance similar to that of *PLIP2ox* CLL, and *PLIP2ox;coi1* CLL had a similar LT_50_ to Col‐0 CLL plants. That suggests that jasmonate signalling is integral to the PLIP2‐mediated freezing resistance. Additionally, it potentially serves as a sensor of PPFD, aligning well with previous observations (Kazan and Manners 2011).

Interestingly, the analysis of *PLIP3ox;coi1* C did not reveal reduced resistance compared to *PLIP3ox* C plants. Additionally, the survival rates of *PLIP3ox;coi1* CLL were closer to those of *PLIP3ox* CLL than the wild type Col‐0 (Figure 5g,h).

### 3.11 Shotgun Lipidome Profiling Confirmed Role of PLIPs in Response to the Combination of Light Intensity and Highlighted Putative Lipid Markers of Freezing Resistance

As PLIP is a lipid metabolism enzyme, lipidome profiles of individual lines were compared. The analysis of the leaf lipidome provided reliable identification and quantitation of more than 280 lipid compounds that represented more than 95% of the estimated lipid content. The leaf lipidome was formed predominantly by glycerophospholipids and glycerolipids, representing, on average, 77% and 18% of the Col‐0 lipidome (Figure 6c). The comparison of lipid profiles clearly separated different genotypes with significant differences in abundance (ANOVA, *p* < 0.05) found for nine subclasses (Figure 6d). To eliminate biased evaluation of lipidome response to cold in individual genotypes, lipid abundances in response to cold were normalized to the respective controls. Next, the lipidome profiles of all genotypes were analysed using the freezing tolerance projections (Figure 6a). The resulting orthogonal partial least squares (OPLS) modelling and the consecutive calculation of variable importance in projection (VIP) pinpointed a set of lipids that correlated with freezing tolerance: seven positively and six negatively (Figure 6e–g, Supplementary Table S4).

### 3.12 Plastid Number and Size Is Impacted by PLIP

Next, three lines were selected for analysis of chloroplast size and quantity (Figure 7a–f), representing control (Col‐0), line with the most attenuated resilience to cold (*plip123*), and line with a similar resilience in C and CLL plants (*PLIP3ox*). Col‐0 displayed the highest number of chloroplasts per area (Figure 7d), but the median volume of these was lower than that in *plip123* or *PLIP3ox* (Figure 6e). The total volume of chloroplast per area was significantly higher in *PLIP3ox* (Figure 6f) and could represent the factor behind the observed improved resilience in *PLIP3ox* CLL plants.

## 4 Discussion

### 4.1 Novel Cold‐Responsive Candidates Identified in Young Leaves and Missing From Arabidopsis Annotations

The physiological response of plants to environmental stimuli is influenced by their developmental stage and overall fitness (Peck and Mittler 2020). Under abiotic stress, young leaves activate protective mechanisms such as non‐photochemical quenching and the synthesis of protective compounds, which may be absent or less effective in mature leaves (Zhu et al. 2018; Rankenberg et al. 2021). Notably, significant differences in stress responses between young and mature leaves are observed under low‐temperature conditions. In this study, we investigated the early cold response in young Arabidopsis leaves grown hydroponically under contrasting PPFD and cold conditions, replicating our previous experimental setup to explore early cold‐responsive mechanisms. Our primary objective was to assess the reproducibility of our findings using a standard plate assay. To this end, we conducted parallel experiments on agar plates, which confirmed that low PPFD negatively affects the cold response, consistent with our previous hydroponic observations (Figure 1). Moreover, we demonstrated that results obtained from hydroponically grown Arabidopsis are transferable to plate‐based assays, validating the robustness of both cultivation approaches used in this study.

Despite more than two decades since the sequencing of the Arabidopsis genome and extensive collective efforts, its annotation remains incomplete. This is unsurprising, given that even the much simpler *Escherichia coli* genome still lacks functional annotation for over 15% of its protein‐coding genes (Moore et al. 2024). As of February 2025, a search of Arabidopsis gene annotations identified 441 genes associated with Gene Ontology (GO) terms related to cold responses, including GO:0009409 (response to cold, 358 genes), GO:0009631 (cold acclimation, 65 genes), GO:0010048 (vernalisation response, 18 genes), GO:0070417 (cellular response to cold, 32 genes), GO:0050826 (response to freezing, 25 genes) and GO:0071497 (cellular response to freezing, 3 genes) (Supplementary Table S5). Comparative analysis with our data sets of early cold‐responsive transcripts (Figure 3, Supplementary Table S1) and proteins (Figure 4, Supplementary Table S2) revealed a significant overlap of 85 and 63 annotated genes, respectively (Fisher's exact test, *p* < 0.001). 

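The list of genes with gene ontology terms for the response to cold holds 441 genes, of which 375 were tested in leaf n.6. In C 74 rose and 8 fell, in CLL 76 rose and 6 fell, and in LL 15 rose and 23 fell (the same numbers adjusted over the list alone). Of the 375, 90 were among the 2006 DEGs in C or CLL, where 41.2 were expected (two-sided Fisher's exact test over 18243 genes, odds ratio 2.63, p = 5.8e-13). LTI30, a dehydrin, rose by 5.71 ± 0.19 on the log2 scale in C and 5.94 ± 0.19 in CLL, and COR15A, which protects chloroplast membranes, by 1.43 ± 0.17 and 1.18 ± 0.17 (edgeR, n = 3 libraries). The interaction of light and cold passed the test for 142 of the 375 genes (150 adjusted over the list alone).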

In total, 139 genes previously annotated as cold‐responsive were identified in our omics data sets, suggesting the discovery of over 2400 novel early cold‐responsive genes and proteins (Supplementary Table S5), including candidates validated in our freezing assays (*HSP90‐1*, *FLZ13*, *PLIP2*). To further validate the roles of these putative cold‐responsive genes and proteins in cold adaptation, we analysed previously published transcriptomic data from Arabidopsis. We examined 11 data sets, encompassing six studies with seven experiments focused on early cold response: PRJNA411947 (Klepikova et al. 2019), PRJNA324514, PRJNA525452 (Yang et al. 2019), PRJNA267681 (Schlaen et al. 2015), PRJNA338072 (Pajoro et al. 2017) and PRJEB19974 (Calixto et al. 2018). An additional five studies analysing only delayed cold response were searched too: PRJNA401073, PRJNA494179 (Zhao et al. 2018), PRJNA416120 (Park et al. 2018), PRJNA445300 (Zuther et al. 2019) and PRJNA513852 (Esteve‐Bruna et al. 2020). Collectively, analysis of these studies identified over 17 600 DEGs (adj. *p* ≤ 0.05, absolute fold change > 1.5). This number likely reflects differences in the tissues and developmental stages analysed. However, at least some DEGs identified in the delayed response may represent broader alterations in growth and development, while others could result from experimental bias. Notably, the overlap of DEGs identified across multiple NGS studies is limited (Supplementary Table S5, Supplementary Figure S3), with only 760 and 1400 DEGs commonly detected in more than half of the early and delayed response analyses, respectively. Interestingly, among the 22 DEGs consistently identified across all early response studies, only one (AT1G49230) is annotated as being involved in the response to cold, while six correspond to genes or proteins with unknown functions. 

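AT1G49230 lies on chromosome 1 of the TAIR10.1 reference from 18209194 to 18210177. In leaf n.6 it rose from 2.94 ± 0.559 CPM in S to 11.4 ± 0.639 in C and 12.4 ± 2.52 in CLL (SD, n = 3 libraries), log2 fold changes of 1.95 ± 0.17 (adjusted p = 2.5e-08) and 2.07 ± 0.17 (adjusted p = 1.1e-08) in edgeR. In LL it had 0.12 ± 0.20 (adjusted p = 0.66), and CLL and C did not differ by the test, at 0.12 ± 0.14 (adjusted p = 0.66) (edgeR).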

Of the 1379 early cold‐response DEGs identified in young leaves that lack cold‐related GO annotations, 1286 were previously reported in cold‐response NGS studies (Supplementary Figure S3), and 1086 were detected in more than three independent experiments (Supplementary Table S5). Direct comparison between early response transcripts and proteins is challenging, as protein‐level responses may be delayed by several hours, and transcriptomic and proteomic data sets offer complementary rather than identical insights into cellular processes. Nevertheless, 847 DAPs significantly affected by cold (two‐way ANOVA, adj. *p* < 0.05, Supplementary Table S2) and not annotated as cold‐related were previously identified in Arabidopsis cold‐response NGS analyses, with 373 appearing in more than three studies. Taken together, we believe that these 1086 genes and 373 proteins (a total of 1433 unique IDs) repeatedly identified in response to cold should be recognized as components of the cold acclimation process and incorporated into Arabidopsis genome annotations.

### 4.2 PLIP Plays an Integral Role in CLL‐Specific Response to Chilling Stress

The primary objective of our analyses was to elucidate the contrasting molecular processes that underlie the acclimation responses of C and CLL plants. The complementary approaches based on transcriptome and proteome analyses both highlighted putative roles for lipid metabolism and transfer. 

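PLIP2 lies on chromosome 1 of the TAIR10.1 reference from 571826 to 575085. Its transcript in leaf n.6 had 1.48 ± 0.472 CPM in S, 3.93 ± 0.224 in LL, 12.8 ± 2.23 in C and 34.5 ± 5.57 in CLL (SD, n = 3 libraries each). It rose in LL also, by 1.40 ± 0.25 (adjusted p = 0.00015) on the log2 scale of edgeR, and the interaction of light and cold was 0.03 ± 0.35 (adjusted p = 0.96). Of 23 genes of membrane lipid remodelling, 1 rose and 1 fell in C (1 and 1 adjusted over the list alone), 1 rose and 1 fell in CLL (1 and 2) and 3 fell in LL (0 and 4). The desaturase gene ADS2 rose by 1.69 ± 0.07 in C and 1.63 ± 0.07 in CLL, and MGD3, a galactolipid synthase, fell by 2.17 ± 0.34 in CLL and had -0.27 ± 0.27 in C. MGD3 fell more in LL, without cold, at -4.3, and its interaction was 2.4 ± 0.66 (edgeR adjusted p = 0.011).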

Of particular interest was the significant upregulation of *PLIP2* (AT1G02660) that encodes plastidic lipase. While the abundance of this enzyme was below the detection limits of proteome profiling, its putative impact on jasmonates biosynthesis was corroborated by evidence from both proteome and transcriptome data sets. The Arabidopsis PLIP family comprises three members, PLIP1 (At3g61680) with a well‐established role in seed oil biosynthesis, and PLIP2 and PLIP3, which are thylakoid‐membrane‐associated lipases that catalyse the initial step of jasmonic acid synthesis. Despite their shared function, PLIP2 preferentially utilizes monogalactosyldiacylglycerols (MGDG) as substrate, whereas PLIP3 prefers phosphatidylglycerol (PG) as its substrate (Wang et al. 2018). None of these enzymes has been annotated with a cold response function (Gene ontology annotations, 02/2025; Supplementary Table S5). However, data mining of available NGS studies identified *PLIP2* in three previous analyses of early cold response (median log_2_FC = 1.6) and both *PLIP2* and *PLIP3* in late cold response (Supplementary Table S5). To our knowledge, the role of these enzymes in cold acclimation or freezing tolerance has not been experimentally validated. The experiment with mutant and overexpressor lines confirmed that PLIP2 abundance positively correlates with freezing stress resilience (Figure 6a,b). The overexpressor lines displayed the highest survival rates, whereas the *plip2* mutant lines displayed the second lowest rates, marginally better than those observed in the triple mutant *plip123*. Moreover, the increased survival rates observed in *plip1* and *plip3* mutants compared to Col‐0 in CLL plants might be associated with a potential compensatory mechanism and the accumulation of PLIP2 in these mutant variants. The experiment additionally validated that the absence of PLIP has a notably more pronounced impact under low PPFD conditions. While the highest decline in survival rates compared to Col‐0 was 21% in C plants (*plip2*), it escalated to 10% in CLL plants (*plip123*).

### 4.3 The Comparison of the Proteome Response Between Young and Expanded Leaves Hints at a Scenario Where Expanded Leaves Might Be Killed to Sustain the Growth of Young Ones

As expected, the proteome profile of the expanded leaf 6 differed significantly from its earlier developmental stage at 1.06 (Figure 4c,g). There was a notable increase in the allocation of resources towards photosynthesis and CAZymes, while the processes associated with protein metabolism and RNA processing showed a distinct reduction. The comparison of quantified proteins revealed an overlap of 1514 proteins between both data sets, while 1012 were unique to data set 1.06 and 469 to data set 1.14 (Supplementary Table S2). The response to cold was significantly attenuated in 1.14 plants, indicating that altering composition of these leaves was not a priority. The observed differences could correlate with the difference in plant size and the higher capacity to compensate stress response. However, it aligns with the established sink‐source relationship, where actively growing leaves act as a sink for resources, while maintaining them comes at the expense of mature leaves (Chang and Zhu 2017). Furthermore, it corroborates our findings that younger leaves exhibited greater resilience to cold stress compared to mature ones (Figure 1c). Interestingly, 16 DAPs discovered in 1.14 CLL plants exhibited a similar trend to those identified in 1.06 CLL plants, including an enzyme of fatty acid biosynthesis (beta‐ketoacyl‐[acyl‐carrier‐protein] synthase III; AT1G62640, ↑), flavonoid biosynthesis (flavonol 7‐O‐rhamnosyltransferase; AT1G06000, ↑), a cis‐acting element 14‐3‐3‐like protein GF14 nu (AT3G02520, ↑), beta‐amylase 3 (AT4G17090, ↓) that mediates accumulation of maltose upon freezing stress (Kaplan and Guy 2005), and chloroplastic protein WHY1 (AT1G14410, ↓) that maintains plastid genome stability (Maréchal et al. 2009).

### 4.4 Plastid Maintenance Could Represent the Major Pathway That Promotes Freezing Resilience in C Plants

One of the primary effects caused by low temperatures is the inhibition of enzyme activity, particularly within the Calvin cycle, the main consumer of light energy, leading to cascading effects on associated metabolic pathways and redox status (Ruelland et al. 2009; Teh et al. 2023). During cold acclimation, young leaves exhibit a more efficient re‐establishment of photostasis, facilitated by enhanced activation of metabolic enzymes (Strand et al. 1999). This mechanism mitigates over‐reduction of the photosynthetic electron transport chain, thereby limiting the formation of reactive oxygen species that could exacerbate low‐temperature stress‐induced cellular damage. Major portion of DEGs and DAPs indicated significant alterations in photosynthesis and related metabolic pathways in C and CLL plants (Figure 4A, Table 1, Supplementary Tables S1 and S2). A notable upregulation of plastidic genes in C plants, might suggest that CLL plants are struggling to manage damage to their plastids. Alternatively, it could indicate that an inadequate PPFD isn't providing enough energy to sustain fully functional photosystems. In a long term, that could explain lower resilience of CLL plants. That likely corresponds to the outcomes of the plastid volume analysis (Figure 7a–f). The observed lower quantity of chloroplasts in *plip123* mutant, in comparison to Col‐0, seems to coincide with its status as the least resilient line. In parallel, *PLIP3ox*, the line displaying minimal PPFD impact on freezing resilience, demonstrated a notably larger total chloroplast volume than Col‐0. It should be noted that plastids are also subject to degradation through autophagy, a process that serves both nutrient recycling and quality control purposes (Izumi et al. 2015). A notable rise in polyamine production in C and CLL plants (Table S2) might suggest NO‐mediated autophagy (Minibayeva et al. 2023), where plants with a greater number/size of plastids could potentially benefit more.

### 4.5 Lipid Composition Correlates With Freezing Resilience

PLIP enzymes demonstrate a broad substrate specificity in vitro. Nevertheless, PLIP1 and PLIP3 exhibit a preference for cleaving chloroplastic phosphatidylglycerols, while PLIP2 primarily targets monogalactosyldiacylglycerol (MGDG) as its substrate (Wang, Froehlich, et al. 2017). Beyond the previously documented influence on jasmonate biosynthesis attributed to PLIP2 and PLIP3, supported by our hormonal profiling (Supplementary Table S3), the impact of PLIPs extends to the modulation of lipidome composition (Figure 6c–g), and it is possible that this modulation could be the major reason for the observed freezing stress resilience. Lipid composition remodelling is crucial for cold tolerance (Gao et al. 2024) and here, the OPLS identified 13 compounds of interest that correlated with freezing resilience (Figure 6f), including *lyso*‐phosphatidylethanolamines (LPE), *lyso‐*phosphatidylcholines (LPC), and Bis‐methyl phosphatidic acids (BisMePA). Both LPE and LPC (abundances positively correlate with resilience) were found in previous analyses of cold stress (e.g., Liu et al. 2022). Interestingly, LPE is an inhibitor of phospholipase D that mediates plant responses to stresses, and its inhibition promotes freezing tolerance of both non‐acclimated and cold‐acclimated plants (Rajashekar et al. 2006). The inhibition of phospholipase D additionally suppresses the production of phosphatidic acid, a trend that aligns with the observed negative correlation between BisMePA and both LPE levels and freezing resilience (Figure 6g).

### 4.6 PLIP Family Shows No Clear Association With the Global Distribution of Arabidopsis Accessions

Given the observed impact of *PLIP* on cold acclimation and freezing resilience, we investigated its potential role in adaptation using the 1001 Genomes Project (Weigel and Mott 2009). Specifically, we examined associations between *PLIP* mutations and expected cold resilience in Arabidopsis accessions. Only one accession carried a high‐impact mutation in *PLIP1* (Mnz‐0) and *PLIP2* (Ga‐0), while no such mutations were identified for *PLIP3*. This suggests the functional importance of these genes, which is unsurprising given their presumed essential role in plastid formation, as indicated in our study. The search for moderate‐impact mutations yielded more results, with the combined high & moderate mutation data set encompassing 207, 954 and 678 accessions for *PLIP1*, *PLIP2* and *PLIP3*, respectively. However, when comparing accession distribution with expected climatic conditions, statistically significant deviations from the estimated distribution were observed only for *PLIP1* (Supplementary Figure S4). Overall, these findings suggest that the *PLIP* family plays a crucial role in Arabidopsis growth, and mutations in available accessions do not indicate any clear associations with adaptation.

## 5 Conclusion

Our study presents an omics‐driven discovery of factors involved in cold acclimation and enhanced freezing resilience in young leaves. Through integrative transcriptomic and proteomic analyses, we identified over 1400 DEGs and 1100 DAPs in response to cold stress and demonstrated that light intensity significantly influences their regulation and accumulation. Despite extensive prior research on early cold responses and cold stress adaptation, a substantial proportion of the identified genes and proteins had not been previously annotated as cold‐responsive. However, data mining in publicly available resources revealed a statistically significant overlap with previous NGS‐based analyses, and the metabolic processes enriched in our data set align with those previously associated with cold stress responses. To validate our omics findings, we selected three promising candidates (PLIP, FLZ13 and HSP90‐1) that exhibited significantly distinct responses to cold and cold stress under low PPFD. Using a freezing resilience assay, we confirmed their role in cold stress adaptation. Given the established role of the PLIP family in plastid lipid metabolism, we further characterized all three Arabidopsis isoforms in detail. Our findings provide compelling evidence that PLIP‐mediated freezing resilience is associated with the modulation of chloroplast number and size, as well as the accumulation of lipids previously linked to cold resistance. Together, these results offer novel mechanistic insights into the role of PLIP in cold acclimation and our collected omics data present a valuable resource for future investigations into cold stress adaptation.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Supporting Figure S1. Supporting figure for transcriptomics: regulation of circadian‐responsive genes, interaction networks, and functional enrichment of Low PPFD‐specific DEGs.
Supporting Figure S2. Phytohormone analyses.
Supporting Figure S3. Comparison of identified early response DEGs with results found in previous NGS analyses.
Supporting Figure S4. *PLIP* family mutations in Arabidopsis accessions.

Supporting Table S1. 

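Supplementary Table S1 lists, for each DEG, the paper's fold changes of C, CLL and LL against S from edgeR on Salmon estimates. The copy used here holds the first 1997 of 2251 genes of that list, so no overlap test was made on it. Across these 1997 genes, which are not independent replicates, the log2 fold changes computed here and the paper's had r = 0.9999 in C, 1.0 in CLL and 0.9999 in LL, with a median absolute difference of 0.00216, 0.00319 and 0.00187. The genes AT1G70640 and CBF3, for example, are DEGs in both cold treatments here. Of those the paper's table calls in C, 1170 of 1184 were also called here, with 1027 of 1036 in CLL and 832 of 850 in LL.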

Supporting data for transcriptomics.

Supporting Table S2. Supporting data for proteomics.

Supporting Table S3. Supporting data for hormonomics.

Supporting Table S4. Supporting data for lipidomics.

Supporting Table S5. Analysis of publicly available data on cold response.

## Data Availability

The data that support the findings of this study are available in supporting information and in the following data repository: https://www.ncbi.nlm.nih.gov/geo/, accession GSE278942; http://www.ebi.ac.uk/pride, accession PXD050271.

# Supplementary material for: Light Quantity Impacts Early Response to Cold and Cold Acclimation in Young Leaves of Arabidopsis
**Source:** Plant Cell Environ. 2025 Mar 27;48(7):5030–52. doi: 10.1111/pce.15481
**Supplement:** Supplementary file 1 — Supporting Figure S1. Supporting figure for transcriptomics: regulation of circadian‐responsive genes, interaction networks, and functional enrichment of Low PPFD‐specific DEGs. Supporting Figure S2. Phytohormone analyses. Supporting Figure S3. Comparison of identified early response DEGs with results found in previous NGS analyses. Supporting Figure S4. PLIP family mutations in Arabidopsis accessions.

1.
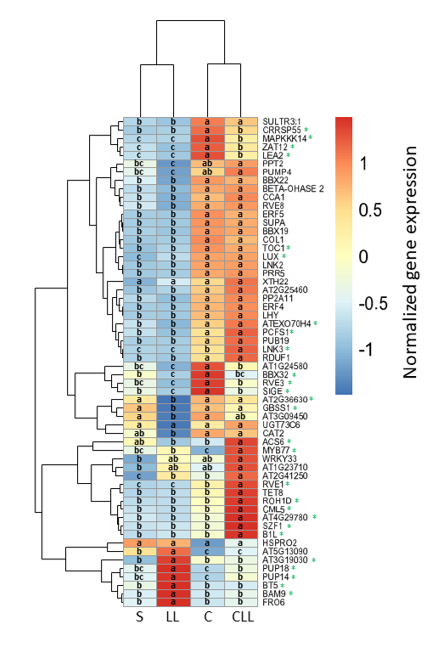
 **(b)**

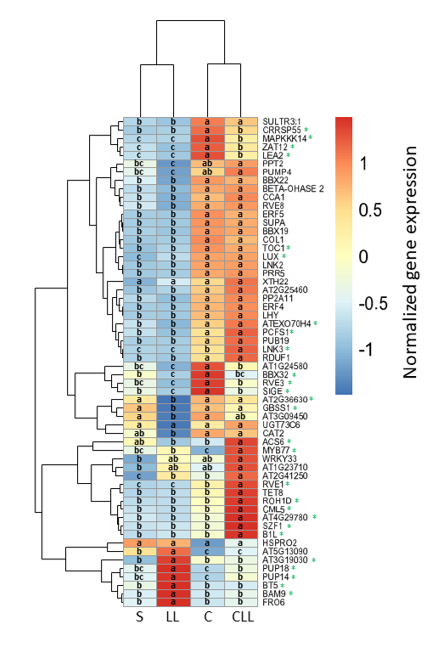

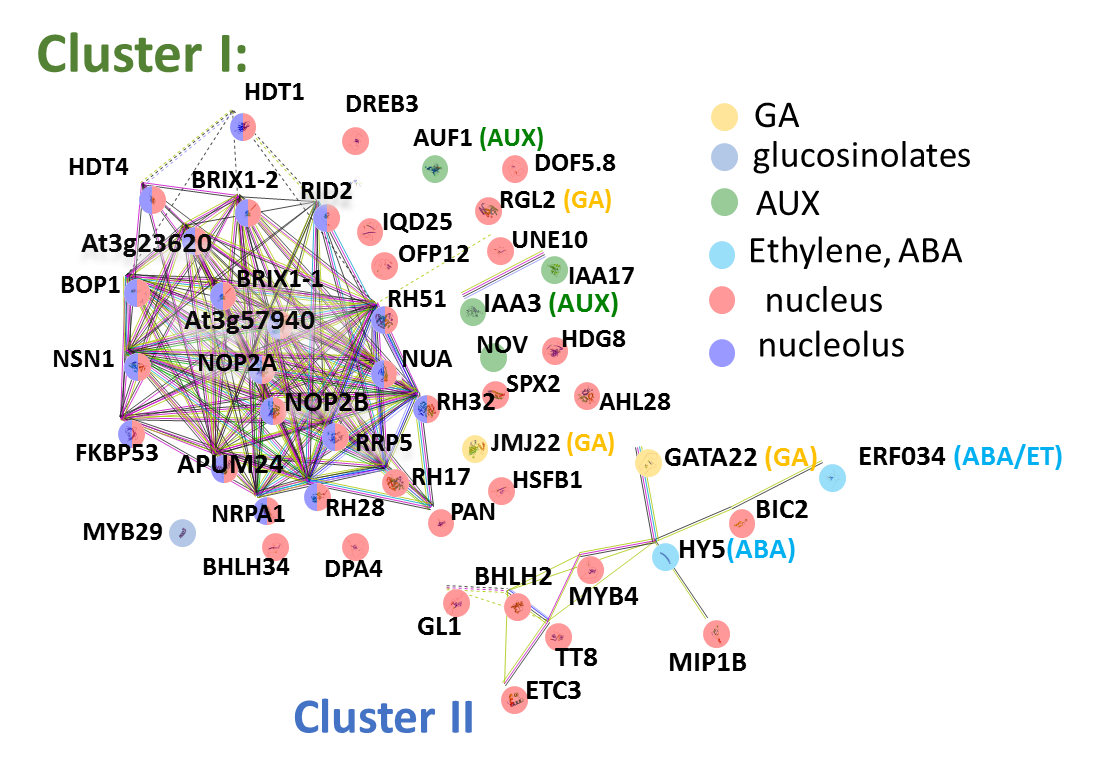

**Figure S1:** **Supplementary figure for transcriptomics: regulation of circadian-responsive genes, interaction networks, and functional enrichment of Low PPFD-specific DEGs.** **(a)** Combination of C- and low-PPFD impacted regulation of circadian responsive genes. DEGs found in RNA-seq analyses after 3-hour treatment. Significant interactions between low-PPFD and cold (p-value<0.05) are highlighted with an asterisk. The results of two-way ANOVA and Tukey post hoc test (p-value<0.05). **(b)** Low PPFD-specific DEGs are enriched in signaling and glucosinolate metabolism. The interactions and visualization of functional clusters were determined by STRING (Szklarczyk *et al.* 2019), minimum required interaction score = 0.4. For details, see Supplementary Tables S1.

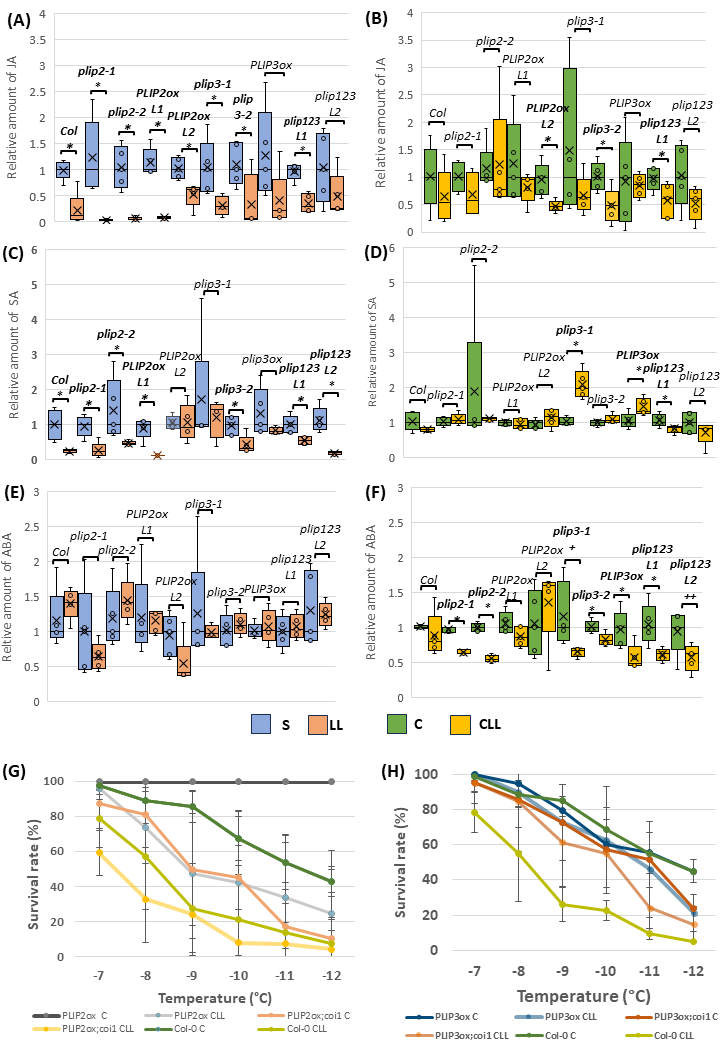
**Figure S2**. **Relative levels of plant hormones are predominantly regulated by light.** A simplified comparison to highlight relative differences between S and LL plants (A, C, E), and C and CLL plants (B, D, F). Absolut values were normalized to respective S and C plants. The experiment design and abbreviations are identical to those in Figure 6A. The presented data represent results of five biological replicates, each pooled from at least 60 plants. For details, see Supplementary Tables S3.

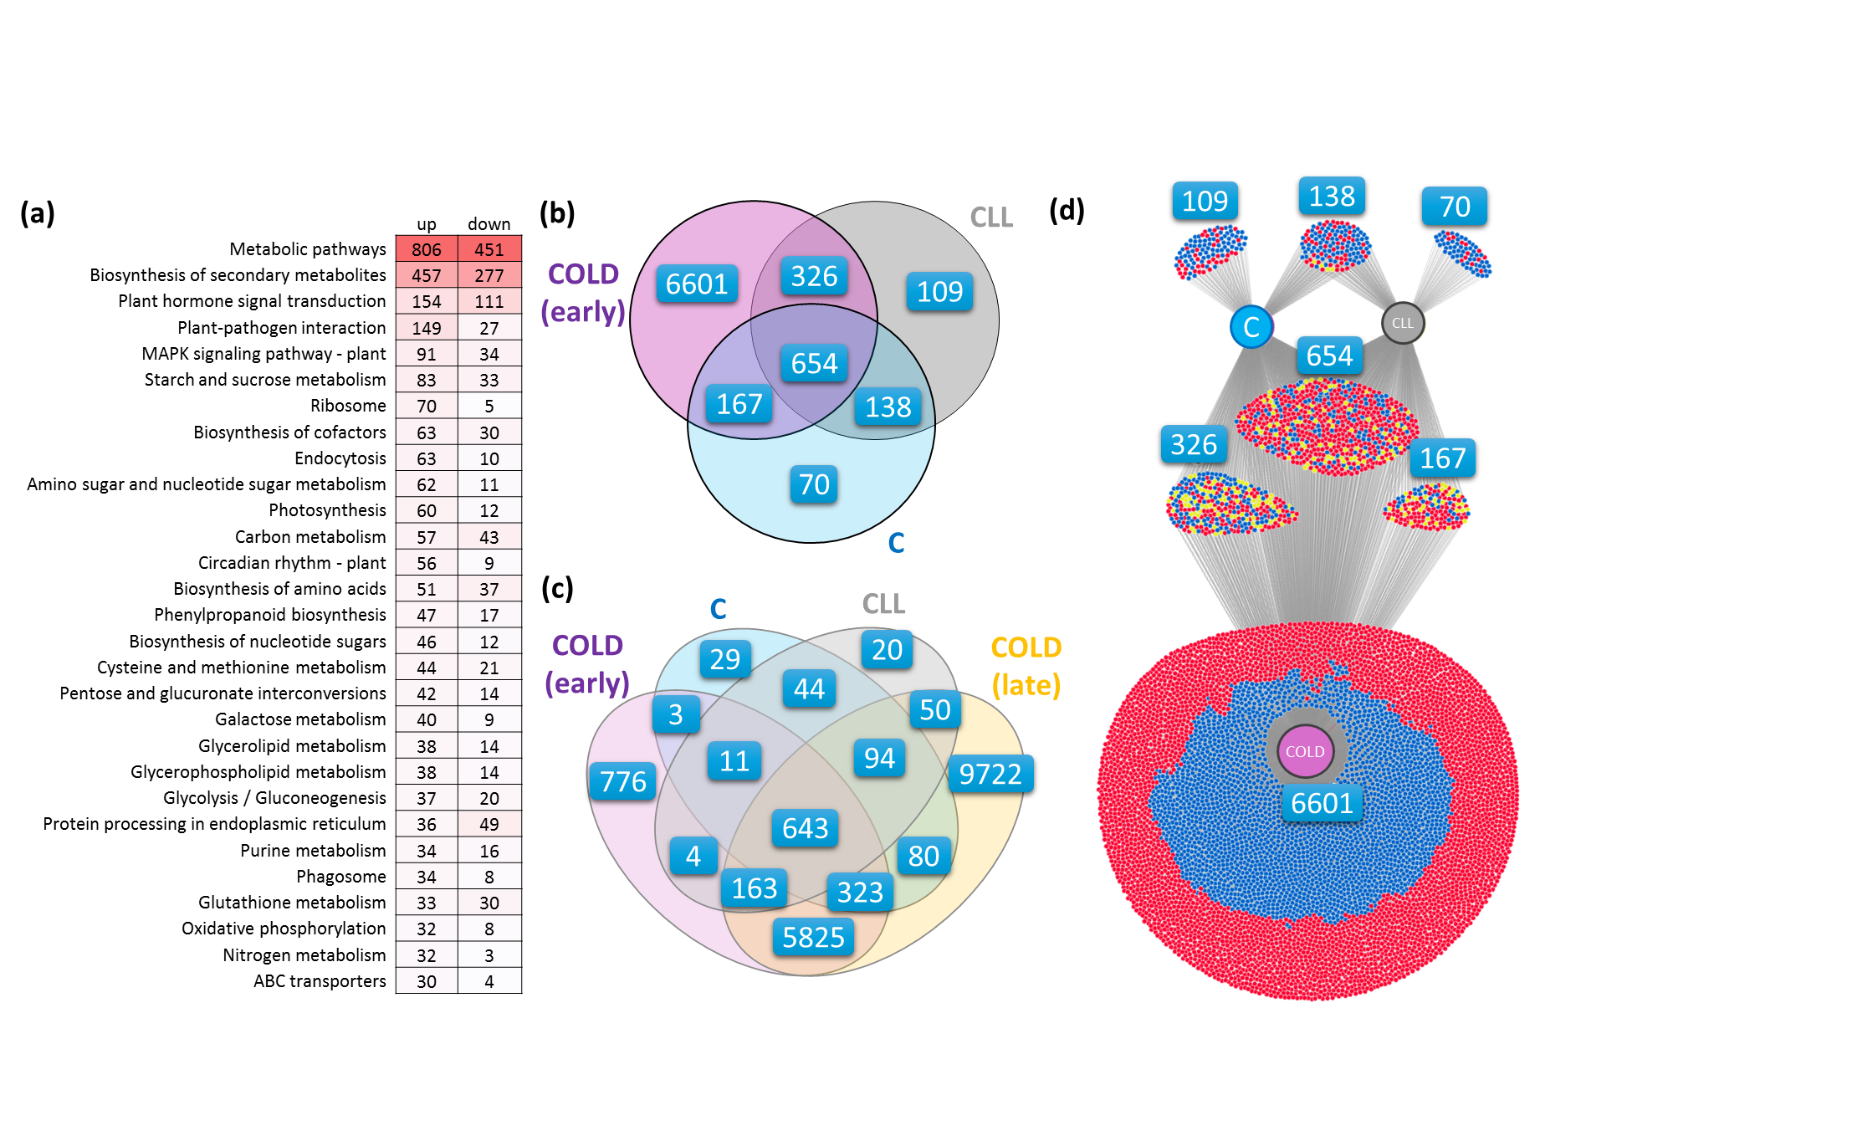

**Figure S3. Comparison of early response DEGs**. **(a)** Major metabolic pathways commonly identified in previous NGS studies investigating the early response to cold stress. Data are based on six studies (PRJNA411947, PRJNA324514, PRJNA525452, PRJNA267681, PRJNA338072, PRJEB19974). Numbers indicate the total count of differentially expressed genes (DEGs) encoding enzymes associated with each pathway across all studies. The up/down designation represents the median expression change (upregulation or downregulation) across the datasets; **(b-c)** Overlap of DEGs identified across multiple NGS studies on early cold response and delayed response showing the number of shared and unique DEGs among the datasets; **(d)** Comparison of identified DEGs found in at least one treatment (FDR ≤ 0.05, absolute fold change >2, Supplementary Table S1) and previous analyses (FDR ≤ 0.05, median absolute fold change >1.5, Supplementary Table S5) visualized by DiVenn. Blue and red nodes denote downregulated and upregulated genes between different treatments, respectively. Yellow nodes denote upregulation in one sample but downregulation in another. COLD – median regulation of identified DEGs in previous studies; C – 100 µmol.m^-2^.s^-1^, 4 °C; CLL - 20 µmol.m^-2^.s^-1^, 4 °C; For details, see **Supplementary Table S5**.

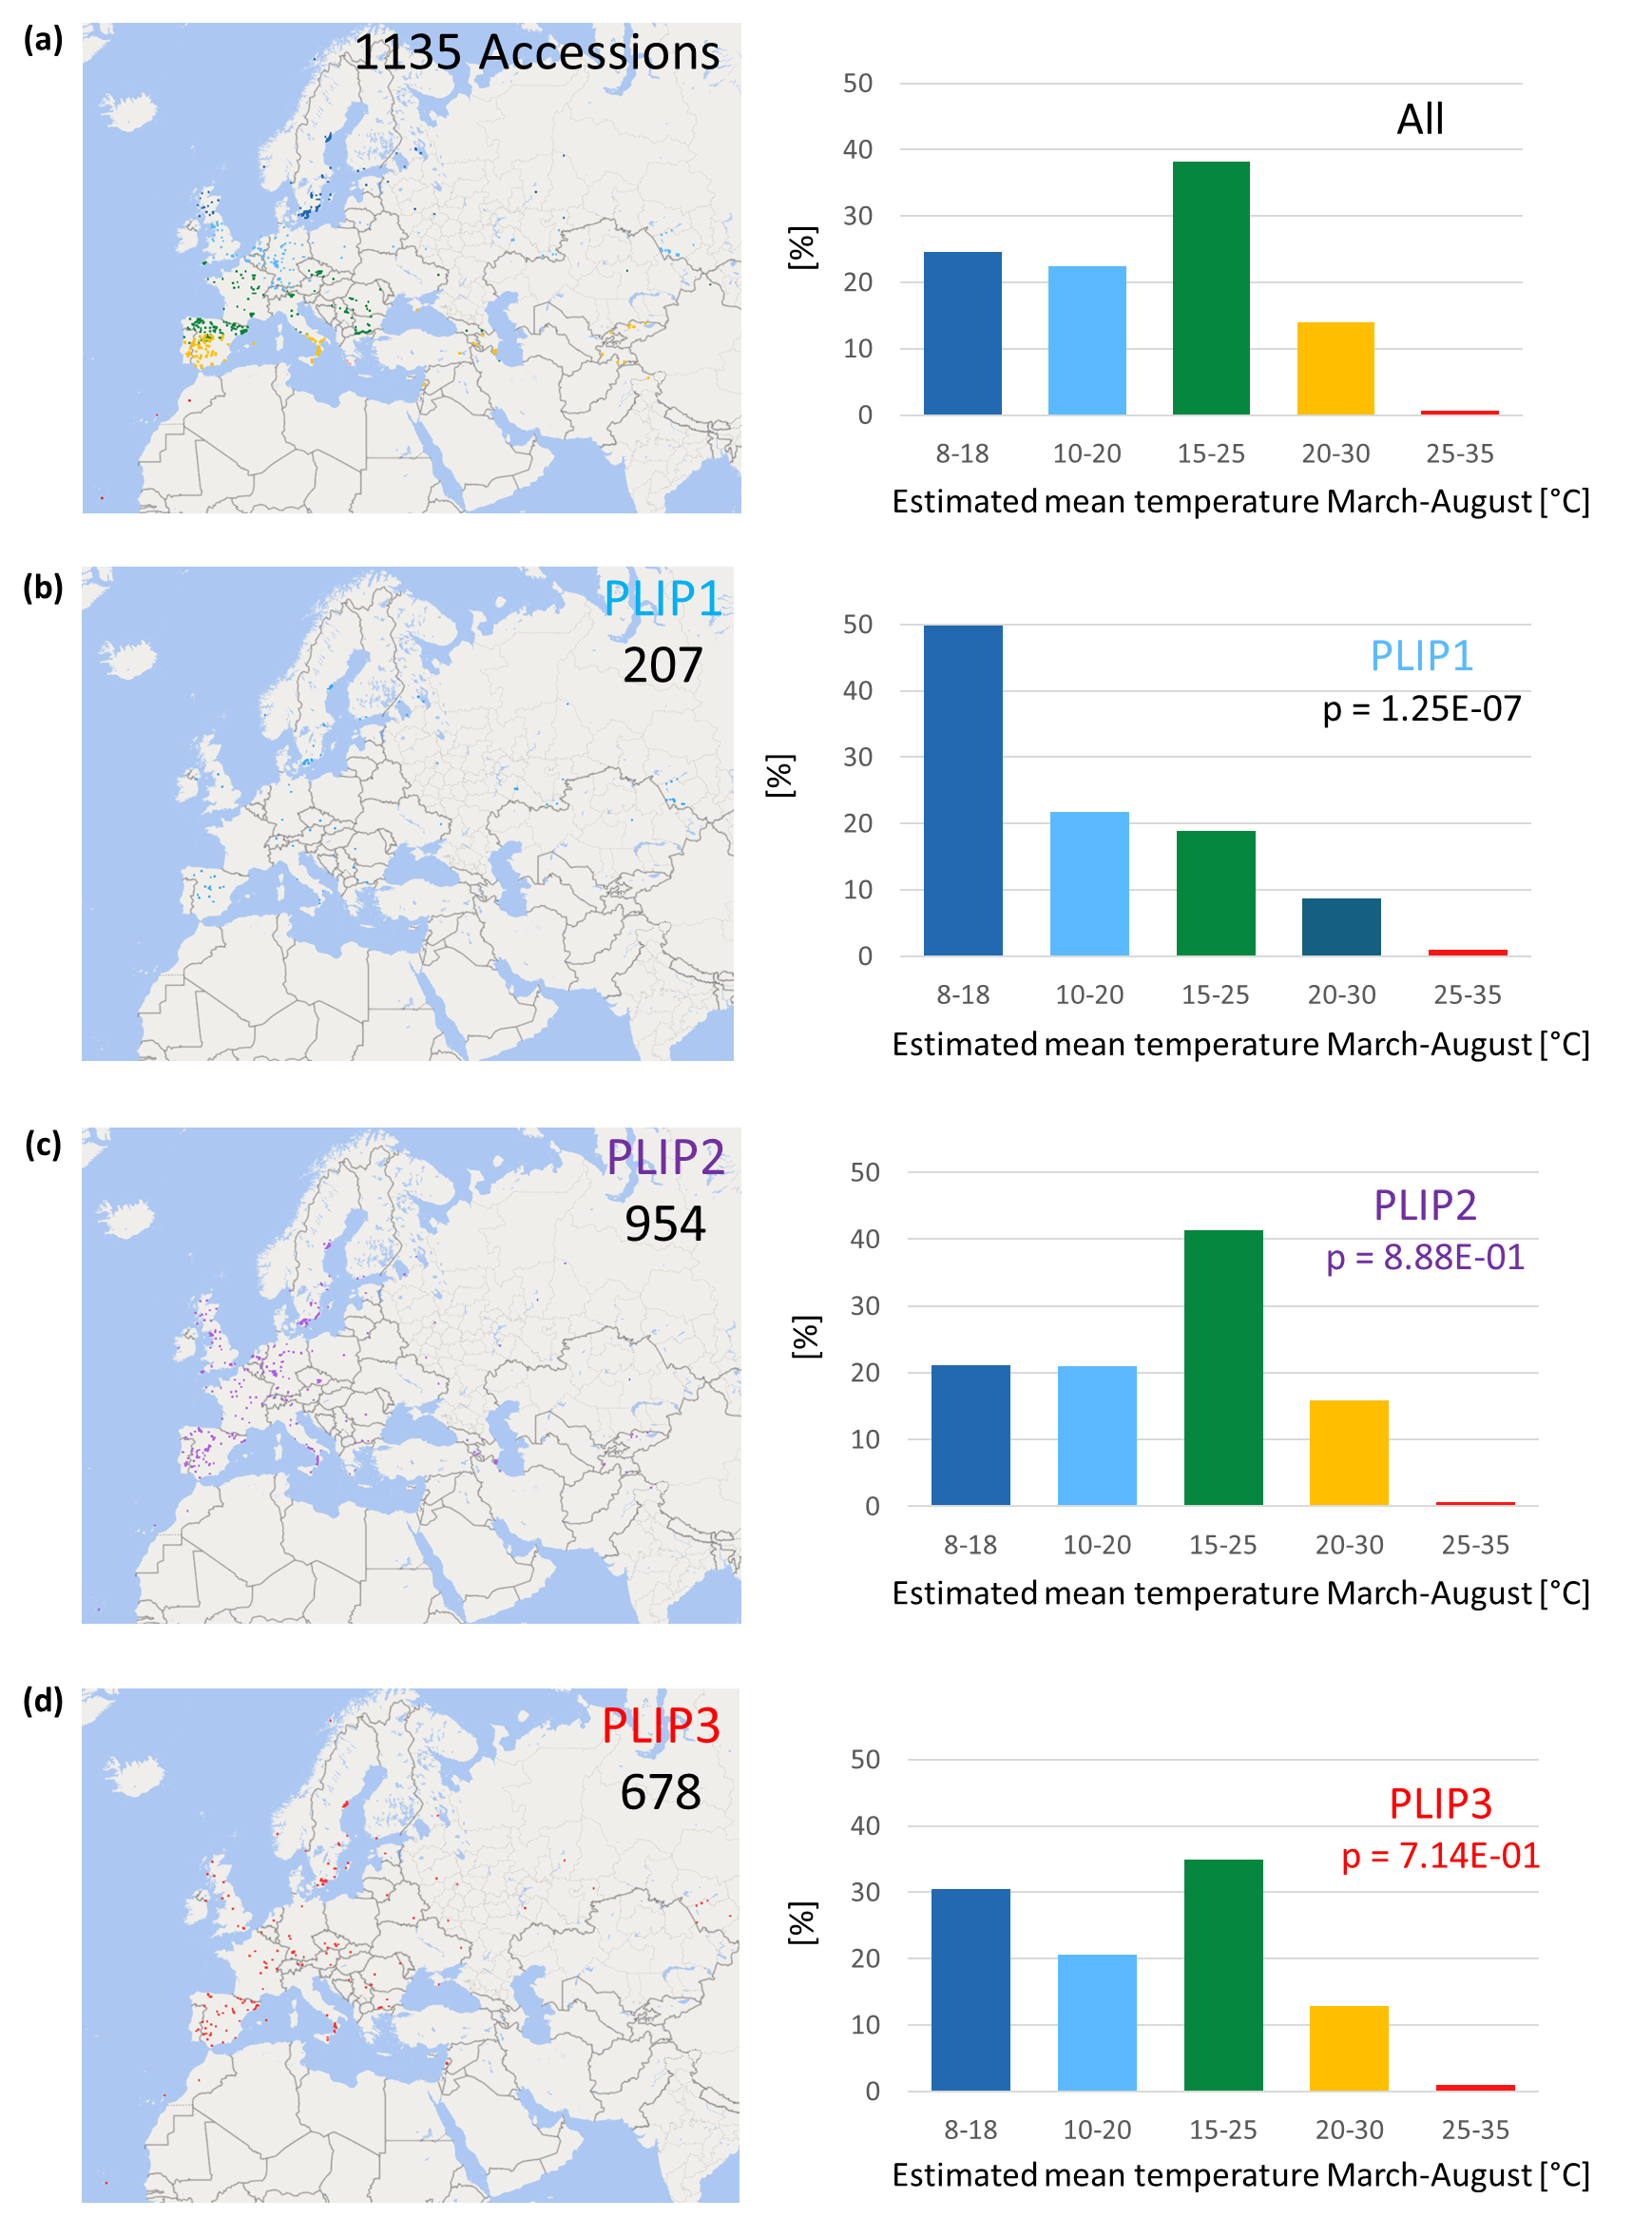

**Figure S4. *PLIP* family mutations in Arabidopsis accessions. (a)** Overview of 1,135 Arabidopsis accessions distributed based on estimated mean temperature during the March–August period; **(b–d)** Accessions carrying high- or moderate-impact mutations in PLIP genes. Data were retrieved from the 1001 Genomes Project (https://1001genomes.org/). The map focuses on regions containing the majority of observed accessions and was generated using MS Excel. The reported p-values correspond to the results of the chi-squared test.

How the deposited data were processed for this re-analysis (not part of the article)

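Gene expression was measured in leaf n.6 of Arabidopsis thaliana Columbia after 3 h at standard PPFD and 21 °C (S), low PPFD and 21 °C (LL), standard PPFD and 4 °C (C) or low PPFD and 4 °C (CLL). Each treatment had 3 fully independent biological replicates, each pooled from 10 leaves, so 12 libraries were sequenced. Every library was assigned to its treatment and replicate from the labels of the submitters, which name the same 4 treatments as the paper.

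The authors trimmed the reads with Trimmomatic 0.32.3 after a quality check with FastQC and quantified transcripts with Salmon 0.72, according to the submitters' processing notes. The estimated counts that Salmon gave for 41671 transcripts per library were deposited by the authors without further normalization. The authors also deposited a TPM value for each transcript, in which Salmon divides by effective length and scales each library to the same total, and these values were used in no test. The processing notes name the TAIR10 build, while the paper's methods name Araport11. Poly(A) selection and strand are not given in the sources used here, so reads from a gene and from an antisense partner cannot be told apart. Of the transcript lengths, 93.4% were multiples of 3 and 96.7% of 34676 nuclear transcripts had a coding length of the TAIR10.1 reference, so the counts of these are over coding lengths. Loci were matched to the reference by their locus names (32835 of 33602), and coordinates are those of TAIR10.1.

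The estimated counts deposited by the authors were rounded and summed over the transcripts of each locus, with more than 1 transcript at 5885 loci. Library totals ran from 12742658 to 16185830. At this depth a gene with 0 counts in 3 libraries of a treatment can hold up to 3 counts over the group, and folds against such a treatment are given as lower bounds. Intervals are at the 95% level. These bounds and intervals cover counting error only. The 3 libraries per treatment had a common dispersion of 0.00373.

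Loci with at least 10 counts in all 3 libraries of at least 1 treatment were kept (18243). The counts were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, 1 fit of all 12 libraries with a term per treatment and quasi-likelihood F tests of C, CLL and LL against S, of CLL against C and of the interaction (CLL minus LL, minus the difference of C and S). P-values were adjusted by the Benjamini-Hochberg method over the genes tested. DEGs have an adjusted p of at most 0.05 and an absolute log2 fold change over 1, and the interaction has no fold minimum. The standard error of a log2 fold change is its size over the square root of F. Log2 CPM used a prior count of 2. Multidimensional scaling used limma 3.58.1. Set counts, Fisher's exact tests, permutation tests and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

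The tests, the thresholds, 30 of 37 gene lists, the rule for named genes and 27 alternative settings were chosen before the data were examined. Those 30 lists were written from general knowledge and the study's text. Some therefore hold genes the paper reports as changed in these samples, such as ELIP1, ELIP2, SEP2 and FTSH8. Their counts and enrichment tests are not fully independent evidence. The lists cover the cold response, the clock, hormones, photosynthesis, light and sugar signals, defence, ribosomes, lipids and markers of other cell types, and further lists came from the reference annotation or the study's tables. The COR genes and the circadian genes were chosen by the study on these samples. The paper selected the genes of Figure 3c from earlier reports, and whether these samples guided that selection is not stated. The circadian sheet has 61 entries for 60 genes. Lists were tested for enrichment in 4 sets of DEGs, which made 136 tests adjusted together. All tests of lists take genes that change together as independent, which makes their p-values too small.

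The genes named are, first, every gene the paper names for the transcriptome, for which several values in the paper's tables had been seen. For C, CLL and LL against S and for CLL against C, they are also the 10 DEGs with the largest rise and the 10 with the largest fall among those with a mean of at least 50 counts in the higher treatment and no overlap between libraries. For each list and comparison they are the 2 largest rises and 2 largest falls among its DEGs, or the 2 genes with the highest mean CPM where none is a DEG. CBF1 to CBF3 and PLIP1 to PLIP3 complete the rule, which gave 224 genes.

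The fit was tested on counts simulated for 17804 genes with the means and library sizes of the real libraries. In C, 99 of 100 genes changed by 1.5 on the log2 scale and 100 of 100 changed by 3 were called, with 0 calls among unchanged genes by the same edgeR test. The changed genes were drawn only from those with more counts in S, and no replicate effect was simulated. The shares called therefore do not cover genes with few counts in S. In CLL against S, 2 unchanged genes were called, and 7 for the interaction. Of 100 genes made to change in both C and CLL, 100 were found in the shared set, and 95 of 100 made with a larger response in CLL were found in the enhanced set. Comparisons that share the S libraries were set beside 20 simulations of unchanged groups.

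The alternatives were the likelihood ratio and exact tests of edgeR, the Wald test of DESeq2 1.42.0, DESeq2 size factors or upper-quartile factors in place of TMM, no filter beyond 1 count, a filter of 1 count in all 3 libraries of a treatment, filterByExpr, the replicate number as a block, glmTreat for a fold over 2, only the 2 treatments compared in the fit, nuclear genes only, nuclear library sizes for plastid genes, the most abundant transcript of each locus, 2000 genes for the scaling plot and each of 12 libraries left out. A filter of 30 counts was added after seeing the data. The proteome, lipidome, phytohormone and mutant experiments of the paper were not analysed here.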

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

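The tests of technical explanations, the splits of the samples, the enrichment of lists among genes with an interaction and the set of 10 genes with counts at standard PPFD were chosen only after the results were seen.

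Plastid-encoded mRNAs were higher in C, at 56 of 73 tested genes, while mitochondrial genes had a median log2 fold change of 0.24. The median of 36 photosynthesis genes was 1.3 and that of 27 genes of the plastid expression machinery 0.52. Both copies of repeated genes are included. The difference was 0.78 (95% interval 0.51 to 1.21). It argues against carry-over of organelle RNA only where that would raise all plastid transcripts alike. RNA carried over in other proportions than those in S need not do so. From S to C, psbA went from 11.0 to 66.5 CPM and rpoB from 78.2 to 96.8. Of the C libraries, replicate 1 had the most plastid ribosomal RNA (1.103%) and protein-coding RNA (0.1312%), and replicate 2 the least (0.694% and 0.0672%). A factor of a library moves all its genes alike and cancels in the difference of 0.78. This argues against normalization as the whole cause. With any 1 library of C or S left out at least 29 genes rose over 2-fold, which argues against 1 library. The real split of the 6 libraries raised 56 genes and the highest of the others 0, and 10 splits cannot give a share under 0.05 (1 of 10 is as large). Carry-over of organelle RNA stays open, since its test could not decide. A change of plastid transcription, of RNA stability or, if poly(A) RNA was selected, of the polyadenylation of plastid RNA may each underlie the rise and stay open as untested hypotheses beside the treatment itself.

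Counts at standard PPFD and almost none at low PPFD were found for 10 genes the paper does not discuss as a group, DEFL204, AT4G22485, AT4G22490, AT4G22505, AT4G22513, AT4G22517, AT4G22520, CDEF1, AT5G38940 and AT5G64110, which had over 3 CPM in a library at standard PPFD, under 0.3 CPM in all at low PPFD, and 9174 counts in the 6 libraries at standard PPFD against 12 in the 6 at low PPFD. Reads shared between the 6 members that lie together on chromosome 4 do not account for the set, since the members elsewhere followed them over the 6 libraries at standard PPFD (Pearson r = 0.999, two-sided exact permutation p = 0.0028, adjusted p = 0.0056 over 2 correlations, Spearman rho = 0.943 with exact p = 0.017, and r = 0.994 without the 2 libraries farthest from the median). The root marker PYK10 followed them too over these 6 libraries (r = 0.962, exact permutation p = 0.0056, adjusted p = 0.0056, rho = 0.886 with exact p = 0.033, r = 0.966 without those 2), while the other 7 root markers together had at most 1.49 CPM in any library and a level in C replicate 2 that differed by -0.53 CPM from the highest of the other C libraries. RNA from root tissue could be a source, although CLL replicate 2 had 16.8 CPM of PYK10 and 0.133 of the set where S replicate 1 had 14.5 and 118, and it cannot be told apart from other sources because the levels that roots would bring are in no table used here. The summed CPM ranged 10.6-fold between S libraries (118, 14.7 and 11.1) and 5.11-fold between C libraries (96.9, 311 and 60.8) and was at most 0.314 at low PPFD, so the light treatment and material carried only by the libraries at standard PPFD cannot be told apart by this design.

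The response to low PPFD was largely lost at 4 °C, where the 1343 DEGs of LL had a median ratio of the CLL against C change to the LL against S change of 0.18 (95% interval 0.17 to 0.19), with 79.9% of the same sign, 331 passing the test of CLL against C in the same direction and 21 in the opposite one. Choosing the genes on the LL libraries would make any second response look smaller, but 240 genes chosen on CLL against C had a median ratio of 0.75 in LL (95% interval 0.57 to 0.84). A factor of a library would shift higher and lower genes alike, but the gap between the medians of the 620 higher and 723 lower DEGs of LL was 2.79 in LL against S and 0.56 in CLL against C, a share of 0.20 (95% interval 0.18 to 0.22), which argues against normalization as the whole cause. A slower change of all transcripts in the cold would leave every list the same share of its response. The 11 glucosinolate genes argue against it for their part, with a ratio of -0.35, a difference of -0.53 from the other DEGs of LL (permutation p = 2.0e-04, adjusted p = 0.0012 over 6 lists). This permutation takes genes that change together as independent, which makes its p too small. The other 5 lists differed by at most 0.17 and did not pass (permutation test, adjusted p from 0.14 to 0.9). Yet the 95% intervals of the difference lay below 0 for flavonoid genes (-0.19 to -0.07) and ribosome biogenesis genes (-0.11 to -0.05). For these 5 lists a slower change cannot be told apart. Slower change of transcripts outside the glucosinolate list and an effect of temperature on light signalling may both contribute, and with 1 time point neither was tested.

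The cold response differed between PPFDs for 4932 genes by the interaction test of edgeR. Of 100 splits of the 12 libraries, 1 gave as many DEGs in any treatment (2865, highest other 2662), so chance is excluded at 0.05 for a difference between the treatments. As large a result came from 4 splits for the interaction (4932, highest other 10743), 4 for cold-responsive DEGs (2006 and 2561), 2 for DEGs in both C and CLL (993 and 1476) and 2 for the enhanced response (100 and 118). These splits mix all 4 treatments, so they do not test these 4 results apart from the other effects of treatment and cannot exclude chance for them. For single comparisons, 10 splits cannot give a share under 0.05, with 1593 DEGs in C, 1406 in CLL, 1343 in LL and 240 in CLL against C, and 0 as the highest of the other splits in each (edgeR).

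Several lists held more genes with an interaction than a list of their size would by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted). Genes that change together are taken as independent in these tests, which makes their p-values too small. Of ribosome biogenesis genes 38 of 40 had one, all positive, where 10.8 were expected (adjusted p = 1.5e-18 from Fisher's exact test). Other ribosomal protein genes had 173 of 300, 157 of them positive, where 81.1 were expected (Fisher's exact test, adjusted p = 7.7e-28). Flavonoid genes had 20 of 25, all positive (Fisher's exact test, 6.8 expected, adjusted p = 4e-07), and glucosinolate genes 17 of 18, all positive (4.9 expected, adjusted p = 3e-08). Sugar starvation genes had 15 of 18, none positive (Fisher's exact test, adjusted p = 6.3e-06). Light-harvesting genes had 16 of 21 and photosystem subunit genes 14 of 21, none positive (Fisher's exact test, adjusted p = 1.7e-05 and 0.00066). Core clock genes had 14 of 28, 7 of them positive (Fisher's exact test, adjusted p = 0.028), and jasmonate synthesis genes 10 of 18, 6 of them positive (adjusted p = 0.03). Of 73 plastid-encoded genes 28 had one, none positive, where 19.7 were expected, which did not pass (Fisher's exact test, adjusted p = 0.064). The interaction call has no fold minimum, so lists of abundant genes can pass with small interactions. These tests therefore do not compare the sizes, which reached -3.41 ± 0.45 for psaA and -3.18 ± 0.47 for psbD. Genes with cold terms had 142 of 375, 80 of them positive, where 101.4 were expected (Fisher's exact test, adjusted p = 1.3e-05). Of the named genes, 75 had an interaction that passed the test with a size over 1 on the log2 scale.

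PYK10, a root marker outside the genes the paper discusses, had 48.6 CPM in C replicate 2, the highest of the 12 libraries. Genes of sugar starvation and darkness, a list with BT5, which the paper reports, were higher in LL at 14 of 18.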

How the results depend on the processing

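The filter of 30 counts was chosen only after the data were seen, and the other settings were planned. Testing the fold against 2 with glmTreat, which asks more of each gene than a minimum on the estimate, lowered the counts most. It gave 625 DEGs in C, 572 in CLL, 563 in LL and 43 in CLL against C, with 1228 in any treatment, 779 in C or CLL, 418 in both and 55 in all 3. It left 172 in C alone, 130 in CLL alone (27 lower), 449 in LL alone, 603 low-PPFD-specific, 49 with an enhanced response in CLL and 1 of these passing CLL against C, 303 COR genes, 0 circadian genes in all 3 treatments and 2 in C and LL but not CLL, and 15 plastid genes raised in C (15 over 2-fold) and 0 in CLL. The single plastid gene called higher in CLL was also lost, to 0, with the Wald test of DESeq2, upper-quartile factors, the most abundant transcript and the filter of 30 counts, and with a library left out the number was 0 to 1. That filter gave 25 plastid genes raised over 2-fold in C, because it tests fewer genes. Circadian genes called in all 3 treatments numbered 4 to 8 with a library left out, the highest being without S replicate 3. Beyond these, for which the cause was not tested unless stated, counts stayed within 1.5 times.

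Over 13 other alternatives, the filter of 30 counts among them, and then over the 12 settings that leave out a library, the DEGs in C numbered 1205 to 1823 and 1566 to 1639, those in CLL 1101 to 1598 and 1370 to 1441, those in LL 1077 to 1513 and 1284 to 1449, and those in CLL against C 191 to 287 and 214 to 249. The interaction gave 4139 to 5352 over 11 alternatives and 4194 to 5124, since the exact test and fits of 2 treatments give none. Without organelle genes the plastid counts have no value. DEGs in any treatment numbered 2230 to 3340 and 2819 to 2927, in C or CLL 1528 to 2340 and 1948 to 2053, in both 778 to 1081 and 954 to 1010, in C alone 313 to 584 and 441 to 490, in CLL alone 232 to 390 and 267 to 343, in LL alone 702 to 1000 and 822 to 960, and in all 3 170 to 236 and 200 to 237. COR genes in C or CLL numbered 485 to 514 and 489 to 511 and GO cold genes 85 to 95 and 89 to 94. The share of C DEGs also called in CLL was 59.3 to 64.6% and 59.9 to 63.4%, and that of CLL DEGs also called in C 67.6 to 71.1% and 68.2 to 72.1%. The enhanced set held 68 to 111 and 88 to 120 genes, and plastid genes raised over 2-fold in C numbered 25 to 46 and 29 to 51. No named-gene value changed its sign where it was called. Of 896 such values, glmTreat ended 179 calls and each other setting 0 to 24, and of 296 list counts glmTreat moved 86 by over 1.5 times and each other setting 0 to 19.

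Libraries with the same replicate number deviated together weakly at most, with correlations of -0.02 to 0.12 and 4 of 18 pairs over 0.1. Of the 12 libraries, 9 correlated best with their own number, a hint of a replicate effect from the data and not the design. The replicate number as a block gave 1599 DEGs in C, 1412 in CLL, 1358 in LL, 250 in CLL against C and 5352 genes with an interaction. With 12742658 to 16185830 counts per library, genes that reached 10 counts in all 3 libraries of no treatment were not tested, and folds of genes with 0 counts in a treatment are limits only.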

Differences from the paper's values

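No test in this part was chosen after the values were seen, apart from the filter of 30 counts. The paper reports 2 plastid-encoded genes raised in CLL, and 1 was found here at over 2-fold. Every alternative set before the data were examined gave 0 or 1, so none came within 1.5 times of the paper's number.

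The paper reports 6 core subunits of photosystem II among the genes raised in C. The 6 that its Table 1 lists (psbA, psbB, psbC, psbD, psbE and psbK) rose over 2-fold here too, and the count here is over all 14 tested plastid-encoded genes of photosystem II, of which 11 rose, so the 2 numbers cover different sets of genes. Within 1.5 times of the paper's number were upper-quartile factors (9), glmTreat (5), and the settings without S replicate 1 (9), S replicate 2 (9), C replicate 1 (8) and C replicate 3 (8). The other alternatives set before the data were examined gave 11 to 13. The filter of 30 counts, chosen after seeing the values, gave 6, and it leaves out of the test 50 of the 1997 genes in the copy of the paper's DEG table, of which 69 are then not called.

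The paper describes a 4-fold rise of BZR2 in CLL, and the rise here was 2.05-fold, a log2 fold change of 1.03. Every alternative gave 1.9 to 2.13, so none reached the paper's number. The paper's own DEG table gives BZR2 a log2 fold change of 1.04 in CLL. Over the genes of the paper's DEG table the log2 fold changes in CLL had r = 1.0 with those computed here.

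Table 1 of the paper marks BT5 as higher in C and CLL. Here its log2 fold change was -1.59 in C (edgeR adjusted p = 0.02) and -1.05 in CLL (adjusted p = 0.091), with a rise of 2.54 in LL. The paper's own table of circadian genes has -1.59 in C, -1.05 in CLL and 2.54 in LL. The likelihood ratio test and the setting without S replicate 3 called it in CLL, at -1.05 and -1.34, also lower. RVE8, ZAT12, LEA2 and AT3G19030, marked with it, were DEGs in all 3 treatments here too.

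The paper states that HSP90-1 rose more in CLL than in C, and here the difference was 0.42 (edgeR adjusted p = 0.33), which no setting called. For PLIP2 and FLZ13, named with it, the difference passed the test. Table 1 also marks a difference between C and CLL for AZI1, which was 0.70 here (edgeR adjusted p = 0.12) and was called in no setting. The paper lists COL8 with the genes of a promoted rise in CLL and marks a fall in both treatments in Table 1, and here it fell by 2.93 in C and by 1.27 in CLL on the log2 scale.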

Other observations

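The ratio of the cold responses at both PPFDs and the medians of plastid genes by product were chosen only after the results were seen.

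HY5 and HYH, transcription factors that act in light signalling, had log2 fold changes of -2.05 ± 0.15 and -2.44 ± 0.16 in LL (edgeR, n = 3 libraries), and HYH rose in C at 1.66 ± 0.11 while HY5 had 0.99 ± 0.11. MYB12 and MYB111, which switch on flavonol synthesis, rose in C at 2.58 ± 0.20 and 2.62 ± 0.13, fell in LL at -2.60 ± 0.36 and -1.98 ± 0.19, and were lower in CLL than in C at -2.79 ± 0.21 and -1.66 ± 0.12. Of the 25 flavonoid genes, 5 rose and 6 fell in C and 1 rose and 8 fell in CLL (the same numbers adjusted over the list alone). Of 16 genes of shade and phytochrome signalling, 2 rose in C, 3 in CLL and 2 rose and 2 fell in LL (the same numbers adjusted over the list alone), with PIF4, which promotes elongation, at 1.17 ± 0.07 and PAR1 at 1.82 ± 0.15 in LL, PAR1 at 1.26 ± 0.16 in CLL and PIL1 at 1.27 ± 0.39 in C and 1.15 ± 0.39 in CLL. The calls of PIL1 rest on few counts, at 0.451 ± 0.134 CPM in S, and end without S replicate 3 in C (edgeR adjusted p = 0.054) and in at least 5 settings in CLL, among them DESeq2 (adjusted p = 0.069).

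MYB28, an activator of glucosinolate synthesis, fell by 1.38 ± 0.12 in C and by 1.06 ± 0.12 in CLL, and of the 18 glucosinolate genes 9 fell in C and 2 in CLL (9 and 2 adjusted over the list alone). Without CLL replicate 1 the value of MYB28 in CLL is -0.99. Its target pathway gene BCAT4 fell in C at -2.52 ± 0.47 and was higher in CLL than in C at 1.80 ± 0.52 (edgeR adjusted p = 0.035), a call that ends with the most abundant transcript (adjusted p = 0.07) and without C replicate 1 (0.12), C replicate 3 (0.12), CLL replicate 2 (0.065) or CLL replicate 3 (0.18). CBP60G, a regulator of salicylic acid synthesis, rose in CLL at 2.55 ± 0.40 and in LL at 2.04 ± 0.42 and had 1.12 ± 0.48 in C, and WRKY70 fell in C at -1.48 ± 0.26 and in CLL at -1.19 ± 0.25 (edgeR). Of 18 sugar starvation genes, 5 rose and 2 fell in C and 8 rose in CLL (5, 2 and 9 adjusted over the list alone). HSFC1, a heat shock factor, rose in all 3 treatments, at 3.33 ± 0.20 in C, 4.01 ± 0.19 in CLL and 1.44 ± 0.24 in LL. PS2, a phosphatase induced by phosphate starvation, rose in C at 1.46 ± 0.28 and fell in CLL at -1.55 ± 0.36 and in LL at -6.97 ± 0.71, and MGD3 fell in LL at -4.30 ± 0.45 (edgeR).

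The 1593 DEGs of C had a median ratio of the cold response at low to that at standard PPFD of 0.86, with 91.4% of the same sign. LL shared 99 higher and 77 lower DEGs with C, where independent lists would share 30.1 and 28.0, and 189 DEGs went in opposite directions. With CLL it shared 157 higher and 106 lower, where 29.0 and 21.9 were expected, and 76 went in opposite directions. Over all genes, r of the fold changes of C and LL was 0.002 against 0.501 in simulations of unchanged groups sharing the S libraries, and the covariance was 0.000882 against 0.0131 simulated, a difference of -0.0122. For CLL and LL, r was 0.26 against 0.495, and the covariance 0.12 against 0.0131, a difference of 0.107. The share of genes with the same sign was 50% and 55.9%, against 66.7% and 66.4% simulated, and shared calls in the same direction numbered 176 and 263 against 0.05 and 0 simulated. S has too few libraries to be split, so the effect of the shared controls was not removed from the observed values.

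SIGE, a sigma factor of the plastid RNA polymerase, had 1.51 ± 0.13 in C, 0.01 ± 0.15 in CLL and -1.19 ± 0.16 in LL. The medians of plastid-encoded genes of photosystem I and photosystem II were 1.62 and 1.49 in C, -0.12 and -0.06 in CLL and -0.20 and -0.09 in LL, so the fall of SIGE in LL came with no fall of similar size in these medians. Whether the change in plastid RNA arises from transcription, stability or polyadenylation was not tested.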
